# WNK1-dependent water influx is required for CD4^+^ T cell activation and T cell-dependent antibody responses

**DOI:** 10.1038/s41467-025-56778-x

**Published:** 2025-02-21

**Authors:** Joshua Biggs O’May, Lesley Vanes, Leonard L. de Boer, David A. Lewis, Harald Hartweger, Simone Kunzelmann, Darryl Hayward, Miriam Llorian, Robert Köchl, Victor L. J. Tybulewicz

**Keywords:** CD4-positive T cells, Signal transduction, Ion channels, Cell division

## Abstract

Signaling from the T cell antigen receptor (TCR) on CD4^+^ T cells plays a critical role in adaptive immune responses by inducing T cell activation, proliferation, and differentiation. Here we demonstrate that WNK1, a kinase implicated in osmoregulation in the kidney, is required in T cells to support T-dependent antibody responses. We show that the canonical WNK1-OXSR1-STK39 kinase signaling pathway is required for TCR signaling in CD4^+^ T cells, their subsequent entry into the cell cycle, and suppression of the ATR-mediated G2/M cell cycle checkpoint. We show that the WNK1 pathway regulates ion influx leading to water influx, potentially through AQP3, and that water influx is required for TCR-induced signaling and cell cycle entry. Thus, TCR signaling via WNK1, OXSR1, STK39 and AQP3 leads to water entry that is essential for CD4^+^ T cell proliferation and hence T cell-dependent antibody responses.

## Abstract (web summary)

T cell antigen receptor stimulation by the ligand antigen triggers multiple downstream pathways that affect CD4 + T cell function. Here authors show that activation of the downstream WNK1 kinase causes water entry into the cells, which is essential for CD4^+^ T cell proliferation.

## Introduction

T cell activation is a critical event in the initiation of T cell-dependent (TD) immune responses. To generate TD antibody responses, naive CD4^+^ T cells circulate through lymphoid organs scanning peptides presented on MHC class II molecules (pMHCII) on the surface of antigen-presenting cells (APC)^1^. Simultaneous binding of cognate pMHCII complexes to the T cell antigen receptor (TCR) and ligation of costimulatory receptors such as CD28 results in biochemical signals leading to LFA-1 integrin-mediated adhesion of the T cell to the APC, and subsequent activation of the T cell characterized by changes in gene expression, cytokine secretion, cell division and differentiation into effector T cells such as T follicular helper (T_FH_) cells^2^. T_FH_ cells provide help to antigen-specific B cells, supporting their continued activation, proliferation, and differentiation into antibody-secreting plasma cells, thereby generating an antibody response.

WNK1 has been studied most extensively in the kidney where it acts in epithelial cells of the distal tubules to regulate uptake of ions from urine into the blood stream^3,4^. WNK1 phosphorylates and activates OXSR1 and STK39, two related kinases, which in turn phosphorylate members of the electroneutral SLC12A-family of ion co-transporters, leading to the net influx of Na^+^, K^+^ and Cl^-^ ions^5–8^. This WNK-induced ion influx in turn leads to passive water influx, which underlies the role of WNK1 in regulating cell volume^4,9^.

Our previous studies in CD4^+^ T cells showed that signaling from the TCR and from the CCR7 chemokine receptor acting via phosphatidylinositol 3-kinase leads to rapid activation of WNK1^10^. Furthermore, we found that WNK1 regulates both adhesion and migration of T cells. WNK1 is a negative regulator of TCR- and CCR7-induced adhesion through the LFA-1 integrin. Conversely, WNK1 is a positive regulator of CCR7-induced T cell migration. CCL21 binding to CCR7 results in signaling via WNK1, OXSR1, STK39 and SLC12A2 which is required for migration. In view of the importance of adhesion and migration for T cell activation, we hypothesized that WNK1 may have a critical role in T cells during TD immune responses.

Here we show that WNK1-deficient T cells are unable to support a TD antibody response. Surprisingly, we find that in addition to its role in T cell adhesion and migration, WNK1 is required for TCR/CD28-induced activation. We show that in CD4^+^ T cells, TCR signaling via WNK1, OXSR1 and STK39 leads to ion influx and that subsequent water influx, in part through AQP3, is required for TCR signaling, T cell proliferation and hence TD antibody responses. Moreover, given the broad expression of WNK1, WNK1-dependent water influx may be a common feature of mitogenic pathways in many cell types, both within the immune system and beyond.

## Results

### WNK1 is essential for the generation of T_FH_ cells and class-switched antibody responses

To investigate if WNK1 is required in T cells for TD immune responses, we inducibly inactivated the *Wnk1* gene in mature T cells, since WNK1 is required for T cell development in the thymus^11^. Using mice with a loxP-flanked allele of *Wnk1* (*Wnk1*^fl^)^12^ crossed to mice with a loss of function *Wnk1* allele (*Wnk1*^-^)^10^ and mice with a tamoxifen-inducible Cre recombinase expressed from the ROSA26 locus (*ROSA26*^CreERT2^, RCE)^13^, we generated *Wnk1*^fl/-^RCE mice and control *Wnk1*^fl/+^RCE mice. Bone marrow from these two mouse strains was used to reconstitute irradiated RAG1-deficient mice, and 8 weeks later treatment with tamoxifen resulted in the generation of WNK1-deficient (*Wnk1*^-/-^RCE) and control WNK1-expressing (*Wnk1*^+/-^RCE) T cells (Supplementary Fig. 1a). 

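RNA sequencing was carried out on CD4+ T cells of both genotypes, and the authors deposited 72 libraries, 6 of each genotype at each of 6 time points (0, 1, 3, 6, 12 and 24 h on plate-bound antibodies to CD3 and CD28). The values given here for unstimulated cells came from the 12 libraries at 0 h, 6 *Wnk1*+/-RCE and 6 *Wnk1*-/-RCE. Single-end reads of 75 bases had been aligned by the authors to GRCm38 with STAR and counted per gene with RSEM. The counts had then been divided by a size factor for each library with DESeq2, and these normalized counts were deposited for 48795 genes. Every value above 0 in 71 libraries was a whole multiple of a step particular to its library, from which the number of reads was recovered. At 0 h, between 20921235 and 23772924 reads per *Wnk1*+/-RCE library were counted on genes, with a median of 22415116. The *Wnk1*-/-RCE libraries had between 20111510 and 26653459 reads, with a median of 21391300. A count of 0 allows up to 3 reads in a library, or 1.88 to 2.54 normalized counts in the 12 libraries, and this limit covers counting error only. The genotypes were compared by the difference in mean log2(normalized count + 1), with an exact two-sided permutation test over all ways to divide 12 libraries into 6 and 6. The smallest p that this test can give is 0.00216. Its p-values were adjusted by the Benjamini-Hochberg method over the 20 of 26 *Wnk*, *Oxsr1*, *Stk39*, *Slc12a* and *Aqp* genes with a read in at least 1 of the 12 libraries. Among 19 of these, 11 differed between genotypes when adjusted over the list alone, 8 higher and 3 lower in *Wnk1*-/-RCE cells. By limma's test over all 12350 genes with a mean of at least 10 normalized counts, 9 of these 19 genes passed the threshold; *Wnk3* and *Slc12a5* were below that mean. Scaling each library to the same total in place of the size factors raised the median log2 difference of all genes by 0.12. *Wnk1*, the targeted gene, was counted over all its exons. It ranged from 6779 to 8114 normalized counts in the 6 *Wnk1*-/-RCE libraries and from 10061 to 11437 in the 6 *Wnk1*+/-RCE libraries, so that the counts separated the genotypes as labelled.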

*Wnk1* was efficiently deleted in CD4^+^ T cells from these chimeras following tamoxifen administration (Supplementary Fig. 1b). 

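In the deposited libraries of unstimulated cells, *Wnk2* (ENSMUSG00000037989, GRCm38 chromosome 13, 49036303 to 49148014) had at most 1 read in any *Wnk1*+/-RCE library and at most 4 reads in any *Wnk1*-/-RCE library. Its difference between genotypes did not pass the adjusted threshold (exact permutation test, p = 0.0411, adjusted p = 0.0633). *Wnk3* (ENSMUSG00000041245, chromosome X, 151198078 to 151320152) had at most 2 reads in each *Wnk1*+/-RCE library. In *Wnk1*-/-RCE cells it had 11.5 ± 3.25 normalized counts (SD, n = 6), from 8 to 23 reads per library, at least 4.54-fold higher than the limit of 3 reads. This was higher in 6 of 6 *Wnk1*-/-RCE libraries than in any control (exact permutation test, adjusted p = 0.00394). *Wnk3* overlaps the gene A230072E10Rik on the opposite strand, which had a mean of 104 normalized counts in *Wnk1*+/-RCE cells, and the paper's text does not state whether the counting used strand. *Wnk4* (ENSMUSG00000035112, chromosome 11, 101260567 to 101277409) had 13.2 ± 2.54 normalized counts (SD, n = 6) in *Wnk1*+/-RCE cells and 23.5 ± 3.45 (SD, n = 6) in *Wnk1*-/-RCE cells. Its log2 difference was 0.79, larger than the spread between replicates, with every *Wnk1*-/-RCE library above every control (exact permutation test, adjusted p = 0.00394). Limma called the change in *Wnk4* on the 12 libraries at 0 h (adjusted p = 0.00104). A limma fit of all 72 libraries did not (adjusted p = 0.0869).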

Importantly, loss of WNK1 did not result in compensatory increase in expression of *Wnk2*, *Wnk3*, or *Wnk4* as measured by RNA sequencing (Supplementary Fig. 1c). Thus, *Wnk1*^-/-^RCE CD4^+^ T cells lack expression of wild-type forms of all *Wnk*-family genes. 

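The counts of *Wnk2*, *Wnk3* and *Wnk4* together came to 13.9 ± 2.82 normalized counts (SD, n = 6) in unstimulated *Wnk1*+/-RCE cells and 36.3 ± 2.81 (SD, n = 6) in *Wnk1*-/-RCE cells. This sum was 0.129% ± 0.0229 (SD, n = 6) of the *Wnk1* count of the same library in *Wnk1*+/-RCE cells and 0.500% ± 0.0523 (SD, n = 6) in *Wnk1*-/-RCE cells. These percentages were not corrected for length. The exons of *Wnk1* cover 22825 bases, against 8481 for *Wnk2*, 10589 for *Wnk3* and 4148 for *Wnk4*, so they understate the level per base relative to *Wnk1*. Per kilobase of exon, *Wnk4* had 3.19 normalized counts and *Wnk1* 472 in *Wnk1*+/-RCE cells (means, n = 6). From the efficient deletion of *Wnk1* and the expression of the other family members, the paper concludes that the cells lack wild-type WNK-family transcripts.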

Further analysis of other WNK1 pathway proteins showed that loss of WNK1 resulted in small changes in expression of *Oxsr1*, *Stk39* and *Slc12a*-family genes (Supplementary Fig. 1d, e). 

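Among the genes of the WNK1 pathway, *Oxsr1* (ENSMUSG00000036737, GRCm38 chromosome 9, 119238432 to 119322427) had 1474 ± 78.6 normalized counts (SD, n = 6) in *Wnk1*+/-RCE cells and 1615 ± 53.4 (SD, n = 6) in *Wnk1*-/-RCE cells. The log2 difference was 0.13, with overlapping groups (exact permutation test, p = 0.00433, adjusted p = 0.00722). Limma called this change on the 12 libraries at 0 h (adjusted p = 0.00472). A limma fit of all 72 libraries did not (adjusted p = 0.118). *Stk39* (ENSMUSG00000027030, chromosome 2, 68210445 to 68472268) rose from 443 ± 23.7 normalized counts to 726 ± 47.0 (SD, n = 6 each), a log2 difference of 0.71 (exact permutation test, adjusted p = 0.00394). The *Slc12a* genes with at least 10 normalized counts in every *Wnk1*+/-RCE library did not all move in one direction. *Slc12a2* rose from 322 ± 34.3 to 706 ± 44.9 normalized counts (SD, n = 6 each), a log2 difference of 1.13, and *Slc12a4* from 230 ± 9.83 to 334 ± 19.1 (SD, n = 6 each), a log2 difference of 0.54. *Slc12a7* fell from 4991 ± 243 to 3881 ± 165 normalized counts (SD, n = 6 each), a log2 difference of -0.36. In each of these 3 genes and in *Stk39*, the groups did not overlap. The exact permutation test gave the 3 genes its smallest value, adjusted p = 0.00394, and limma's adjusted p-values for them ranged from 3.14e-10 to 2.07e-07. *Slc12a9* was at 255 ± 18.0 and 257 ± 20.1 normalized counts (SD, n = 6 each), a log2 difference of 0.01 that was within the spread between replicates (exact permutation test, p = 0.848) and that changed sign under quantile normalization (-0.02). Of the *Slc12a* genes with fewer reads, *Slc12a5* had at most 3 reads in any *Wnk1*+/-RCE library and 18.4 ± 7.81 normalized counts (SD, n = 6) in *Wnk1*-/-RCE cells, at least 7.26-fold higher than the limit of 3 reads. *Slc12a3* and *Slc12a8* did not differ detectably at this depth (exact permutation test, p = 0.0909 and p = 0.729), and *Slc12a1* had no read in the 12 libraries. Of the alternatives tried, scaling to the same total moved *Oxsr1* and *Stk39* most, to log2 differences of 0.25 and 0.83. The directions given for *Oxsr1*, *Stk39*, *Slc12a2*, *Slc12a4* and *Slc12a7* were the same under that scaling and under quantile normalization.

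**Figure D1:**
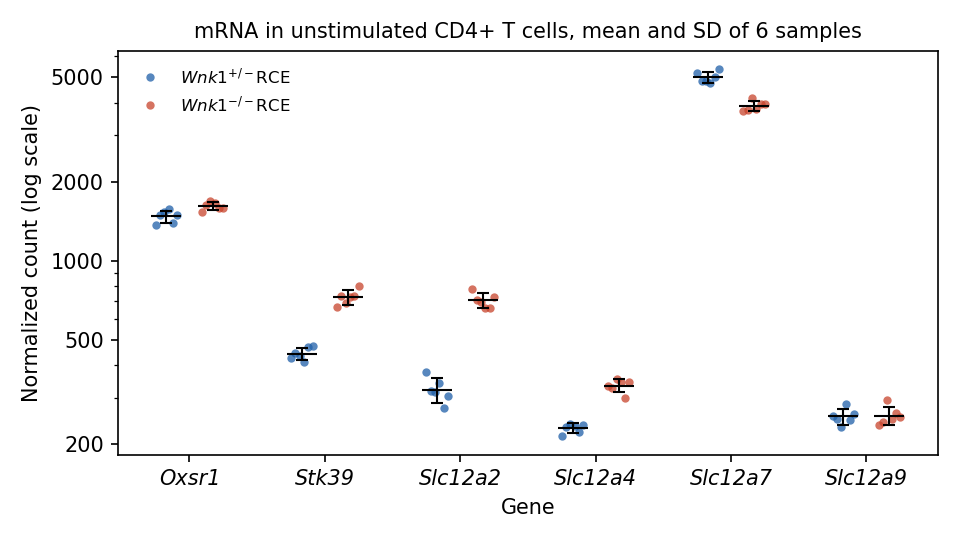
Normalized counts (log scale) of *Oxsr1*, *Stk39* and 4 *Slc12a* genes in unstimulated CD4+ T cells, with 1 point per library and lines for the mean and SD of 6 *Wnk1*+/-RCE (blue) and 6 *Wnk1*-/-RCE (red) libraries. The points of *Stk39* lie between 412 and 473 in *Wnk1*+/-RCE cells and between 665 and 803 in *Wnk1*-/-RCE cells.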

Using mixed bone marrow chimeras in which *Wnk1* was deleted from all αβT cells, while other cell types retained *Wnk1* expression, we found that following immunization with NP-CGG in alum, the mice failed to generate NP-specific IgG1 antibodies, a hallmark TD response (Fig. 1a, b). Thus, WNK1 is required in αβT cells for TD antibody responses.

**Fig. 1:**
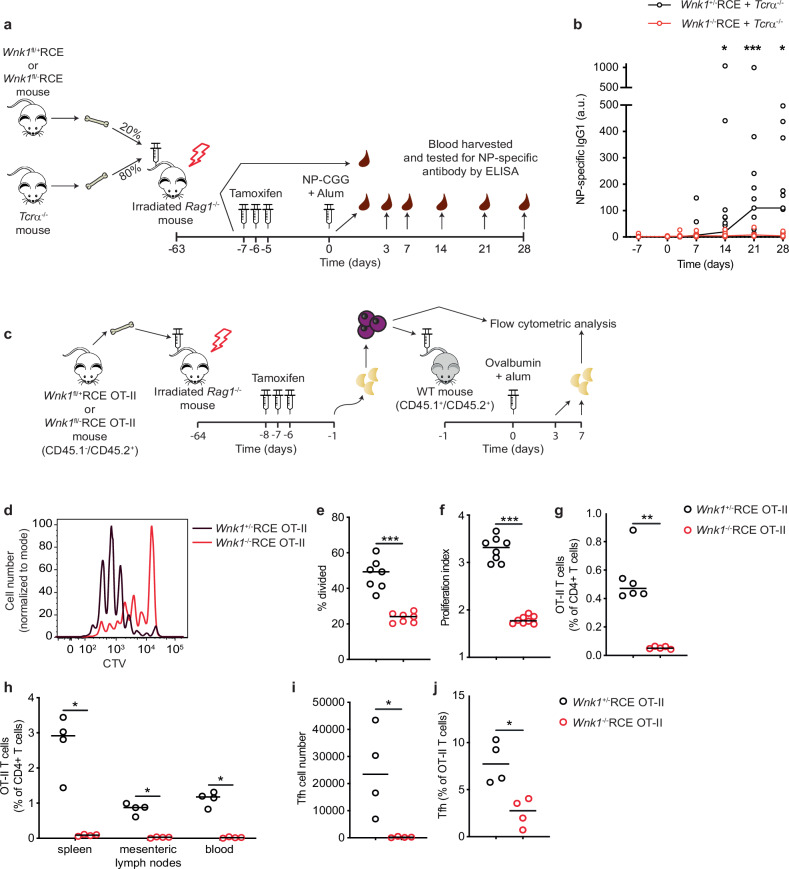
WNK1 is essential for the generation of T_FH_ cells and class-switched antibody responses. **a, b** Irradiated RAG1-deficient mice were reconstituted with a mixture of bone marrow from TCRα-deficient (TCRα^-/-^) mice and either *Wnk1*^fl/+^RCE or *Wnk1*^fl/-^RCE mice, treated with tamoxifen at least 8 weeks later to delete *Wnk1*^fl^ alleles and immunized with NP-CGG in alum (**a**). NP-specific IgG1 antibodies in the serum quantified by ELISA at the time points indicated (**b**) (*Wnk1*^+/-^RCE: d-7, *n* = 18; d0, 3, 7, *n* = 17; d14, *n* = 16; d21, 28, *n* = 11. *Wnk1*^-/-^RCE d-7, *n* = 16; d0, 3, 7, 14, *n* = 15; d21, *n* = 11; d28, *n* = 9). Each point represents a different mouse, line indicates median. **c–j** Irradiated RAG1-deficient mice were reconstituted with bone marrow from *Wnk1*^fl/+^RCE OT-II or *Wnk1*^fl/-^RCE OT-II mice, treated with tamoxifen, and 7 d later naïve *Wnk1*^*+/-*^ or *Wnk1*^-/-^ CD4^+^ OT-II T cells (CD45.1^-^CD45.2^+^) were isolated, labelled with CTV, adoptively transferred into WT (CD45.1^+^CD45.2^+^) mice that were subsequently immunized with OVA in alum, and 3 or 7 days later, lymph node cells were analyzed by flow cytometry (**c**). CTV dilution at day 3 (**d**) was used to calculate the percentage of cells that had divided at least once (**e**, *n* = 7) and the proliferation index (average number of divisions by dividing cells) (**f**, *n* = 8). CD4^+^CD45.1^-^CD45.2^+^ OT-II T cells as a percentage of all CD4^+^ cells in peripheral and mesenteric lymph nodes at day 3 (**g**, *Wnk1*^+/-^RCE OT-II: *n* = 6, *Wnk1*^-/-^RCE OT-II: *n* = 5), and in the indicated tissues at day 7 (**h**, *n* = 4). Splenic T_FH_ (PD-1^hi^CXCR5^+^) cell numbers (**i**) and percentage of all OT-II T cells day 7 (**j**, *n* = 4). Each point represents a different mouse. Horizontal lines show median. Data are from 1 experiment representative of 2 (**g**) or 3 (**h–j**) experiments, or pooled from 2 independent experiments (**b**, **e**, **f**). a.u., arbitrary units. Statistical analysis with the 2-sided Mann-Whitney U test. *0.01 <p < 0.05; **0.001 <p < 0.01; ***0.0001 <p < 0.001. Source data are provided as a Source Data file.

To identify the WNK1-dependent processes contributing to TD antibody responses, we generated *Wnk1*^fl/+^RCE OT-II and *Wnk1*^fl/-^RCE OT-II bone marrow chimeras which express a TCR (OT-II) specific for an ovalbumin peptide (OVA_323-339_) presented on the I-A^b^ MHC class II molecule^14^. We treated the chimeras with tamoxifen, isolated WNK1-expressing and WNK1-deficient CD4^+^ OT-II T cells and transferred these into congenically-marked wild-type (WT) mice which were immunized with ovalbumin (Fig. 1c). Flow cytometric analysis showed that WNK1-deficient OT-II T cells were severely impaired in proliferation at day 3, and at day 7 many fewer WNK1-deficient OT-II T cells were recovered compared to controls, and in particular there were very few T_FH_ cells (Fig. 1d-j). The almost complete absence of T_FH_ cells likely explains the impaired TD antibody response in mice with WNK1-deficient T cells.

### WNK1, OXSR1 and STK39 are required for TCR-induced proliferation of CD4^+^ T cells

This defect could be due to altered T cell adhesion or migration. Alternatively, since TCR signaling activates WNK1, the kinase could play a direct role in TCR-induced activation. To study this possibility, we investigated whether the activation defect of WNK1-deficient T cells could be recapitulated in vitro. We cultured WNK1-expressing and WNK1-deficient CD4^+^ OT-II T cells with bone marrow-derived APCs and different doses of OVA_323-339_ peptide (Supplementary Fig. 2a). We found that in the absence of WNK1, OT-II T cells were impaired in proliferation, similar to the phenotype observed in vivo (Fig. 2a, b). Since in this T cell:APC co-culture assay T cells need to adhere to APCs and receive signals from multiple cell surface proteins in addition to the TCR, we simplified the in vitro analysis further by activating purified naive CD4^+^ T cells with plate-bound anti-CD3ε and anti-CD28 antibodies to stimulate the TCR and CD28 respectively (Supplementary Fig. 2b). Once again, we found that WNK1-deficient T cells were severely impaired in TCR/CD28-induced proliferation (Fig. 2c, d). This observation suggests that the requirement for WNK1 during CD4^+^ T cell activation is independent of its role in migration and integrin-mediated adhesion as T cells do not need to migrate or adhere to APCs in order to be activated in this experimental system. Our results show that WNK1 is required for TCR/CD28-induced proliferation, explaining the strongly impaired CD4^+^ T cell expansion in vivo during a TD immune response.

**Fig. 2:**
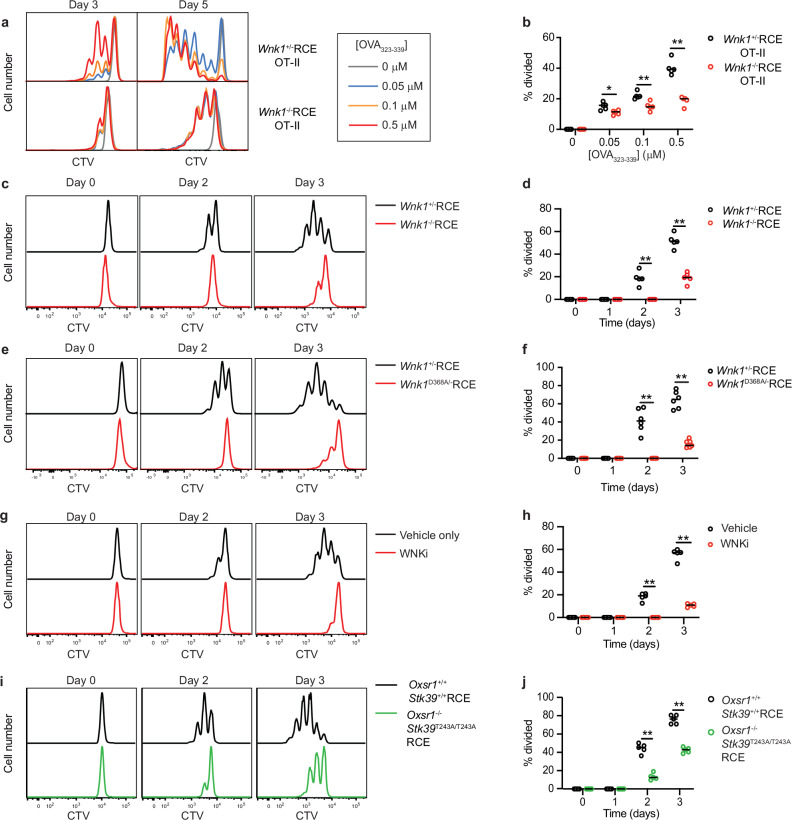
WNK1, OXSR1, and STK39 are required for TCR-induced proliferation of CD4^+^ T cells. **a, b** WNK1-expressing or -deficient CTV-labelled OT-II CD4^+^ T cells were co-cultured with bone marrow-derived APCs in the presence of indicated concentrations of OVA_323-339_ peptide for 5 days. CTV dilution **(a**) was used to determine the percentage of cells that had divided at day 3 (**b**, *n* = 5). (**c–j**) Naïve CD4^+^ CTV-labelled T cells of the indicated genotypes (**c–f, i, j**) or treated with WNKi (**g, h**) were activated on plate-bound anti-CD3ε and anti-CD28 antibodies for indicated times. CTV dilution (**c, e, g, i)** was used to determine the percentage of cells that had divided (**d, h, j,** *n* = 5; **f**, *Wnk1*^+/-^RCE: d0, 2, 3, *n* = 6; d1, *n* = 5. *Wnk1*^D368A/-^RCE: d0, 3, *n* = 7; d1, 2, *n* = 6). WNKi, WNK inhibitor (WNK463). Each point represents a different mouse; horizontal lines show median; data are from 1 experiment representative of 2 (**b, h**) or 3 (**d, j**) experiments, or pooled from 2 independent experiments (**f**). Statistical analysis with the 2-sided Mann-Whitney U test. *0.01 <*p* < 0.05; **0.001 <*p* < 0.01. Source data are provided as a Source Data file.

To evaluate the role of WNK1 kinase activity in this process, we analyzed TCR/CD28-induced activation of CD4^+^ T cells expressing a kinase-inactive allele of WNK1 (*Wnk1*^D368A^)^10^, a mutation of a single amino acid that has been shown to eliminate kinase activity (Supplementary Fig. 2b)^7^. The mutation did not affect the expression of *Wnk1* mRNA (Supplementary Fig. 2c) but eliminated TCR-induced WNK1 activity as assessed by OXSR1-Ser325 phosphorylation^10^. Once again, T cells expressing WNK1-D368A showed strongly decreased cell division, similar to the phenotype of WNK1-deficient T cells (Fig. 2e, f). To address whether the phenotypic changes observed were due to adaptation of cells to the chronic absence of WNK1 activity, rather than a requirement for WNK1 during TCR stimulation, we made use of WNK463 (WNKi), a highly selective WNK kinase inhibitor^15^. Activation of WT CD4^+^ T cells in the presence of WNKi showed that acute inhibition of WNK1, the only WNK-family kinase expressed in T cells (Supplementary Fig. 1c), resulted once again in dramatically impaired proliferation upon TCR and CD28 co-stimulation (Supplementary Fig. 2d, Fig. 2g, h). Taken together, these results show that WNK1 kinase activity is required for TCR/CD28-induced proliferation of CD4^+^ T cells.

The best characterized WNK1 substrates are the related OXSR1 and STK39 kinases^5–8^. Stimulation of CD4^+^ T cells through the TCR and CD28 resulted in an increase in phosphorylation of OXSR1 on Ser325, a site phosphorylated by WNK1^7^ (Supplementary Fig. 3a). Treatment with WNKi caused a strong reduction in this phosphorylation, demonstrating that WNK1 kinase activity is required both for TCR-CD28-induced and basal phosphorylation of OXSR1. Thus, we investigated if these proteins might be important for WNK1-dependent T cell activation. We again used mice with a loxP-flanked allele of *Oxsr1* (*Oxsr1*^fl^), which could be inducibly deleted by tamoxifen treatment. To account for potential redundancy between OXSR1 and STK39, we crossed in the *Stk39*^T243A^ allele which expresses an STK39 mutant that cannot be phosphorylated and activated by WNK1^16^. We used bone marrow from *Oxsr1*^fl/fl^*Stk39*^T243A/T243A^RCE as well as control *Oxsr1*^+/+^*Stk39*^+/+^RCE mice to reconstitute irradiated RAG1-deficient mice (Supplementary Fig. 3b). OXSR1 was efficiently deleted in mature CD4^+^ T cells from these chimeras following tamoxifen administration (Supplementary Fig. 3c). *Oxsr1*^-/-^*Stk39*^T243A/T243A^RCE double mutant CD4^+^ T cells exhibited reduced TCR/CD28-induced proliferation, however, the decrease was smaller than that seen in the absence of WNK1 (Fig. 2i, j). Our results suggest that a WNK1-OXSR1-STK39 pathway is required for CD4^+^ T cell proliferation.

### The WNK1 pathway is required for progression through the cell cycle

To gain a better understanding of how the WNK1 pathway impacts on T cell proliferation, we evaluated how the cells progress through the cell cycle in the absence of WNK1. Ki67 expression is induced as cells progress from G0 to G1 phase of the cell cycle. Following TCR/CD28 stimulation, WNK1-deficient T cells upregulated Ki67 more slowly than control cells, indicating that their entrance into the cell cycle is delayed (Fig. 3a). Analysis of Ki67+ cells 3 days after the start of TCR/CD28 stimulation showed that an increased fraction of WNK1-deficient cells accumulated in the G2 phase relative to controls (Fig. 3b, c, Supplementary Fig. 4a), suggesting that their reduced rate of proliferation may also be due to slower progression through G2 or arrest at the G2/M checkpoint. Furthermore, the rate of incorporation of the nucleoside analog EdU was greatly reduced in WNK1-deficient T cells indicating that DNA replication and progression through S phase is also severely impaired in the absence of WNK1 (Fig. 3d, e).

**Fig. 3:**
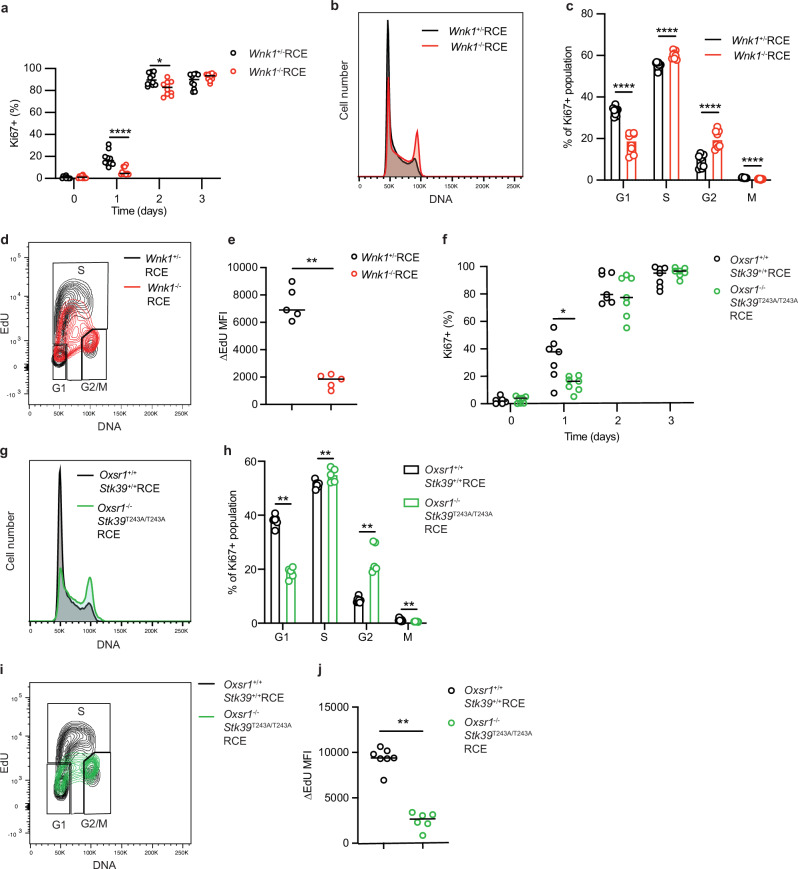
Loss of WNK1, or OXSR1 and STK39 impairs cell cycle progression of CD4^+^ T cells. **a–j** Naive CD4^+^ T cells of the indicated genotypes, or treated with indicated inhibitors, were activated on plate-bound anti-CD3ε and anti-CD28 antibodies for 3 days. Graphs show percentage of Ki67^+^ cells (after adjusting for population expansion) (**a, f**), and DNA content of Ki67^+^ cells (**b, g)** which was used to estimate the median ( ± 95% CI) percentage of cells in different cell cycle phases at day 3 (**c, h**). Cells were pulsed with EdU for 10 min and incorporation of EdU **(d, i**) was used to calculate the rate of EdU incorporation (ΔEdU) by subtracting the average EdU MFI in G1 and G2/M phase cells from the average EdU MFI in S phase (**e, j**) using the gates shown. Sample numbers: **a**, *n* = 10; **c**, *Wnk1*^+/-^RCE: *n* = 9, *Wnk1*^-/-^RCE: *n* = 8; e, *n* = 5; **f**, *n* = 7 except *Oxsr1*^+/+^*Stk39*^+/+^RCE at day 0, *n* = 6; **h**, *Oxsr1*^+/+^*Stk39*^+/+^RCE: *n* = 7, *Oxsr1*^+/+^*Stk39*^T243A/T243A^RCE: *n* = 5; **j**, *Oxsr1*^+/+^*Stk39*^+/+^RCE: *n* = 7, *Oxsr1*^+/+^*Stk39*^T243A/T243A^RCE: *n* = 6. Each point represents a different mouse; horizontal lines or columns show median; data pooled from 2 independent experiments (**a, c, f, h, j**) or from 1 experiment representative of 2 (**e**) experiments. Statistical analysis with the 2-sided Mann-Whitney U test. * 0.01 <*p* < 0.05; ** 0.001 <*p* < 0.01, **** *p* < 0.0001. Source data are provided as a Source Data file.

In response to TCR/CD28 co-stimulation, *Oxsr1*^-/-^*Stk39*^T243A/T243A^RCE double mutant T cells also upregulated Ki67 more slowly than control cells, accumulated in S and G2 phases of the cell cycle and had reduced rates of EdU incorporation (Fig. 3f-j, Supplementary Fig. 4b). Thus WNK1, OXSR1 and STK39 are required for CD4^+^ T cells to efficiently exit G0 and progress through S and G2.

### The WNK1 pathway is required for early TCR signaling

The defect in G0 exit in TCR/CD28-stimulated WNK1-deficient T cells could be caused by alterations in early signaling events triggered following engagement of TCR and CD28, which provide the mitogenic signals in our system. Flow cytometric analysis of CD4^+^ T cells stimulated with anti-CD3ε and anti-CD28 antibodies in solution showed that WNK1 inhibition had no effect on the phosphorylation of the CD3ζ component of the TCR on Y142 (p-CD3ζ), one of the earliest measurable biochemical changes following TCR stimulation (Fig. 4a, Supplementary Fig. 5a). As expected, this TCR/CD28-induced increase in p-CD3ζ was blocked by treatment with a SRC kinase inhibitor (SRCi). In contrast, WNKi treatment caused a significant reduction in the phosphorylation of the ZAP70 kinase on Y319 (p-ZAP70) and the ERK kinases on T202 and Y204 (p-ERK), both of which were also blocked by SRCi (Fig. 4b, c, Supplementary Fig. 5b, c). Moreover, p-ERK was reduced in WNKi-treated CD4^+^ T cells activated by plate-bound anti-CD3ε and anti-CD28 antibodies for 1 h, conditions that result in biphasic activation of ERK and T cell proliferation (Fig. 4d, Supplementary Fig. 5d)^17^. A similar decrease in TCR/CD28-stimulated p-ERK was also seen in *Oxsr1*^-/-^*Stk39*^T243A/T243A^RCE T cells (Fig. 4e, Supplementary Fig. 5e), implying that WNK1-OXSR1-STK39 signaling is required for TCR/CD28-induced p-ERK.

**Fig. 4:**
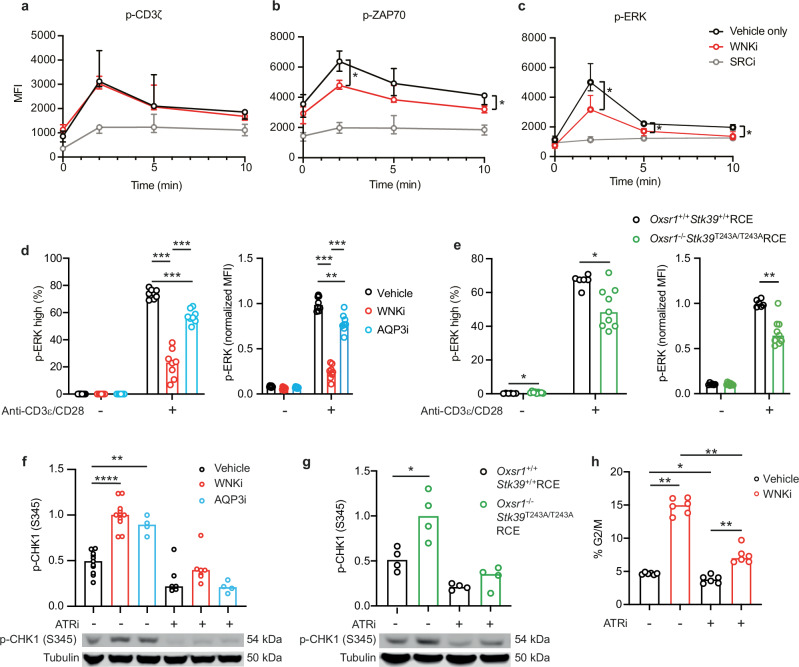
The WNK1 pathway regulates early TCR signaling and the ATR-mediated G2/M checkpoint. **a–c** Naïve WT CD4^+^ T cells were activated using soluble anti-CD3ε and anti-CD28 antibodies in the presence of indicated inhibitors and analyzed by flow cytometry. Graphs show median ( ± 95% CI) levels of p-CD3ζ (Y142) (**a**), p-ZAP70 (Y319) (**b**), and p-ERK1/2 (T202/Y204) (**c**) (*n* = 4); example histograms of flow data shown in Supplementary Fig. 5a-c. **d**, **e** CD4^+^ T cells of the indicated genotypes or in the presence of the indicated inhibitors were cultured for 1 h in the presence or absence of plate-bound anti-CD3ε and anti-CD28 antibodies. Graphs show the percentage of cells that were p-ERK high and p-ERK mean fluorescence intensity normalized to stimulated controls cells (set to 1) as determined by flow cytometry, gating as in Supplementary Fig. 5d, e (**d**, *n* = 8; **e**, *Oxsr1*^+/+^*Stk39*^+/+^RCE: *n* = 6, *Oxsr1*^+/+^*Stk39*^T243A/T243A^RCE: *n* = 9). **f–h** CD4^+^ T cells were cultured for 3 d on plate-bound anti-CD3ε and anti-CD28 antibodies, with ATRi or vehicle only added to cultures for the final 36 h. Graph of the abundance of p-CHK1 (S345) determined using immunoblots (example immunoblots below graph, sizes in kDa) (**f**, columns 1, 2: *n* = 11, columns 3, 6: *n* = 4, columns 4, 5: *n* = 7; **g**, *n* = 4). p-CHK1 was normalized to tubulin and to the mean signal in WNKi-treated cells (**f**) or *Oxsr1*^-/-^*Stk39*^T243A/T243A^RCE cells (**g**) which was set to 1. Graph showing percentage of CD4^+^ cells in G2/M phase (EdU^-^, 4n), gating as in Supplementary Fig. 4e (**h,** *n* = 6). WNKi, WNK inhibitor (WNK463); SRCi, SRC inhibitor (Dasatinib); AQP3i, AQP3 inhibitor (DFP00173); ATRi, ATR inhibitor (AZD6738). Each point represents a different mouse; columns show median. Data pooled from 2 (**a-d, g, h)** or 3 (**e**) independent experiments or from 1 experiment representative of 5 (**f**). Statistical analysis carried out using the 2-sided Mann-Whitney U test. * 0.01 <*p* < 0.05; ** 0.001 <*p* < 0.01, *** 0.0001 <*p* < 0.001, **** *p* < 0.0001. Source data are provided as a Source Data file.

### Defects in the WNK1 pathway result in an ATR-dependent cell cycle arrest in G2

Accumulation of cells in G2 could be caused by the triggering of a cell cycle checkpoint, for example through activation of the ATM or ATR kinases in response to DNA damage. Immunoblot analysis of phosphorylated RPA32 (S4/8, p-RPA32) and phosphorylated H2AX (S139, γH2AX), markers of single-stranded and double-stranded DNA damage respectively, showed no significant elevation of either in WNK1-inhibited T cells stimulated through the TCR and CD28 (Supplementary Fig. 4c, d). However, as expected, both were robustly increased by treatment with hydroxyurea, which causes replication fork stalling and subsequent DNA damage. Since γH2AX is a marker of ATM activity, these results imply that inhibition of WNK1 does not result in ATM activation. To measure ATR activity, we immunoblotted cell extracts for phosphorylated CHK1 (S345, p-CHK1), a product of ATR activity. Unexpectedly, we detected elevated p-CHK1 in TCR/CD28-stimulated WNKi-treated T cells compared to control T cells, which was reduced in cells treated with AZD6738, an ATR inhibitor (ATRi), indicating that ATR activity was increased in the absence of WNK1 activity (Fig. 4f). Extending this analysis, we found a similar increase in ATR activity in TCR/CD28-stimulated *Oxsr1*^-/-^*Stk39*^T243A/T243A^RCE T cells (Fig. 4g). To evaluate if increased ATR activity in WNK1-inihibited T cells was causing cell cycle arrest, we activated WNK1-inihibited T cells and treated them with ATRi. We found that the inhibitor significantly reduced the fraction of cells in G2, implying that the block in G2 is predominantly due to ATR activation (Fig. 4h, Supplementary Fig. 4e). Thus, compromised TCR/CD28 signaling via WNK1, OXSR1 and STK39 leads to ATR activation and cell cycle arrest.

### Hypertonic activation of WNK1 is not sufficient to cause T cell activation

The previous experiments had shown that WNK1 activity was required for TCR/CD28-induced activation of CD4^+^ T cells. To determine if WNK1 activity alone was sufficient to activate T cells, we evaluated T cell activation following treatment of the cells with hypertonic medium which has been shown to cause WNK1 activation in other cell types^9^. As expected, hypertonic medium induced WNK1 activation as seen by increased phosphorylation of OXSR1 on Ser325 (Supplementary Fig. 6a, b). However, hypertonic medium on its own was not able to induce an increase in p-ERK, and did not result in any cells inducing expression of Ki67 or going into cell division (Supplementary Fig. 6c, d). Indeed, a higher osmolarity of 400 mOsm/L partially suppressed anti-CD3ε/anti-CD28-induced T cell activation. These results show that WNK1 activation alone is not sufficient to cause T cell activation.

### Na^+^ and Cl^-^ ions are important for TCR/CD28-induced ERK activation

In kidney epithelial cells, signaling through WNK1, OXSR1 and STK39 leads to phosphorylation of SLC12A-family ion co-transporters and net influx of Na^+^, K^+^ and Cl^-^ ions^6^. Thus, we hypothesized that TCR signaling via the WNK1-OXSR1-STK39 pathway leads to SLC12A-dependent ion influx which is required for T cell activation. To test whether WNK1 regulates ion transport, we measured chloride-dependent thallium influx as a surrogate for chloride-dependent K^+^ influx, a characteristic of ion co-transporters such as SLC12A2. This showed that TCR/CD28 stimulation results in increased K^+^ influx which is blocked by treatment with WNKi (Fig. 5a). To test whether ions are important for TCR-ERK signaling, we reduced the extracellular concentration of Na^+^ and Cl^-^ ions while maintaining isotonicity with L-glucose, an inert osmolyte. This impaired TCR-CD28-stimulated p-ERK in CD4^+^ T cells (Fig. 5b). Furthermore, replacement of Cl^-^ ions in the medium with gluconate, also strongly reduced TCR/CD28-induced p-ERK (Fig. 5c). This reduced p-ERK activation is unlikely to have been caused by changes in membrane potential, since this showed little or no change in media with reduced Na^+^ and Cl^-^ used in Fig. 5b and c (Supplementary Fig. 7a, b). Taken together, these results show that TCR signaling causes WNK1-dependent ion influx and imply that Na^+^ and Cl^-^ ions are likely important for TCR/CD28 signaling.

**Fig. 5:**
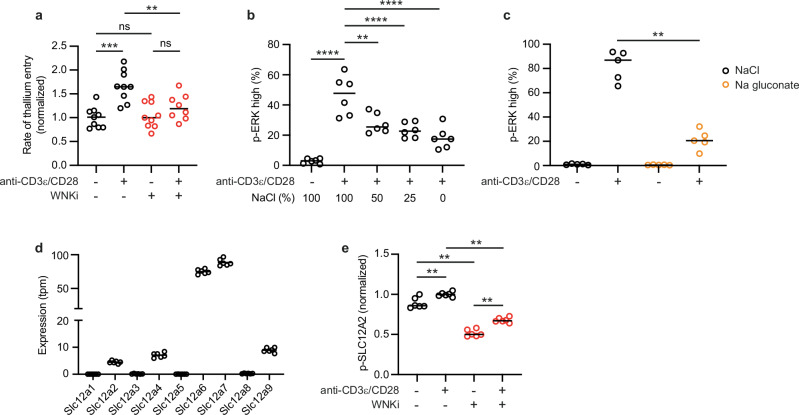
Na and Cl are required for TCR-induced activation. **a** Rate of thallium entry as a measure of chloride-dependent K^+^ flux in CD4^+^ T cells unstimulated or stimulated with beads coated with anti-CD3ε and anti-CD28 antibodies, with or without WNKi. Rate was normalized to unstimulated cells in the absence of inhibitor (set to 1) (*n* = 9, except column 4, *n* = 8). **b, c** CD4^+^ T cells were cultured for 1 h in the presence or absence of plate-bound anti-CD3ε and anti-CD28 antibodies in medium in which different proportions of NaCl were replaced with L-glucose (**b**) or where the NaCl was replaced with Na gluconate (**c**), in both cases maintaining isotonicity. Note that the medium contains Na^+^ and Cl^-^ from other constituents other than NaCl. Graphs show percentage p-ERK high cells (b, *n* = 6; c, *n* = 5). **d** mRNA levels of *Scl12a* genes in *Wnk1*^*+/-*^ CD4^+^ T cells determined by RNAseq; tpm, transcripts per million reads (*n* = 6). **e** Levels of p-SLC12A2 (T203, T207, T212) in CD4^+^ T cells cultured for 1 h in the presence or absence of plate-bound anti-CD3ε and anti-CD28 antibodies, with or without WNKi, measured by flow cytometry and normalized to the mean signal in stimulated cells without inhibitor (*n* = 6). WNKi, WNK inhibitor (WNK463). Each point represents a different mouse; lines show median. Data is pooled from 3 experiments (**a**) or 2 experiments (**b**, **c**, **e**) or is from 1 experiment (**d**). ns, not significant. 2-sided Mann-Whitney U test; ** 0.001 <p < 0.01, **** p < 0.0001. Source data are provided as a Source Data file.

To examine the role of the SLC12A-family ion co-transporters in this process, we initially investigated their expression in T cells. RNA sequencing (RNAseq) showed that of the 9 family members, 5 were expressed in mouse CD4^+^ T cells: *Slc12a2*, *Slc12a4*, *Slc12a6*, *Slc12a7* and *Slc12a9* (Fig. 5d). Furthermore, flow cytometric analysis showed that TCR/CD28 stimulation resulted in increased phosphorylation of SLC12A2 on Thr203, Thr207 and Thr212 (p-SLC12A2), sites that are phosphorylated by OXSR1 and STK39^8^ (Fig. 5e, Supplementary Fig. 8a). 

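With at least 10 normalized counts in every unstimulated *Wnk1*+/-RCE library required, 5 of the 9 *Slc12a* genes were counted as expressed. Among them, *Slc12a7* (ENSMUSG00000017756) ranged from 4736 to 5357 normalized counts across the 6 libraries. *Slc12a2* (ENSMUSG00000024597) ranged from 274 to 375 normalized counts, *Slc12a9* (ENSMUSG00000037344) from 232 to 285 and *Slc12a4* (ENSMUSG00000017765) from 214 to 239. *Slc12a8* had 4 to 10 reads per library. A minimum of 50 normalized counts in every library also gave 5 genes. A minimum of 1 gave 6, with *Slc12a8* added, and 8 genes were above 0 in at least 1 library.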

Treatment of CD4^+^ T cells with WNKi resulted in decreased phosphorylation of SLC12A2, in support of the hypothesis that a WNK1-OXSR1-STK39 pathway leads to SLC12A2 phosphorylation in T cells. To investigate the role of SLC12A2 in T cell activation we made use of bumetanide, an SLC12A2 inhibitor (SLC12A2i) which we had previously shown inhibits mouse CD4^+^ T cell migration^10,18^, and also examined SLC12A2-deficient T cells. We found that treatment with SLC12A2i or loss of SLC12A2 did not affect TCR-CD28-induced p-ERK or the percentage of CD4^+^ T cells that divided at least once (Supplementary Fig. 8b-e).

Since SLC12A2 is only one of 5 SLC12A-family members that is expressed in T cells, several of which are known substrates of the WNK1-OXSR1-STK39 pathway^4^, other SLC12A members may be more important than SLC12A2 in transducing WNK1 pathway signals that regulate T cell activation and proliferation. Despite their structural similarity, the family members have different, opposing functions. While WNK1-OXSR1-STK39-induced phosphorylation of SLC12A2 (NKCC1) leads to its activation and hence influx of Na^+^, K^+^ and Cl^-^ ions, phosphorylation of SLC12A6 (KCC3) or SLC12A7 (KCC4) inhibits these transporters, blocking efflux of K^+^ and Cl^-^ ions, with the net result being an increase in the intracellular concentrations of Na^+^, K^+^ and Cl^-^ ions^5^. Bearing in mind this complication, we examined the effect of DIOA, an inhibitor of SLC12A6 and SLC12A7 (SLC12A6/7i) on T cell activation. Once again, we found that treatment of T cells with SLC12A6/7i did not affect TCR/CD28-induced p-ERK or cell division, possibly because the inhibitor is simply reinforcing their physiological inhibition by WNK1 activity downstream of the TCR (Supplementary Fig. 8b-e). Taken together, these results indicate that TCR/CD28 signaling leads to WNK1-dependent ion influx and that Na^+^ and Cl^-^ ions are important for TCR/CD28-induced T cell activation, but we were unable to establish if this was due to a role for SLC12A-mediated ion influx.

### AQP3 is required for TCR-induced activation

One of the effects of ion influx into the cell is that the resulting osmotic gradient causes passive water influx. Indeed, WNK1 plays an important role in the osmoregulation of cells and in modulating cell volume by regulating ion influx and consequent osmotically-driven water influx^9^. Thus, we hypothesized that TCR signaling through WNK1 would result in water influx and that this may be required for T cell activation. In support of this, stimulation of WT naive CD4^+^ T cells with anti-CD3ε and anti-CD28 resulted in a cell volume increase as measured using a Casy® cell counter, whereas WNKi-treated cells were smaller and did not increase in volume to the same extent (Fig. 6a). We extended this analysis by directly measuring the volume of the cells by super-resolution microscopy. This showed that TCR/CD28 stimulation resulted in an ~11% increase in cell volume, whereas WNKi treatment reduced basal cell volume by ~22% and eliminated the TCR-induced increase in volume (Fig. 6b, c). In contrast, treatment of CD4^+^ T cells with SLC12A2i did not affect basal or TCR/CD28-induced volume, in agreement with the lack of effect of this inhibitor on TCR-induced p-ERK and proliferation (Supplementary Fig. 8f). Thus, WNK1 is required for cell volume increase in response to TCR and CD28 stimulation, consistent with our hypothesis that TCR signaling via WNK1 results in water influx.

**Fig. 6:**
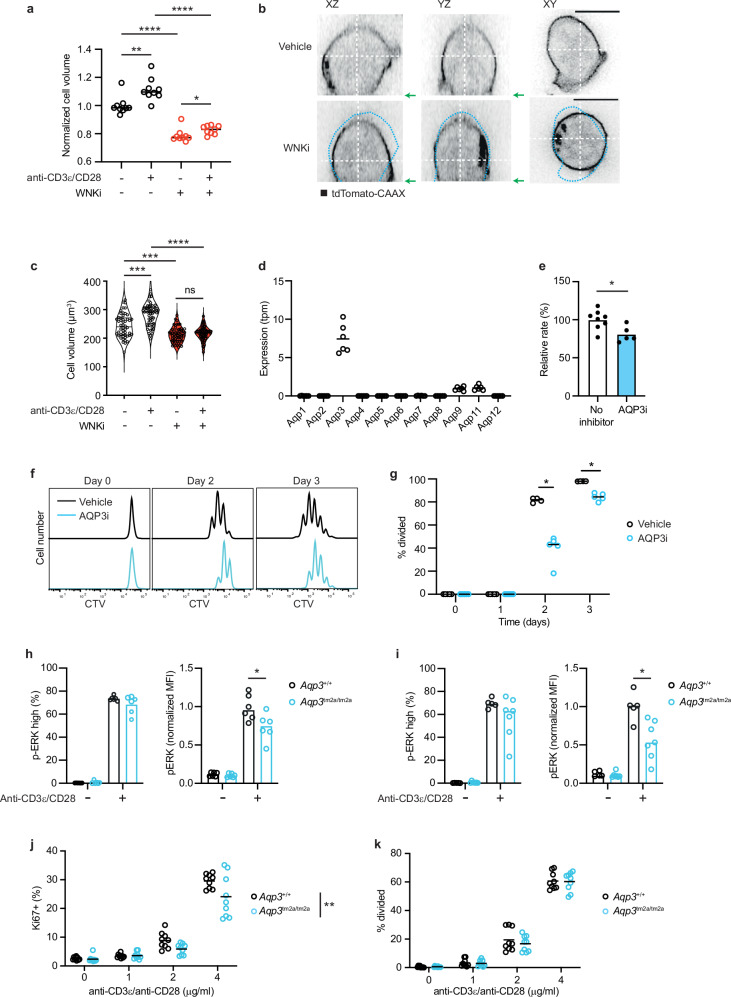
WNK1-dependent volume changes and AQP3-dependent TCR-induced proliferation. **a** Volume of naïve WT CD4^+^ T cells activated for 1 h in the presence of vehicle only or WNKi on plate-bound anti-CD3ε and anti-CD28 antibodies where indicated, determined using a Casy® cell counter and normalized to the mean volume of cells in the absence of stimulation or inhibitor. Each dot represents the modal volume of ≥200 cells (*n* = 9). **b** Orthogonal sections of 3D images of mouse naïve CD4^+^ T cells constitutively expressing tdTomato-CAAX, stimulated for 1 h on plate-bound anti-CD3ε and anti-CD28 antibodies with WNKi or vehicle only. Grey scale represents the tdTomato fluorescence intensity. White dashed lines show positions of the orthogonal slices which were taken at the widest and highest point of the cell. Blue dashed line represents the outline of the vehicle control cell superimposed on the WNKi-treated cell. Green arrows show the location of the cell/slide interface in the XZ and YZ sections. Scale bars, 5 µm. **c** Cell volume measured by imaging of CD4^+^ T cells stimulated for 1 h with plate-bound anti-CD3ε and anti-CD28 antibodies as indicated, with or without WNKi, representative images shown in **b**. Each dot represents 1 cell, violin plots show median and 25% and 75% quartiles (columns 1-4, *n* = 50,55,56,60). **d** mRNA levels of *Aqp* genes in *Wnk1*^*+/-*^ CD4^+^ T cells determined by RNAseq; tpm, transcripts per million reads (*n* = 6). **e** Water permeability of CD4^+^ T cells treated with or without AQP3i determined by measuring volume changes in response to an inwardly-directed 150 mM osmotic gradient. Graph shows relative rate constant normalized to the mean of cells with no inhibitor. Column shows mean (no inhibitor, *n* = 8; AQP3i, *n* = 5). **f, g** Naïve CD4^+^ CTV-labelled T cells treated with AQP3i were activated on plate-bound anti-CD3ε and anti-CD28 antibodies for indicated times. CTV dilution (**f**) was used to determine the percentage of cells that had divided (*n* = 5, except Vehicle days 2-3, *n* = 4) (**g**). **h, i** CD4^+^ T cells of the indicated genotypes from lymph nodes (**h**) or spleen (**i**) were cultured for 1 h in the presence or absence of plate-bound anti-CD3ε and anti-CD28 antibodies. Graphs show the percentage of cells that were p-ERK high and p-ERK mean fluorescence intensity normalized to stimulated controls cells (set to 1) as determined by flow cytometry, gating as in Supplementary Fig. 5f, g (**h**, *n* = 6; i, *Aqp3*^+/+^: *n* = 5, *Aqp3*^tm2a/tm2a^: *n* = 7). **j, k** Lymph node CD4^+^ T cells of the indicated genotypes were activated on plate-bound anti-CD3ε and anti-CD28 antibodies at the indicated doses. Graphs show the percentage of Ki67+ cells at 24 h (**j**) and the percentage of cells that had divided at 48 h (**k**) (*n* = 9). Dots represent biological replicates. Data are pooled from 2 independent experiments (**a, c, e, h-k**), from 1 experiment representative of 2 (**g**) or from a single experiment **(d**). WNKi, WNK inhibitor (WNK463); AQP3i, AQP3 inhibitor (DFP00173). Statistical analysis with the 2-sided Mann-Whitney test (**a, e, g-i**), Kruskal-Wallis test with correction for multiple comparisons (**c**) or 2-way ANOVA (**j**). * 0.01 <*p* < 0.05; ** 0.001 <*p* < 0.01. *** 0.0001 <*p* < 0.001. **** *p* < 0.0001. Source data are provided as a Source Data file.

Water entry into mammalian cells is mediated in part by aquaporins, channels that allow water to passively flow into or out of cells in response to an osmotic gradient^19^. 

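In the 6 libraries of unstimulated *Wnk1*+/-RCE cells, *Aqp3* (ENSMUSG00000028435, GRCm38 chromosome 4, 41092722 to 41098183) had 100 to 151 reads and 99.9 ± 12.0 normalized counts (SD, n = 6). *Aqp9* (ENSMUSG00000032204, chromosome 9, 71110659 to 71168682) had 20 to 34 reads and 22.8 ± 4.00 normalized counts (SD, n = 6). *Aqp11* (ENSMUSG00000042797, chromosome 7, 97724006 to 97738289) had 17 to 30 reads and 19.3 ± 4.46 normalized counts (SD, n = 6). Of the 11 aquaporin genes examined, these 3 had at least 10 normalized counts in every library, and the same 3 had at least 1. *Aqp1* and *Aqp7* had at most 2 reads in any *Wnk1*+/-RCE library, so that 5 genes were above 0 in at least 1 library, and the other 6 had a count of 0 in all of them. With a minimum of 50 normalized counts, 1 gene remained, *Aqp3*.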

RNA sequencing analysis showed that of the 11 functional aquaporin genes in mice, CD4^+^ T cells express detectable levels of only three family members: *Aqp3*, *Aqp9* and *Aqp11* (Fig. 6d). Since of these three, *Aqp3* is expressed at the highest level, we decided to use DFP00173, an AQP3 inhibitor (AQP3i)^20^, to test the requirement for water entry in T cell activation. 

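Per kilobase of the exons that GENCODE annotates for each gene, *Aqp3* had 54.6 ± 6.58 normalized counts (SD, n = 6) in unstimulated *Wnk1*+/-RCE cells, over 1829 bases. *Aqp9* had 5.51 ± 0.965 per kilobase (SD, n = 6) over 4143 bases, and *Aqp11* had 2.05 ± 0.474 (SD, n = 6) over 9418 bases. The mean of *Aqp3* was 9.92 times that of *Aqp9*. The lowest *Aqp3* value among the 6 libraries, 45.4 per kilobase, was above the highest *Aqp9* value, 6.49. With the length of the longest transcript in place of all exons, a choice made after seeing the data, the mean of *Aqp3* was 6.86 times that of *Aqp9*.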

As expected, AQP3i reduced the water permeability of CD4^+^ T cells (Fig. 6e). Notably, treatment of naive CD4^+^ T cells with AQP3i significantly reduced TCR-CD28-induced proliferation (Fig. 6f, g). Furthermore, AQP3i treatment also resulted in reduced TCR/CD28-induced p-ERK induction following 1 h of stimulation, as well as increased p-CHK1 after 3 d of stimulation (Fig. 4d, f), similar to the phenotype caused by inhibition or mutation of WNK1, OXSR1 and STK39.

To extend this study we made use of mice bearing the *Aqp3*^tm2a(EUCOMM)Wtsi^ (*Aqp3*^tm2a^) allele which has lacZ and neo genes inserted into intron 1 of the *Aqp3* gene along with a splice acceptor and poly adenylation sites (Supplementary Fig. 3d)^21^. Typically, alleles with this structure show loss of function because of the integrated splice acceptor and poly adenylation sites. In line with this, *Aqp3*^tm2a/tm2a^ mice homozygous for this allele had a 95-98% reduction of *Aqp3* mRNA with no significant change in the expression of *Aqp9* or *Aqp11* (Supplementary Fig. 3e). *Aqp3*^tm2a/tm2a^ CD4^+^ T cells from both lymph nodes and spleen showed significantly reduced TCR/CD28-induced p-ERK compared to wild-type control cells, in agreement with the results obtained using AQP3i, albeit the effect of the genetic loss of *Aqp3* was not as large as that of the inhibitor (Fig. 6h, i, Supplementary Fig. 5f, g). Furthermore, *Aqp3*^tm2a/tm2a^ CD4^+^ T cells had reduced TCR/CD28-induced upregulation of Ki67 at 24 h, although cell division at 48 h was unaffected (Fig. 6j, k). The stronger effect of AQP3i compared to the genetic mutant may be due to residual AQP3 expression in *Aqp3*^tm2a/tm2a^ CD4^+^ T cells, to off-target effects of AQP3i on other AQPs or other proteins, or to adaptation of *Aqp3*^tm2a/tm2a^ cells to the chronic lack of AQP3 activity during CD4^+^ T cell development. Nonetheless, the results support a role for AQP3 in TCR/CD28-induced activation of ERK and entry into G1 as measured by Ki67 upregulation.

In addition to water, AQP3 is also a channel for H_2_O_2_, a molecule which can modulate intracellular signaling pathways^22^. To test whether the requirement for AQP3 in T cell activation was due to its ability to facilitate diffusion of H_2_O_2_ across membranes, we investigated if H_2_O_2_ is required for TCR/CD28-induced p-ERK. Initially we determined that 20 u/ml of catalase was sufficient to eliminate exogenously added 1 mM H_2_O_2_ (Supplementary Fig. 9a). Subsequently, we showed that 20 u/ml catalase did not affect the TCR/CD28-induced p-ERK after 1 hour of stimulation, and the same was seen at 2 and 200 u/ml (Supplementary Fig. 9b). Thus, we find no evidence that H_2_O_2_ is required for TCR-induced signaling to ERK activation. AQP3 can also transport glycerol^19^. However, this function is unlikely to account for the defect in TCR/CD28-induced p-ERK and proliferation in AQP3i-treated T cells or in impaired induction of p-ERK and Ki67 in AQP3-deficient T cells, since there is no glycerol in the medium. Taken together, these results support our hypothesis that TCR signaling through WNK1, OXSR1 and STK39 results in water entry, potentially through AQP3, which is required for early TCR signaling, entry into G1 and suppression of the ATR-mediated G2/M checkpoint.

### WNK1-dependent water influx is required for TCR signaling and G1 entry

To directly test whether TCR/CD28 signaling through WNK1 leads to water entry that is required for T cell activation, we stimulated WNK1-deficient CD4^+^ T cells in hypotonic medium, to force water entry by osmosis. Remarkably, we found that hypotonic medium restored much of the reduced TCR/CD28-stimulated p-ERK in WNK1^D368A^-expressing T cells, and all of the p-ERK in WNKi-treated T cells as measured 1 h after stimulation (Fig. 7a, b, Supplementary Fig. 10a, b). Furthermore, hypotonic medium also rescued the defect in TCR/CD28-induced Ki67 upregulation at 2 d (Fig. 7c, Supplementary Fig. 10c). The effect of hypotonic medium could be due to increased water entry into the cell but could also be caused by the reduced concentration of Na^+^ and Cl^-^ ions in the medium. To distinguish these possibilities, we stimulated the T cells in isotonic medium that had the same reduced concentrations of Na^+^ and Cl^-^ but the osmolarity was made isotonic with L-glucose, an inert osmolyte. Importantly, this isotonic medium with reduced Na^+^ and Cl^-^ concentrations was unable to rescue the TCR/CD28-stimulated p-ERK at 1 h or the induction of Ki67 at 2 d in WNK1^D368A^-expressing or WNKi-inhibited CD4^+^ T cells (Fig. 7a–c, Supplementary Fig. 10a-c). Thus, the rescue seen with hypotonic medium was due to water entry, not reduced ion concentrations. Taken together, these results demonstrate that TCR/CD28 co-stimulation of CD4^+^ T cells leads to water entry mediated by the WNK1-OXSR1-STK39-AQP3 signaling pathway, and this is required for TCR/CD28-induced ERK activation and entry into G1 (Fig. 7d).

**Fig. 7:**
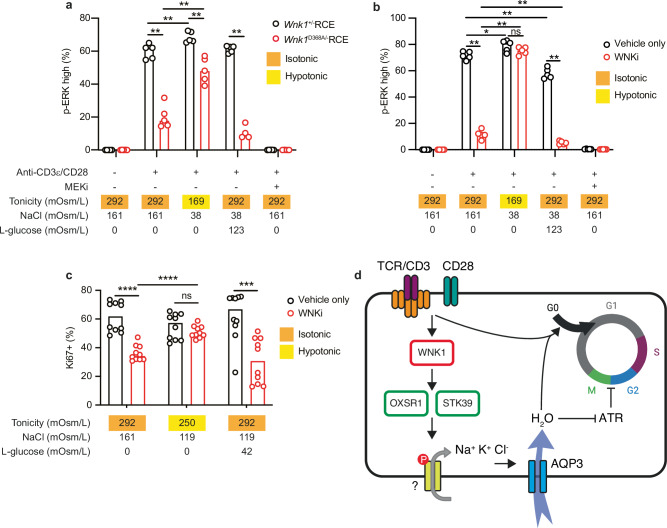
WNK1-dependent water influx is required for TCR signaling and G1 entry. **a, b** CD4^+^ T cells of the indicated genotypes or in the presence of the indicated inhibitors were cultured for 1 h in the presence or absence of plate-bound anti-CD3ε and anti-CD28 antibodies. In some cultures, tonicities were altered by modulating concentrations of NaCl and L-glucose. Graphs show the percentage of cells that were p-ERK high as determined by flow cytometry, gating as in Supplementary Fig. 10a, b (*n* = 5). **c** CD4^+^ T cells were cultured on plate-bound anti-CD3ε and anti-CD28 antibodies for 2 days at the indicated tonicities. Graph shows percentage of Ki67^+^ cells (after adjusting for population expansion) measured by flow cytometry, gating as in Supplementary Fig. 10c (*n* = 10). **d** Proposed model of how TCR/CD28 signals via WNK1, OXSR1 and STK39, via unknown ion transporters (possibly SLC12A-family), lead to ion influx and subsequent water entry through AQP3 by osmosis, which is required for TCR/CD28 signaling and T cell proliferation. Water entry is required for early TCR signaling and for the transition from G0 to G1. In addition, the WNK1 pathway inhibits ATR and thereby allows cells to transit the G2/M checkpoint. WNKi, WNK inhibitor (WNK463). Each point represents a different mouse; columns show median. Data pooled from 2 (**c**) or from 1 experiment representative of >2 (**a, b**) experiments. Statistical analysis carried out using the 2-sided Mann-Whitney U test. ns, not significant; * 0.01 <*p* < 0.05; ** 0.001 <*p* < 0.01; *** 0.0001 <*p* < 0.001; **** *p* < 0.0001. Image of cell cycle created in Biorender. Tybulewicz, V. (2024) https://BioRender.com/k55d532. Source data are provided as a Source Data file.

## Discussion

We show that WNK1 signaling through OXSR1, STK39 and potentially AQP3 plays a central role in CD4^+^ T cell proliferation in response to antigen, and thus the generation of a class-switched antibody response. WNK1 pathway activity is required for entry of naive CD4^+^ T cells into G1 and progression through S and G2/M. More specifically, WNK1-dependent water influx, a previously unexplored component of the TCR signaling cascade, is required for TCR-induced ERK signaling and entry into G1. These two WNK1-dependent, water-sensitive processes are probably linked as progression from G0 to G1 is strongly dependent on ERK activation^23^.

Abrogation of WNK1 activity causes larger defects in TCR-induced p-ERK activation and proliferation than mutations in *Oxsr1*, *Stk39*, and *Aqp3* or inhibition of AQP3, suggesting that WNK1 functions in part through other pathways to regulate these processes. The difference in magnitude may also be due to redundancy with signaling proteins functioning in parallel with OXSR1, STK39, and AQP3. For example, water flux through AQP9 and AQP11 may compensate for the loss of AQP3 activity. Furthermore, some of the effects of chronic loss of WNK1 may be due to altered expression of osmoregulatory proteins, such as AQP9 (Supplementary Fig. 1f). Nonetheless, we note that hypotonic medium rescues the defective TCR-induced p-ERK activation at 1 hour of stimulation and Ki67 induction after 2 days in WNKi-treated T cells. This strongly supports our proposal that TCR signaling through WNK1 results in water entry that is required for early TCR signaling and the transition from G0 to G1.

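In unstimulated *Wnk1*-/-RCE cells, *Aqp9* had 110 ± 19.6 normalized counts (SD, n = 6), from 107 to 214 reads per library, a log2 difference of 2.22 from *Wnk1*+/-RCE cells. Every *Wnk1*-/-RCE library was above every control (exact permutation test, adjusted p = 0.00394), and limma's adjusted p over all tested genes was 1.45e-09. *Aqp3* fell to 43.3 ± 10.4 normalized counts (SD, n = 6), a log2 difference of -1.22, again without overlap between the groups (exact permutation test, adjusted p = 0.00394). *Aqp11* was at 17.0 ± 1.86 normalized counts (SD, n = 6) and did not differ detectably (log2 difference -0.15, exact permutation test, p = 0.331). *Aqp1*, *Aqp5* and *Aqp7* had at most 2 reads in any of the 12 libraries.

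**Figure D2:**
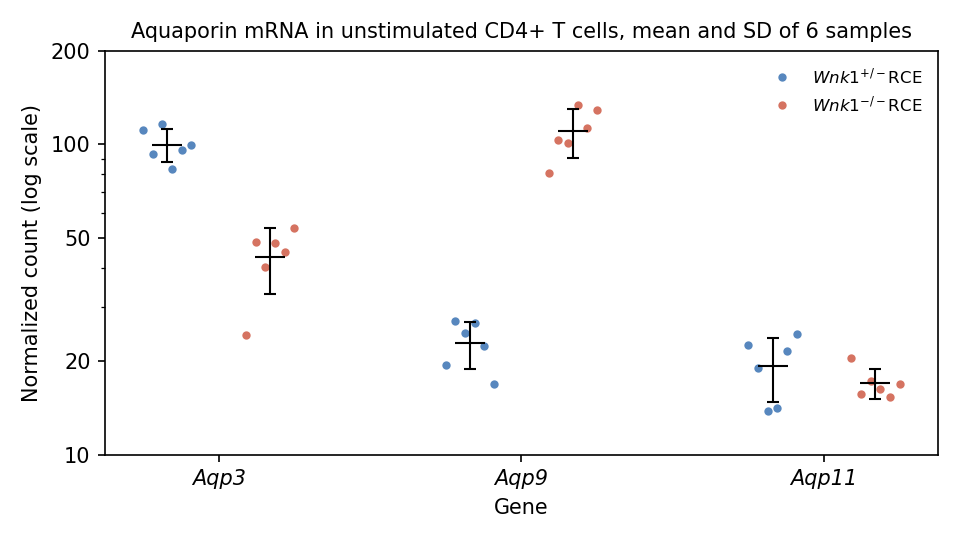
Normalized counts (log scale) of *Aqp3*, *Aqp9* and *Aqp11* in unstimulated CD4+ T cells, with 1 point per library and lines for the mean and SD of 6 *Wnk1*+/-RCE (blue) and 6 *Wnk1*-/-RCE (red) libraries. The points of *Aqp9* lie between 16.9 and 26.9 in *Wnk1*+/-RCE cells and between 81.1 and 134 in *Wnk1*-/-RCE cells.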

It is interesting to note that Cl^-^ efflux through volume-regulated chloride channels in hypotonic NaCl-low conditions could also contribute to the rescue of TCR/CD28-induced ERK signaling in WNK1-deficient cells, a possibility that would need further investigation^24^.

We hypothesize that TCR/CD28 signaling via WNK1 and OXSR1 and STK39 leads to SLC12A-dependent ion influx, which in turn drives water entry by osmosis through AQP3. In agreement with this, we showed that TCR/CD28 stimulation leads to an increase in chloride-dependent K^+^ flux which was blocked by WNKi. Furthermore, we showed that TCR/CD28-induced ERK activation requires Na^+^ and Cl^-^ ions and that WNK1 is required for SLC12A2 phosphorylation during CD4^+^ T cell activation, but we were not able to demonstrate a functional requirement for SLC12A2, SLC12A6 or SLC12A7 in this process using inhibition and/or genetic deletion. This could be because we did not mutate or inhibit the key SLC12A-family members of the 5 expressed in CD4^+^ T cells, or because other WNK1-regulated ion channels are more important. Beyond the SLC12A-family, WNK kinases have been reported to regulate several other channels including ENaC, CLC3 and TRP6^25^. It is also possible that the WNK1-regulated ion influx has other roles in TCR signaling beyond causing water entry by osmosis. Further work will be required to address these possibilities.

In the absence of WNK1 activity, T cells are smaller, and the TCR-induced volume increase is reduced compared to control cells. The volume decrease in WNKi-treated cells, even in the absence of TCR stimulation, demonstrates a homeostatic role for WNK1 in controlling T cell volume. Indeed, WNK kinases are important for the regulatory volume increase that follows cell shrinkage induced by hypertonic conditions^4,9^. In the hypotonic rescue experiments, we propose that the resulting water entry would compensate for the defective regulatory volume increase in WNKi-inhibited T cells, as well as the defect in the additional WNK1-dependent TCR-induced volume increase.

Inhibition of AQP3 resulted in decreased TCR/CD28-induced p-ERK and proliferation. However, the genetic loss of *Aqp3* gave a milder phenotype with a smaller decrease in p-ERK and Ki67 upregulation, and no effect on cell division. This difference could be due to several factors. There may be residual expression of AQP3 in the genetic mutant facilitating flux through the TCR-ERK signaling pathway and T cell proliferation. Alternatively, the *Aqp3*^tm2a/tm2a^ cells may have adapted to the chronic loss of AQP3 by altering expression of other proteins, or the inhibitor may act on the other AQP proteins or have other off-target effects. Further work will be needed to distinguish these possibilities. Nonetheless, our results show that water entry is required for TCR/CD28 induced p-ERK and Ki67 upregulation and that the water is likely to enter in part through AQP3.

Water entry alters several biophysical properties of the cell which could affect TCR signaling. Water influx increases membrane tension which has been shown to regulate signaling pathways^26–30^. Water entry also reduces molecular crowding, thereby increasing rates of intracellular signaling pathways^31^, and decreases the viscosity of the cytoplasm, resulting in more rapid assembly of macromolecular structures such as microtubules^32^. Any or all of these changes could facilitate the assembly of the macromolecular TCR signaling complexes at the immune synapse and subsequent signal transduction^33^. Similarly, water entry could be required to facilitate the function of the macromolecular replisome complex, thereby accounting for the decreased rate of DNA replication in WNK1-deficient T cells. Furthermore, entry of water into T cells is presumably required to compensate for the rapid synthesis of macromolecules that accompanies T cell activation and entry into G1^34^.

We also show that in the absence of WNK1-OXSR1-STK39-AQP3 signaling, ATR is activated and induces cell cycle arrest in G2. After 24 h, T cell division is no longer dependent on TCR signaling^35^. Thus, the requirement for water influx for T cells to progress through an ATR-dependent G2 checkpoint 72 h after the start of T cell activation is likely to be independent of TCR signaling. This TCR-independent function of the WNK1 pathway may reflect a homeostatic role in the regulation of cellular water content and volume or a specific role at the G2/M transition.

We found that inhibition of WNK1 or AQP3 resulted, unusually, in ATR activation independently of DNA damage. ATR is activated by mechanical stress at the nuclear envelope caused by a change in cell volume^36^. A similar mechanism may account for ATR activation in T cells in which the WNK1 pathway is inhibited, since this results in cell shrinkage. Interestingly, other studies have shown that compromised osmoregulation causes G2 arrest in multiple cell types, including T cells^37,38^. Thus, we have uncovered an ATR-dependent mechanism for a potentially universal osmotically-sensitive cell cycle checkpoint at G2/M, a possibility that warrants further study.

WNK1 may additionally regulate T cell proliferation by other mechanisms. In HeLa cells, WNK1 was shown to regulate the formation of mitotic spindles^39^. Furthermore, WNK1 is a negative regulator of autophagy in U2OS and HeLa cells, a cellular process that inhibits proliferation^40–42^. Hypotonic medium leads to the proliferation of vascular smooth muscle cells via the activation of WNK1^24^. Finally, WNK1 regulates protein trafficking, so it may transduce signals by altering surface expression of AQP3 or other proteins required for proliferation^43–45^. These are interesting areas for future investigation.

Several observations suggest that WNK1-dependent water influx may be a common feature of mitogenic pathways in many cell types, both within the immune system and beyond. First, WNK1 is broadly expressed^46^. Second, water influx occurs during mammalian cell division^47–49^, and, thirdly, aquaporins are required for cell proliferation in several cell types^50–53^. Furthermore, we have recently found that WNK1 is activated in B cells by stimulation through the B cell antigen receptor and CD40, and that WNK1, OXSR1 and STK39 are required for proliferation induced by signals from both receptors^54^. Taken together with our results, we propose that WNK1 pathway-driven water influx may be essential for the proliferation of multiple cell types.

More broadly, in a parallel study we have shown that chemokine receptor signaling in CD4^+^ T cells activates the WNK1 pathway, leading to ion and water influx and that water entry is required for T cell migration^18^. This shows that activation of WNK1 and downstream ion and water influx is an important feature of signaling from several receptors and that it plays a role in both cell migration and proliferation and potentially in other physiological processes.

In summary, we have shown that TCR signaling via WNK1, OXSR1 and STK39 leads to ion influx and subsequent water influx, potentially through AQP3, which is required for TCR signaling, T cell proliferation, and hence for T-dependent antibody responses.

## Methods

### Mice

Mice with a conditional allele of *Wnk1* containing loxP sites flanking exon 2 (*Wnk1*^tm1Clhu^,*Wnk1*^fl^)^12^, with a deletion of exon 2 of *Wnk1* (*Wnk1*^tm1.1Clhu^, *Wnk1*^-^), with a kinase-inactive allele of *Wnk1* (*Wnk1*^tm1.1Tyb^, *Wnk1*^D368A^)^10^, with a conditional allele of *Oxsr1* containing loxP sites flanking exons 9 and 10 (*Oxsr1*^tm1.1Ssy^, *Oxsr1*^fl^)^55^, with a tamoxifen-inducible Cre in the ROSA26 locus (*Gt(ROSA)26Sor*^tm1(Cre/ESR1)Thl^, *ROSA26*^CreERT2^, RCE)^13^, with an allele of *Stk39* encoding STK39-T243A (*Stk39*^tm1.1Arte^, *Stk39*^T243A^)^16^ that cannot be activated by WNK1, deficient for RAG1 (*Rag1*^tm1Mom^, *Rag1*^-^, JAX stock #002216)^56^ or SLC12A2 (*Slc12a2*^tm1Ges^, *Slc12a*^-^, JAX stock #034262)^57^ or TCRα (*Tcra*^tm1Mjo^, *Tcrα*^-^, JAX stock #007848)^58^, expressing a tdTomato protein from the ROSA26 locus (*Gt(ROSA)26Sor*^tm4(ACTB-tdTomato-EGFP)Luo^, *ROSA26*-mTmG, JAX stock #007676)^59^ and with transgenes encoding TCRα and TCRβ chains specific for chicken ovalbumin residues 323-339 (Tg(^TcraTcrb)425Cbn^, OT-II, JAX stock #004194)^14^ have been described before. Mice with the *Aqp3*^tm2a(EUCOMM)Wtsi^ allele (*Aqp3*^tm2a^)^21^ were imported from the European Mouse Mutant Archive (EMMA stock #08279). C57BL/6 J and B6SJLF1 mice were provided by the Biological Research Facility of the Francis Crick Institute. All genetically modified mice were maintained on a C57BL/6 J background, housed in specific pathogen-free conditions in a 12 h/12 h light/dark cycle, and given food and water *ad libitum*. Both female and male mice were used, always matching numbers of each sex between different experimental groups. All mice were at least 8 weeks old and were euthanized by cervical dislocation. All experiments were approved by the Francis Crick Institute Animal Welfare Ethical Review Board and were carried out under the authority of a Project Licence granted by the UK Home Office.

### Bone marrow chimeras

RAG1-deficient recipient mice were irradiated with 1 dose of 5 Gy from a ^37^Cs source. Bone marrow cells from *Wnk1*^fl/+^RCE, *Wnk1*^fl/fl^RCE, *Wnk1*^fl/D368A^RCE, *Wnk1*^fl/+^RCE OT-II, *Wnk1*^fl/fl^RCE OT-II, *Oxsr1*^+/+^*Stk39*^+/+^RCE, *Oxsr1*^fl/fl^*Stk39*^T243A/T243A^RCE or *Tcrα*^-/-^ mice or fetal livers from *Slc12a2*^+/+^ or *Slc12a2*^-/-^ E14.5 embryos were transferred intravenously into irradiated recipient mice which were maintained on 0.02% enrofloxacin (Baytril, Bayer Healthcare) for 4 weeks. Both male and female mice were used, but in all cases the sex of the donor and recipient mice was matched. The hematopoietic compartment was allowed to reconstitute for at least 8 weeks after bone marrow transfer. In all experiments, control and experimental chimeric mice or cells derived from them were always age- and sex-matched.

### In vivo deletion of floxed alleles

Mice were injected intraperitoneally with 2 mg tamoxifen (Sigma-Aldrich) in 100μL of corn oil (Sigma-Aldrich) on 3 (*Wnk1*^fl^) or 5 (*Oxsr1*^fl^) consecutive days. Mice were sacrificed 7 (*Wnk1*^fl^) or 21 (*Oxsr1*^fl^) days after initial tamoxifen injection.

### NP-CGG immunization and ELISA

Mice were injected intraperitoneally with 50μg of 4-hydroxy-3-nitrophenylacetyl (NP)-CGG (BioSearch Technologies) in PBS, 25% Alum (Thermo Fisher Scientific). Blood was collected from the lateral tail vein at the indicated time points, allowed to clot, then centrifuged at 17,000 x *g* for 10 min. NP_20_-BSA (bovine serum albumin) (5μg/ml, Santa Cruz Biotechnology) was used to coat 96-well Maxisorp Immunoplates (Nalge Nunc International Corporation) overnight at 4°C. Plates were washed with PBS, 0.01% Tween-20 (PBS-T), blocked with 3% BSA in PBS, and washed with PBS, 0.01% Tween-20. Serial dilutions of sera were incubated on the NP_20_-BSA-coated plates overnight at 4°C. Plates were washed 3 times with PBS-T and incubated with 1.6 μg/ml biotin-conjugated goat anti-mouse IgM (Thermo Fisher Scientific) or 4 μg/ml biotin-conjugated goat anti-mouse IgG1 (Thermo Fisher Scientific) for 2 h at room temperature. Plates were washed with PBS-T 3 times, incubated with 1 μg/ml peroxidase-labelled streptavidin (Vector laboratories) for 2 h at room temperature, washed 5 times with PBS-T and incubated with 1x TMB ELISA substrate solution (Thermo Fisher Scientific). The reaction was stopped with 2 N H_2_SO_4_. Absorption at 450 nm was measured using the SpectraMax 190 (Molecular Devices LLC.). Serum concentrations of NP-specific IgG and IgM antibodies were calculated in arbitrary units (a.u.) from the linear section of the response curves.

### Cell isolation

Blood was harvested from live mice by cutting the lateral tail vein. Peripheral lymph nodes, mesenteric lymph nodes and spleens were dissociated into single cell suspensions by mashing through a 70 μm filter. Bone marrow from the hind limbs was harvested by flushing femurs and tibias with media. Blood, bone marrow, and spleen samples were treated with ACK buffer (155 mM NH_4_Cl, 10 mM KHCO_3_, 0.1 mM Na_2_EDTA) for 3 min at room temperature to remove erythrocytes, washed and resuspended in PBS. ACK treatment was repeated twice for blood samples. To isolate naive CD4^+^ T cells, lymph node cells were resuspended in a mixture of biotinylated antibodies against CD8, CD11b, CD11c, B220, CD19, CD25, CD44, and GR-1 (Supplementary Table 1) in IMDM (35.93 mM NaCl, 0.18 mM Penicillin, 0.17 mM Streptomycin, IMDM powder, pH 7.2 [Thermo Fisher Scientific]), 5% fetal calf serum (FCS) for 20 min at 4°C. Cells were incubated with streptavidin-coated Dynabeads (Thermo Fisher Scientific) in IMDM, 5% FCS for 20 min at 4°C. Cell and bead suspensions were placed on a magnet for 2 min at room temperature and the bead-depleted fraction was collected.

### CTV labelling of CD4^+^ T cells

Naïve CD4 + T cells were incubated in PBS with CellTrace Violet (CTV, ThermoFisher) at a concentration of 5 μM (for OT-II T cells) or 2.5 μM (for polyclonal T cells) for 10 min at 37°C. A 5-fold excess of pre-warmed RPMI+ medium (RPMI-1640, 100 μM non-essential amino acids, 20 mM HEPES [Thermo Fisher Scientific], 10% FCS, 100 U/mL Penicillin, 100 μg/mL Streptomycin, 2 mM L-glutamine, 100 μM 2-mercaptoethanol [Sigma-Aldrich]) was added to the cells for a further 7 min. Cells were then pelleted and resuspended in the appropriate media.

### RNA isolation and quantitative reverse transcription- quantitative polymerase chain reaction (RT-qPCR)

RNA was purified from at least 5 ×10^4^ CD4^+^ T cells using the RNeasy Micro kit (Qiagen). cDNA was synthesized using the SuperScript^TM^VILO^TM^cDNA synthesis kit (Invitrogen). Taqman^TM^ Gene Expression Assays (Thermo Fisher Scientific) were used to measure *Wnk1* (exon boundary 1-2, Mm01184006_m1), *Hprt* (exon boundary 2-3, Mm03024075_m1), *Aqp3* (exon boundary 3-4, Mm00507977_g1), *Aqp9* (exon boundary 4-5, Mm00508097_m1) and *Aqp11* (exon boundary 2-3, Mm00613023_m1). Fluorescence was measured using a QuantStudio 3 or QuantStudio 5 qPCR machine (Thermo Fisher Scientific).

### Adoptive transfer of OT-II CD4^+^ T cells

OT-II T cells (CD45.1^-^CD45.2^+^) were isolated from peripheral and mesenteric lymph nodes, labeled with CTV and 1 ×10^6^ (for day 3 analysis) or 35 ×10^3^ (for day 7 analysis) OT-II T cells were injected into the tail vein of B6SJLF1 mice (CD45.1^+^CD45.2^+^). 24 h later (day 0) mice were immunized with 50 μg (day 3 analysis) or 100 μg (day 7 analysis) chicken ovalbumin (OVA) protein (InvivoGen) in PBS, 25% Alum (Thermo Fisher Scientific) by intraperitoneal injection. Peripheral and mesenteric lymph nodes were harvested at day 3. Mesenteric lymph nodes, spleen and blood were harvested at day 7.

### Co-culture of OT-II T cells with APCs

To generate APCs, bone marrow from C57BL/6 J mice was treated with ACK and cultured in DC medium (RPMI-1640 [Thermo Fisher Scientific], 10% FCS, 100 U/mL Penicillin, 100 μg/mL Streptomycin, 2 mM L-glutamine [Sigma-Aldrich]) with GM-CSF (20 ng/ml, Peprotech) at 10^6^ cells/ml for 10 d at 37°C. GM-CSF was replenished at days 3, 5 and 7. Naïve CD4^+^ OT-II T cells and APCs (both at 2.5 ×10^5^ cells/ml) were co-cultured in round-bottomed 96-well plates in DC medium (RPMI-1640, 10% FCS, 100 U/mL Penicillin, 100 μg/mL Streptomycin, 2 mM L-glutamine [Sigma-Aldrich]) the presence of indicated concentrations of OVA_323-339_ peptide (Sigma) for the indicated times.

### Activation of T cells with plate-bound anti-CD3ε and anti-CD28 antibodies

Flat-bottomed multi-well cell culture plates (Corning) were incubated overnight at 4°C with PBS containing anti-CD3ε and anti-CD28 antibodies (4 μg/ml). Naïve CD4^+^ T cells from peripheral and mesenteric lymph nodes were cultured at 1×10^6^ cells/ml in RPMI+ at 37°C. Where indicated, cells were activated in the presence of 2.5 μM WNKi (WNK463, MedChem Express), 20 μM AQP3i (DFP00173, Axon MedChem), 20 μM SLC12A2i (bumetanide, Abcam) or 10 μM SLC12A6/7i (DIOA, Sigma) which were added from a stock solution in DMSO or the equivalent amount of DMSO as a vehicle only control. 1 μM ATRi (AZD6738, Selleckchem) or 4 mM hydroxyurea (HU, Sigma-Aldrich) were added for the final 36 h or 2 h of culture, respectively. For 1 h stimulations, naïve T cells were treated with 2.5 μM WNKi, 1μM MEKi (PD0325901, Selleckchem), 20 μM SLC12A2i, 10 μM SLC12A6/7i or vehicle only and transferred into anti-CD3ε/anti-CD28-coated multi-well plates, centrifuged at 340 x *g* for 30 s and incubated at 37°C for 1 h, still in the presence of inhibitors. To culture cells at different osmolarities, the concentration of NaCl in RPMI+ medium was adjusted and the osmolarity verified using an osmometer (Model 3250, Thermo Fisher Scientific). In some cases, isotonic (292 mOsm/l) RPMI+ medium was used in which some NaCl was replaced with L-glucose (G5500-5G, Sigma-Aldrich), an inert osmolyte.

### Activation of T cells with soluble anti-CD3ε and anti-CD28 antibodies

Naïve CD4^+^ T cells were incubated in IMDM (Thermo Fisher Scientific), 0.5% FCS for 1 h at 37°C, cooled at 4°C for 10 min and then incubated with anti-CD3ε and anti-CD28 antibodies (10 μg/ml) in RPMI, 0.5% FCS in the presence of 2.5 μM WNKi, 100 nM SRCi (Dasatinib, Sigma-Aldrich) or vehicle only at 4°C for 30 min. Unstimulated (0 min) samples were incubated in the presence of relevant inhibitors but without anti-CD3ε or anti-CD28 antibodies. Cells were warmed to 37°C for 15 min and then stimulated with the addition of 80 μg/mL anti-Armenian hamster IgG (Antibodies-online.com). Activation was stopped at the indicated time point with the addition of 2% paraformaldehyde (PFA).

### K^+^ flux measurement

The rate of K^+^ flux was measured using the FluxOR™ Potassium Ion Channel Assay (ThermoFisher) adapted to measure NKCC (SLC12A1, SLC12A2) chloride-dependent ion transport activity^60^. Isolated naive CD4^+^ T cells were loaded with FluxOR dye according to manufacturer’s instructions, resuspended in an isotonic low Cl^-^ assay buffer (135 mM Na Gluconate, 1 mM MgCl_2_, 1 mM Na_2_SO_4_, 1 mM CaCl_2_, 15 mM Na HEPES, 3 mM Probenecid, pH 7.4) and incubated in the presence of WNK463 or DMSO for 30 min at 4^o^C. Approximately 10^5^ cells were plated in 80 μl of low Cl^-^ assay buffer per well of a 96-well plate and warmed to 37^o^C for 5 min. 20 μl of 500 μM Tl_2_SO_4_ (final concentration 100 μM) was added to all wells simultaneously and fluorescence was measured every 5.5 s for 2 min using a Spark plate reader (Tecan) with excitation/emission set to 485 nm/535 nm bandwidth 20 nm. 10 μl high Cl^-^ buffer (135 mM NaCl, 1 mM MgCl_2_, 1 mM Na_2_SO_4_, 1 mM CaCl_2_, 15 mM Na HEPES, 3 mM Probenecid, pH 7.4) with or without Dynabeads Mouse T cell Activator CD3/CD28 beads (Gibco, 10:1 beads:cells) was added to each well and fluorescence measured for a further 9 min. All fluorescence measurements were carried out with continuous orbital shaking at 120 rpm at 37^o^C. Isotonicity (290-305 mOsm/L) was confirmed for all buffers with an Osmomat 3000-M (Gonotec).

The rate of chloride-dependent ion influx was determined using linear regression to determine the rate of fluorescence increase during 2 min following addition of Tl_2_SO_4_ and 5 min following addition of the high Cl^-^ buffer, and normalizing the latter to the former. A single outlier was identified using the ROUT method (Q = 2%, Prism 10, GraphPad) and removed from the analysis. Finally, all measurements were normalized to the chloride-dependent ion influx in unstimulated cells in the absence of inhibitor, prior to pooling data from multiple experiments.

### Hypertonic stimulation

Isolated CD4^+^ T cells in isotonic RPMI were centrifuged and resuspended in the same isotonic medium (300 mOsm/L) or in medium made hypertonic by adding L-glucose to RPMI to reach the desired osmolarity (350 or 400 mOsm/L). Cells were cultured with or without plate-bound anti-CD3ε and anti-CD28 antibodies for 1 h or 2 days and then analyzed for p-ERK or Ki67 respectively as described above. To measure cell division, cells were labelled with Cell Trace Violet, activated for 2 days and analyzed as described above.

### NaCl reduction and Cl replacement

To generate media of varying NaCl compositions, NaCl-free RPMI (Honeywell, S9888) was supplemented with additional NaCl. To make the medium isotonic, the remaining difference in osmolarity (up to 300 mOsm/L) was made up using L-glucose, an inert osmolyte. Osmolarity was verified using an osmometer (Model 3250, Advanced Instruments). To generate medium with reduced Cl concentration, NaCl-free RPMI was made isotonic through the addition of Na gluconate (Sigma, S2054-100G).

### Cell volume measurement

Naïve CD4^+^ T cells were rested overnight in RPMI+ with 1 mM pyruvate. Samples were enriched for live cells by incubating in PBS at 37°C for 10 min followed by 7 min at 37°C in RPMI+ with 1 mM pyruvate. Cells were then treated with vehicle only or 2.5 μM WNKi and placed in cell culture plates ± plate-bound anti-CD3ε and anti-CD28 for 1 h at 37°C. Cell volume was measured using the CASY® cell counter (OMNI Life Science).

Alternatively, cell volume was determined using microscopy. Naïve CD4 T cells purified from ROSA26-mTmG mice expressing tdTomato-CAAX to visualize the plasma membrane were placed in glass 8-well µ-slides (ibidi, 80827) coated with either anti-CD3ε and anti-CD28 antibodies (4 µg/ml) or poly-D-lysine (50 µg/mL, Sigma, A-003-M) and incubated at 37 °C for 1 h. Cells were imaged using instant structural illumination microscopy (iSIM) using an iSIM microscope (VisiTech) with an Olympus 150x TIRF apo (1.45 NA) oil-immersion objective. Cells were excited using 552 nm wavelength laser, with emission detected using an sCMOS camera (Prime BSI Express, Teledyne Photometrics). Resulting images were deconvoluted using Microvolution algorithms in µ-Manager. Cell volume was calculated by generating a mask of plasma membrane edges and summing up the areas of individual z-slices in each cell measured using the ‘analyze particles’ function in FIJI.

### Flow cytometry

#### Proliferation analysis

Cells were stained in PBS containing fluorophore-conjugated antibodies (Supplementary Table 1) and LIVE/DEAD^TM^ Near-IR dye (Thermo Fisher Scientific) (1:500) at 4°C for 20 min, and resuspended in FACS buffer (PBS, 0.5% BSA). For cell counting, a known number of Calibrate APC beads (BD biosciences) were added to the sample. Samples were analyzed on an LSRFortessa^TM^ (BD biosciences) flow cytometer. Flow cytometry data were analyzed using FlowJo 9 and 10 (BD Biosciences).

#### CXCR5

Cells were incubated in PBS, 2% FCS containing biotinylated anti-CXCR5 antibody at 37°C for 30 min. Cells were washed, incubated with fluorophore-conjugated streptavidin for 15 min at room temperature, washed, resuspended in FACS buffer, and analyzed on the flow cytometer.

#### Analysis of phosphorylated proteins

Cells were fixed in 2% PFA at 4°C for 15 min, permeabilized with 90% methanol overnight at -20°C, washed 3 times and then incubated with the relevant primary antibody (Supplementary Table 1) in PBS, 2% FCS for 30 min at room temperature. Cells were then washed, stained with the relevant secondary antibody in PBS, 2% FCS for 30 min at room temperature, washed, resuspended in FACS buffer, and analyzed on the flow cytometer.

#### Cell cycle analysis

To analyze the rate of S phase progression, 10 μM EdU (5-ethynyl-2’-deoxyuridine, Jena Bioscience) was added to the cell culture medium for 10 min at the end of 72 h culture on anti-CD3ε- and anti-CD28-coated cell culture plates. Cells were fixed in 4% PFA, permeabilized in BD Perm/Wash^TM^ buffer (BD biosciences), 1% BSA at room temperature for 15 min. The Click reaction was initiated by adding 2 mM CuSO_4_, 0.3125 μM AF488-azide, 10 mM Sodium Ascorbate (all from Jena Bioscience) in TBS (50 mM Tris, 150 mM NaCl, pH 7.5) for 30 min at room temperature. To analyze distribution of cells in different phases of the cell cycle, cells were stained with Live/Dead-Near IR stain (ThermoFisher Scientific) and fixed in 4% PFA for 15 min at 4°C, stained with fluorophore-conjugated antibodies against Ki67, p-MPM2 (Supplementary Table 1) in BD Perm/Wash^TM^ buffer (BD biosciences) containing 2% FCS for 30 min at room temperature, resuspended in BD Perm/Wash^TM^ buffer containing 1 μg/mL FxCycle^TM^ Violet (Thermo Fisher Scientific) to stain for DNA content, incubated at room temperature for 30 min, and analyzed on the flow cytometer. In some experiments, cells were pulsed with EdU and analyzed as above. Ki67 was used to identify cells that had exited G0. The proportion of cells in G1, S, and G2/M was estimated using the Watson model generated from the histogram of DNA content of Ki67^+^ cells. Staining for p-MPM2 was used to identify cells in M phase. Where indicated, cells were pulsed for 30 min with EdU at the end of 72 h culture and G2/M cells were identified as the 4n EdU^-^ population. The effect of expansion was taken out of the data by dividing the total number of Ki67^+^ cells by the expansion index - the fold expansion of the population due to proliferation estimated by generating a model using CTV dilution histograms – to give Ki67^+^_adjust_. The percentage of Ki67^+^ cells in the population if no division had taken place was then calculated as follows: (Ki67^+^_adjust_)/(Ki67^+^_adjust_ + Ki67^-^) x 100%.

#### Membrane potential

Isolated CD4^+^ T cells were incubated in RPMI medium containing 30 μM Cytovolt2 dye (Cytocybernetics) for 2 min, then returned to dye-free isotonic medium (297 mOsm/L), NaCl-free medium supplemented with either L-glucose or with Na gluconate to make it isotonic, or hypotonic medium with reduced NaCl (165 mOsm/L). Fluorescence of the dye was acquired by flow cytometry for 1 min. Gramicidin (final concentration 5 mg/ml, Sigma Aldrich) was added to the sample and fluorescence acquired for a further 3 min.

### Immunoblot analysis

Cell pellets were thawed at room temperature, lysed using RIPA buffer (50 mM Tris, 150 mM NaCl, 50 mM NaF, 2 mM EDTA, 2 mM Na_4_P_2_O_7_, 1 mM Na_3_VO4, 1% Triton X-100, 0.5% deoxycholate, 0.1% SDS, 1 mM PMSF, cOmplete^TM^ EDTA-free protease inhibitor cocktail [Roche], PhosSTOP^TM^ [Roche]), centrifuged at 17,000 x *g* for 15 min at 4°C and the supernatant was collected. To measure the effect of hypertonic medium, cells in isotonic RPMI were warmed to 37^o^C for 5 min and pre-warmed hypertonic medium (RPMI with L-glucose added to 700 mOsm/L) was added to make a final osmolarity of 400 mOsm/L, incubated for a further 5 min and lysed with an equal volume of 2x RIPA buffer. The protein concentration of each sample was determined using the Pierce^TM^ BCA protein assay kit (Thermo Fisher Scientific) according to the manufacturer’s instructions. Samples were mixed with NuPage^TM^ LDS sample buffer (Thermo Fisher Scientific), 50 mM DTT and loaded onto NuPAGE^TM^ 4-12% Bis-Tris precast polyacrylamide gels (Thermo Fisher Scientific) with the volume of each sample adjusted to ensure equal protein amounts per well. Electrophoresis was carried out at 200 V for 53 min in NuPAGE^TM^ MOPS or MES SDS running buffer (Thermo Fisher Scientific). Proteins were transferred to a methanol-activated polyvinylidene difluoride membrane in NuPAGE^TM^ transfer buffer (Thermo Fisher Scientific) at 30 V for 65 min. Membranes were blocked with Odyssey® blocking buffer (LI-COR) for 1 h at room temperature, incubated with primary antibody (Supplementary Table 1) in Odyssey® blocking buffer overnight at 4 °C, washed 3 times with TBS-T (TBS, 0.05% Tween20), incubated with fluorophore-conjugated secondary antibody (Supplementary Table 1) in Odyssey® blocking buffer for 1 h at room temperature, washed 3 times with TBS-T, and imaged using the Odyssey® CLx (LI-COR). Image Studio Lite (LI-COR) was used to quantify intensities of bands. Full immunoblots are shown in the Source Data file.

### RNA sequencing (RNAseq)

*Wnk1*^+/-^RCE and *Wnk1*^-/-^RCE CD4^+^ T cells were purified from lymph nodes of bone marrow radiation chimeras that had been treated with tamoxifen as described above. Cells were lysed using QIAzol lysis kit (Qiagen) and RNA was extracted using RNAeasy mini kit (Qiagen) according to the manufacturer’s instructions. cDNA library synthesis was carried out using KAPA mRNA HyperPrep Kit (Illumina) and libraries were sequenced on the Illumina HiSeq 4000, acquiring 75 base single end reads. Reads were trimmed and adaptors removed using Trimmomatic (v 0.36). Reads were aligned with STAR (v 2.5.2a) using mouse genome assembly GRCm38, gene counts quantified with RSEM (v 1.2.31) and normalized counts generated using DESeq2^61^. Expression values for all genes and samples is available in Supplementary Data 1. Data has been deposited with GEO (accession number GSE201228 https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE201228).

### Water permeability

Stopped-flow experiments were conducted at 25 °C on a HiTech SF61 DX2 apparatus, equipped with a mercury−xenon lamp (TgK Scientific Ltd). Suspensions of naive CD4^+^ T cells (6×10^6^/ml in PBS) were rapidly mixed with an equal volume of 300 mM mannitol in PBS to give an inwardly directed osmotic gradient of 150 mM. In the inhibitor experiments 10 µM DFP00173 (AQP3i) was included in the solutions and was incubated for at least 15 min at room temperature before the measurements. Time courses of 90° light scattering were recorded at 450 nm with a 12 nm bandwidth over 60 s. At least four traces were measured for each biological replicate and averaged before data analysis. Scattering time traces were analysed in Kinetic Studio 5.0 (TgK Scientific Ltd) by fitting a single exponential curve to the data to determine the observed rate constant. Data from each batch of T cells were then normalized to the average of the rate constant obtained in the absence of inhibitor (relative rates).

### Catalase treatment to eliminate H_2_O_2_

To establish the concentration of catalase required to eliminate H_2_O_2_, mouse CD4^+^ T cells were loaded with DCFDA (ab113851, Abcam) according to the manufacturer’s protocol. Cells were pre-treated with 0, 2, 20, 200U/ml bovine liver catalase (C40, Sigma Aldrich) for 30 min. Cells were treated with 1 mM H_2_O_2_ for 30 min at room temperature, and DCFDA fluorescence was measured by flow cytometry (LSRFortessa X-20, BD Biosciences). To measure the effect of eliminating H_2_O_2_ on TCR/CD28-induced ERK activation, CD4^+^ T cells were incubated with 0, 2, 20, 200U/ml of catalase at 37 °C for 30 min before transferring to anti-CD3ε, anti-CD28 precoated plates and incubated for 1 h. Cells were fixed, permeabilized and stained for pERK as described earlier.

### Statistical analysis

The non-parametric Mann-Whitney U-test, Kruskal-Wallis test or a 2-way ANOVA were used to analyze the difference between groups using GraphPad Prism 8. All statistical tests were 2-sided and always derived from biological not technical replicates.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Description of Additional Supplementary Files

Supplementary Data 1

Reporting Summary

Transparent Peer Review file

## Source data

Source Data

## Data Availability

Mouse strains available on request. RNAseq data has been deposited with GEO (accession number GSE201228 https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE201228). Source data are provided with this paper.

# Supplementary material for: WNK1-dependent water influx is required for CD4+ T cell activation and T cell-dependent antibody responses
**Source:** Nat Commun. 2025 Feb 21;16:1857. doi: 10.1038/s41467-025-56778-x
**Supplement:** Supplementary file 1 — Supplementary Information

## Supplementary Information

### **Water influx is required for CD4<sup>+</sup> T cell activation and T cell-dependent antibody responses**

Joshua Biggs O'May<sup>1,3</sup>, Lesley Vanes<sup>1</sup>, Leonard L. de Boer<sup>1,2,4</sup>, David A. Lewis<sup>1</sup>, Harald Hartweger<sup>1,5</sup>, Simone Kunzelmann<sup>1</sup>, Darryl Hayward<sup>1,6</sup>, Miriam Llorian<sup>1</sup>, Robert Köchl<sup>1,7</sup>, Victor L. J. Tybulewicz<sup>1\*</sup>

London, NW1 1AT, UK

<sup>6</sup> GSK, Stevenage, SG1 2NY, UK

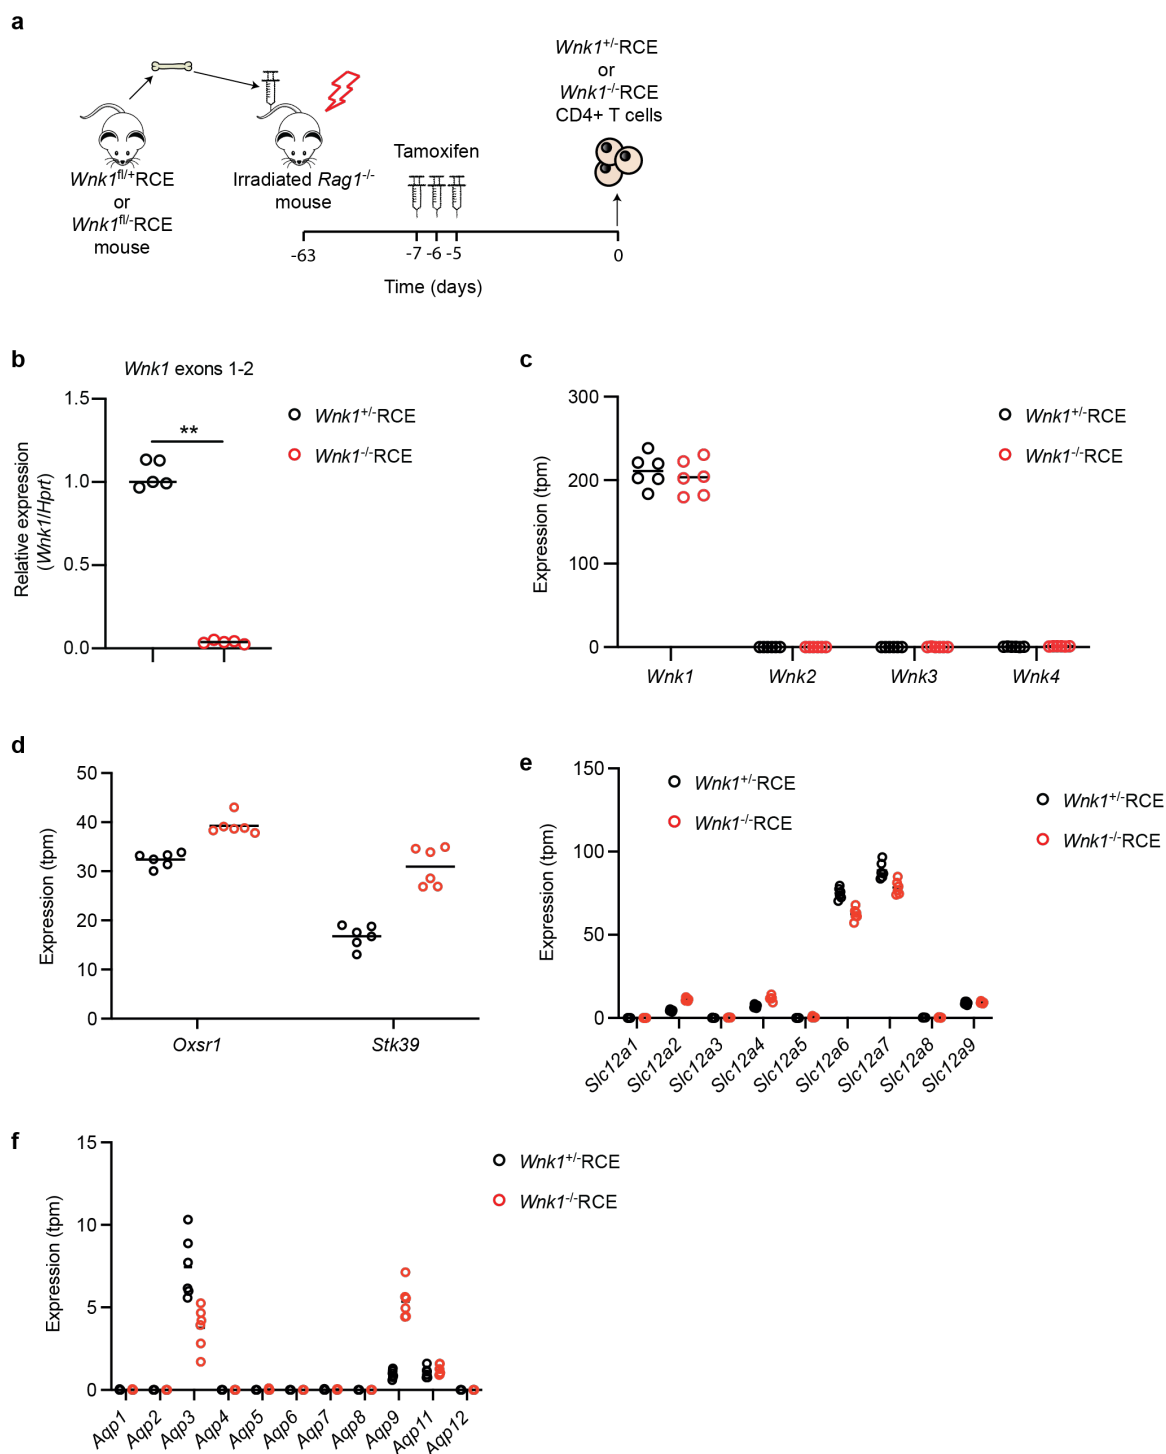

### Supplementary Figure 1. Generation of WNK1-deficient T cells.

(a) Bone marrow from *Wnk1*<sup>fl/+</sup>/RCE and *Wnk1*<sup>fl/-</sup>/RCE mice was transferred into irradiated RAG1-deficient mice. At least 8 weeks later, the chimeras were treated with tamoxifen on three successive days. Lymph nodes were harvested 7 d after start of tamoxifen treatment

and WNK1-expressing (*Wnk1*<sup>+/-</sup>RCE) or WNK1-deficient (*Wnk1*<sup>-/-</sup>RCE) naïve CD4<sup>+</sup> T cells purified. **(b)** Graph of qPCR measurement of mRNA levels of *Wnk1* (exons 1-2) relative to *Hprt* in *Wnk1*<sup>+/-</sup>RCE and *Wnk1*<sup>-/-</sup>RCE naïve CD4<sup>+</sup> T cells generated as in a, normalized to median level in *Wnk1*<sup>+/-</sup>RCE T cells which was set to 1 (n = 5). **(c)** mRNA levels of *Wnk* genes in *Wnk1*<sup>+/-</sup>RCE and *Wnk1*<sup>-/-</sup>RCE CD4<sup>+</sup> T cells determined by RNAseq (n=6) (Supplementary Data 1). 

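*Wnk1* (ENSMUSG00000045962) lies on GRCm38 chromosome 6 from 119923969 to 120038672, on the minus strand. GENCODE places exon 2, of 173 bases, from 120002193 to 120002365 in 5 of its transcripts, 3 of which have 28 exons. A length of 173 bases leaves a remainder of 2 when divided by 3. The deposited values are counts over the whole gene, so that exon 2 is not measured apart. Summed over all exons, *Wnk1* had 10767 ± 449 normalized counts (SD, n = 6) in unstimulated *Wnk1*<sup>+/-</sup>RCE cells and 7297 ± 527 (SD, n = 6) in *Wnk1*<sup>-/-</sup>RCE cells. The log2 difference was -0.56, larger than the spread between replicates (exact permutation test, adjusted p = 0.00394; limma's adjusted p over all tested genes = 1.15e-08). With each library left out in turn it stayed between -0.59 and -0.54. Under quantile normalization, which moved it most, it was -0.36. *Wnk1* overlaps the pseudogene *Gm16199* on the opposite strand, which had a mean of 85.1 normalized counts in *Wnk1*<sup>+/-</sup>RCE cells.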

Note that while exon 2 of *Wnk1* is efficiently deleted in *Wnk1*<sup>-/-</sup>RCE CD4<sup>+</sup> T cells, as shown in b, the remaining 27 exons are intact and still expressed, which is why the total amount of *Wnk1* mRNA is not decreased in the *Wnk1*<sup>-/-</sup>RCE cells. The deletion of exon 2 from the *Wnk1* transcript removes part of the kinase domain and results in a frameshift, so the mutant allele destroys kinase activity and is most likely a null. **(d-f)** mRNA levels of *Oxsr1*, and *Stk39* genes (d), *Slc12a*-family genes (e) and *Aqp* genes (f) in *Wnk1*<sup>+/-</sup>RCE and *Wnk1*<sup>-/-</sup>RCE CD4<sup>+</sup> T cells determined by RNAseq (n=6) (Supplementary Data 1). Note that the expression of *Slc12a*-family and *Aqp*-family genes in *Wnk1*<sup>+/-</sup>RCE T cells is also shown in Figures 5d and 6d. tpm, transcripts per million reads. Each point represents a different mouse; horizontal lines show median; data pooled from 1 (c-f) or 2 (b) independent experiments. Statistical analysis carried out using the Mann-Whitney U test. \*\* 0.001 < p < 0.01. Source data are provided as a Source Data file.

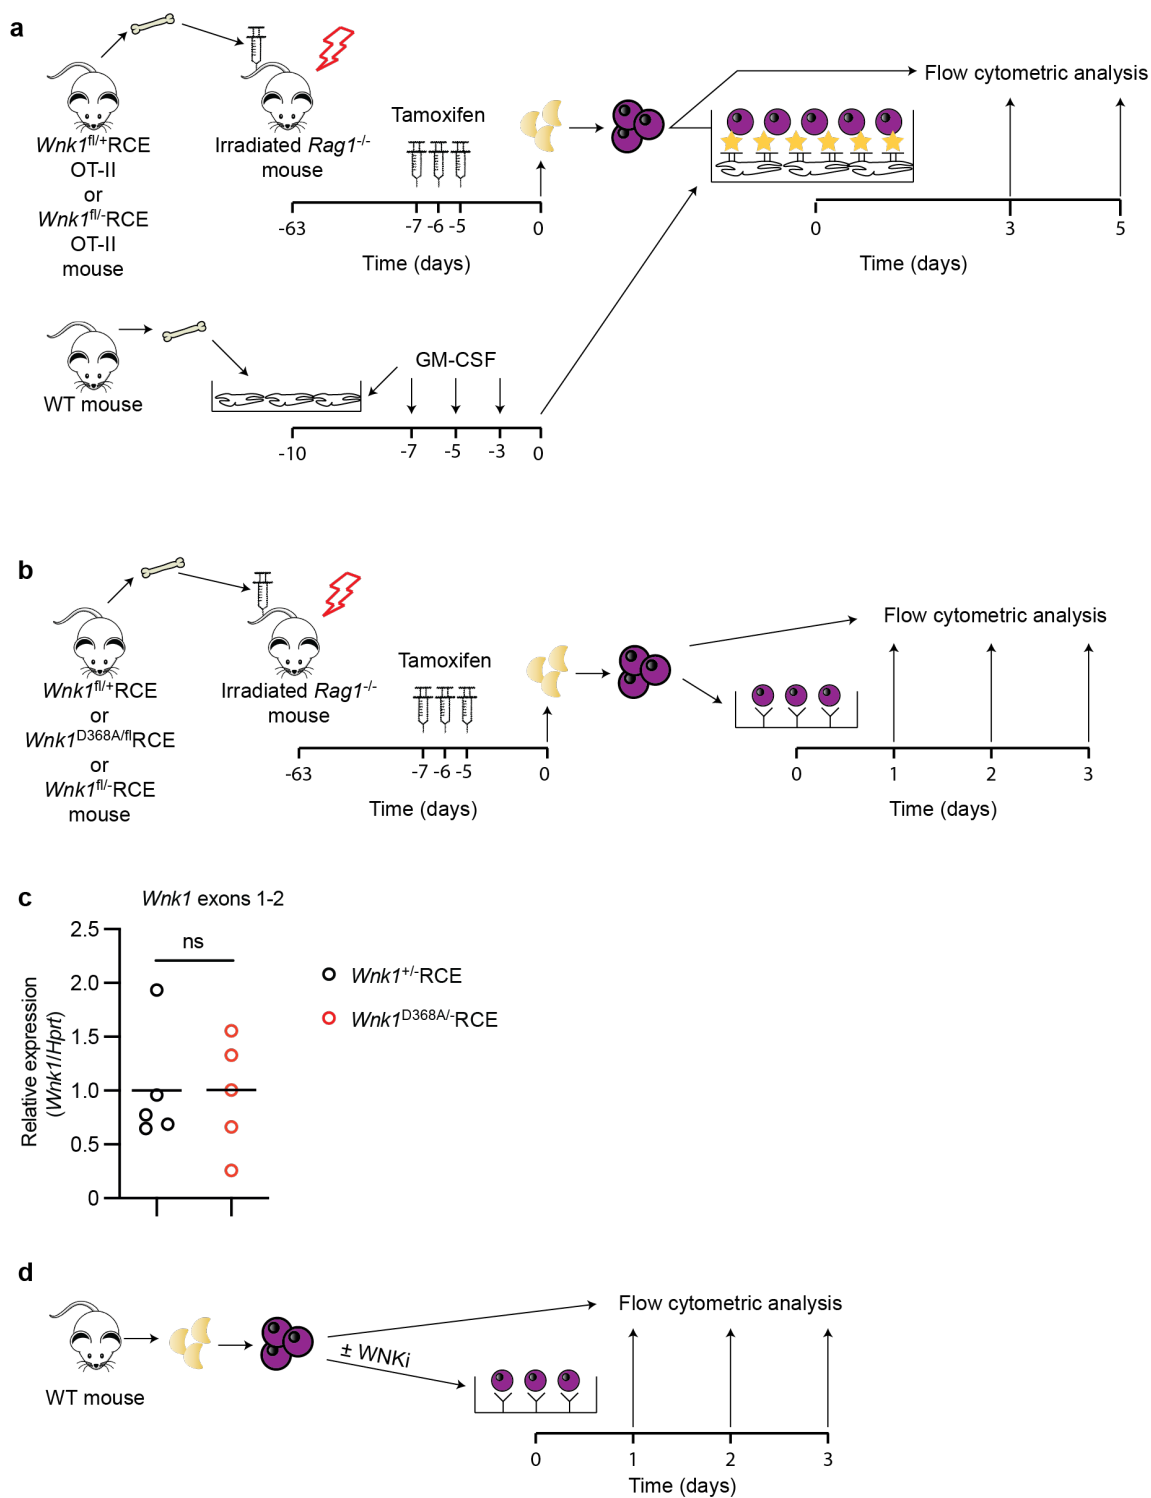

**Supplementary Figure 2. *In vitro* analysis of activation of WNK1-deficient CD4<sup>+</sup> T cells.**

(a) Bone marrow from *Wnk1<sup>fl/+</sup>*RCE OT-II and *Wnk1<sup>fl/-</sup>*RCE OT-II mice was transferred into irradiated RAG1-deficient mice. At least 8 weeks later, the chimeras were treated with tamoxifen on three successive days to delete the floxed exon 2 of *Wnk1*, lymph nodes harvested 7 d after start of tamoxifen treatment and WNK1-expressing (*Wnk1<sup>+/-</sup>*RCE OT-II) or WNK1-deficient (*Wnk1<sup>-/-</sup>*RCE OT-II) naïve CD4<sup>+</sup> T cells purified. APCs were generated from WT bone marrow cells cultured in GM-CSF containing medium for 10 d. T cells were labelled with CTV and co-cultured with APCs for up to 5 days, in the presence of indicated concentrations of OVA<sub>323-339</sub> peptide and analyzed by flow cytometry. (b) Bone marrow from *Wnk1<sup>fl/+</sup>*RCE, *Wnk1<sup>fl/-</sup>*RCE or *Wnk1<sup>D368A/fl</sup>*RCE mice was transferred into irradiated RAG1-deficient mice. At least 8 weeks later, the chimeras were treated with tamoxifen on three successive days, lymph nodes harvested 7 d after start of tamoxifen treatment and WNK1-expressing (*Wnk1<sup>+/-</sup>*RCE), WNK1-deficient (*Wnk1<sup>-/-</sup>*RCE) or WNK1-D368A expressing (*Wnk1<sup>D368A/-</sup>*RCE) naïve CD4<sup>+</sup> T cells were purified. T cells were labelled with CTV and activated using plate-bound anti-CD3 $\epsilon$  and anti-CD28 antibodies and analyzed by flow cytometry up to 3 d later. (c) Graph of qPCR measurement of mRNA levels of *Wnk1* (exons 1-2) relative to *Hprt* in *Wnk1<sup>+/-</sup>*RCE and *Wnk1<sup>D368A/-</sup>*RCE naïve CD4<sup>+</sup> T cells generated as in Supplementary Figure 2b, normalized to median level in *Wnk1<sup>+/-</sup>*RCE T cells which was set to 1 (n = 5). Each point represents a different mouse; horizontal lines show median; data pooled from 2 independent experiments (c). Statistical analysis carried out using the Mann-Whitney U test; ns, not significant. (d) WT naïve CD4<sup>+</sup> T cells were labelled with CTV, activated on anti-CD3 $\epsilon$  and anti-CD28 antibodies in the presence or absence of WNKi and analyzed at indicated time points. WNKi, WNK inhibitor (WNK463). Source data are provided as a Source Data file.

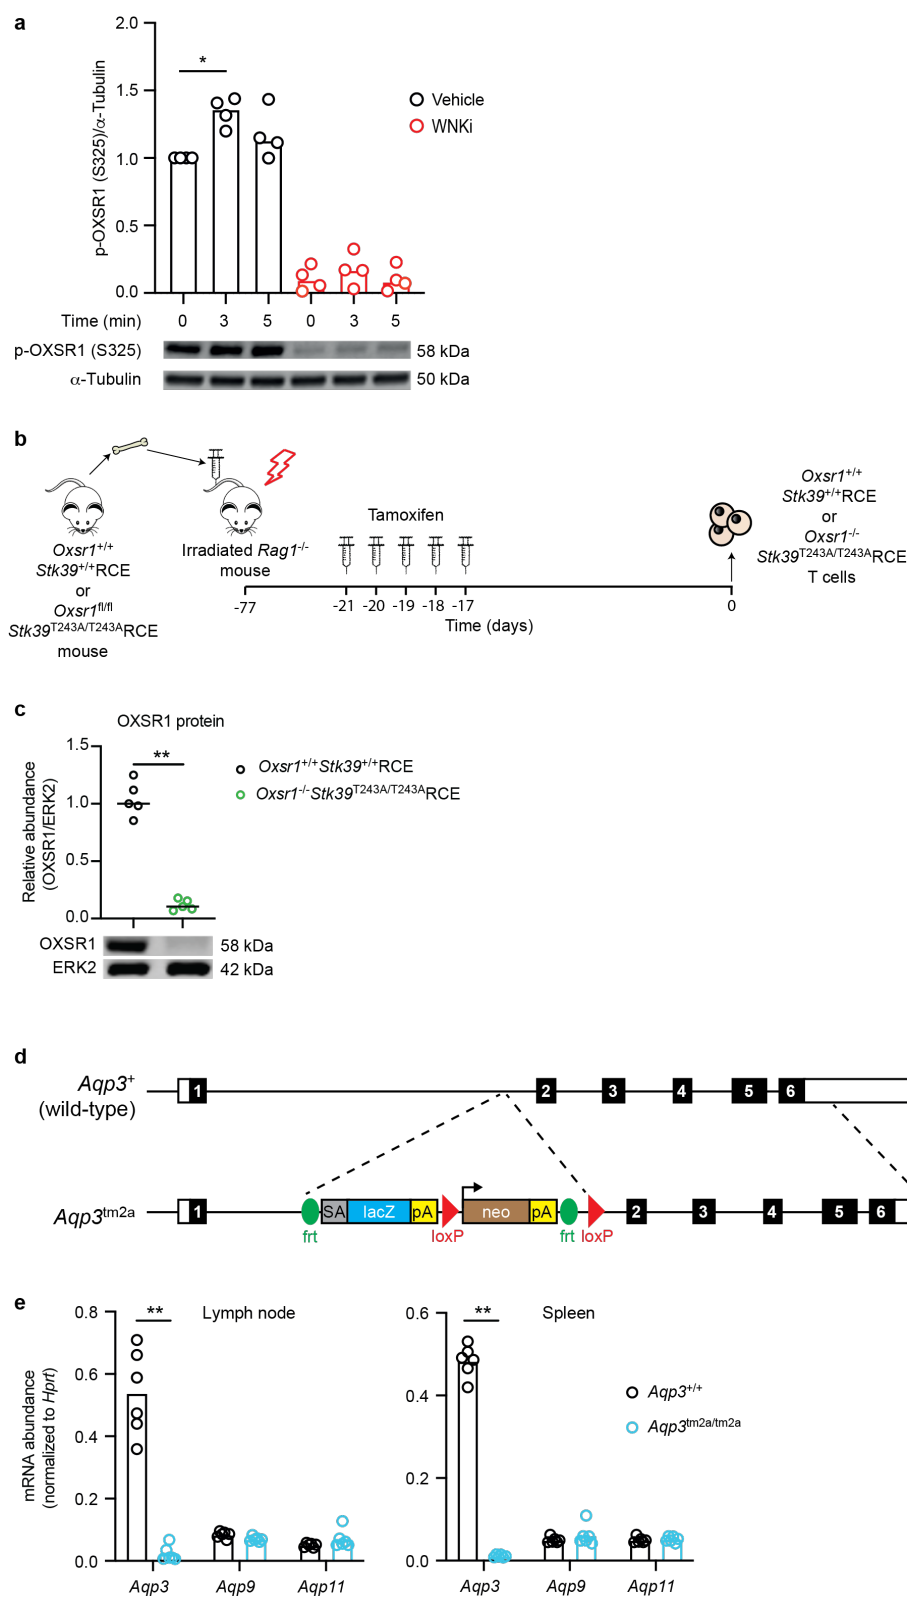

**Supplementary Figure 3. Generation of CD4<sup>+</sup> T cells with mutations in both *Oxsr1* and *Stk39*.**

(a) Graph and example immunoblot of p-OXSR1 (S325) and  $\alpha$ -tubulin from lysates of naïve CD4<sup>+</sup> T cells stimulated by cross-linking soluble anti-CD3 $\epsilon$  and anti-CD28 antibodies for indicated timepoints (n=4). Data normalised to vehicle-treated sample at time 0 min which was set to 1. WNKi, WNK inhibitor (WNK463). Protein sizes in kDa. (b) Bone marrow from *Oxsr1*<sup>+/+</sup>*Stk39*<sup>+/+</sup>RCE and *Oxsr1*<sup>fl/fl</sup>*Stk39*<sup>T243A/T243A</sup>RCE mice was transferred into irradiated RAG1-deficient mice. At least 8 weeks later, the chimeras were treated with tamoxifen on five successive days to delete the floxed exons 9 and 10 of *Oxsr1*, lymph nodes harvested 21 d after start of tamoxifen treatment and *Oxsr1*<sup>+/+</sup>*Stk39*<sup>+/+</sup>RCE or *Oxsr1*<sup>-/-</sup>*Stk39*<sup>T243A/T243A</sup>RCE naïve CD4<sup>+</sup> T cells purified. (c) Abundance of OXSR1 in *Oxsr1*<sup>+/+</sup>*Stk39*<sup>+/+</sup>RCE or *Oxsr1*<sup>-/-</sup>*Stk39*<sup>T243A/T243A</sup>RCE CD4<sup>+</sup> T cells was determined by immunoblotting total cell lysates for OXSR1 and ERK2 and normalizing the ratio of OXSR1 to ERK2 to the median value in *Oxsr1*<sup>+/+</sup>*Stk39*<sup>+/+</sup>RCE T cells which was set to 1 (example immunoblot shown below graph) (n = 5). (d) Diagram showing the structure of the wild-type (*Aqp3*<sup>+</sup>) and *Aqp3*<sup>tm2a(EUCOMM)Wtsi</sup> (*Aqp3*<sup>tm2a</sup>) *Aqp3* alleles. The latter contains a splice acceptor (SA), lacZ gene, polyadenylation site (pA), a neo gene with its own promoter, and another pA site inserted into intron 1. Rectangles depict exons 1-6 with coding and non-coding regions in black and white respectively. Also indicated are integrated frt and loxP sites. (e) Graph of qPCR measurement of mRNA levels of *Aqp3*, *Aqp9* and *Aqp11* in lymph node or splenic CD4<sup>+</sup> T cells of the indicated genotypes, normalized to expression of *Hprt* (n=6). Each point represents a different mouse; horizontal lines or columns indicate median; data shown from 1 experiment representative of 2 independent experiments (c) or pooled from 3 (a) or 2 (e) independent experiments. Statistical analysis carried out using the Mann-Whitney U test; \* p<0.05, \*\* 0.001 < p < 0.01. Source data are provided as a Source Data file.

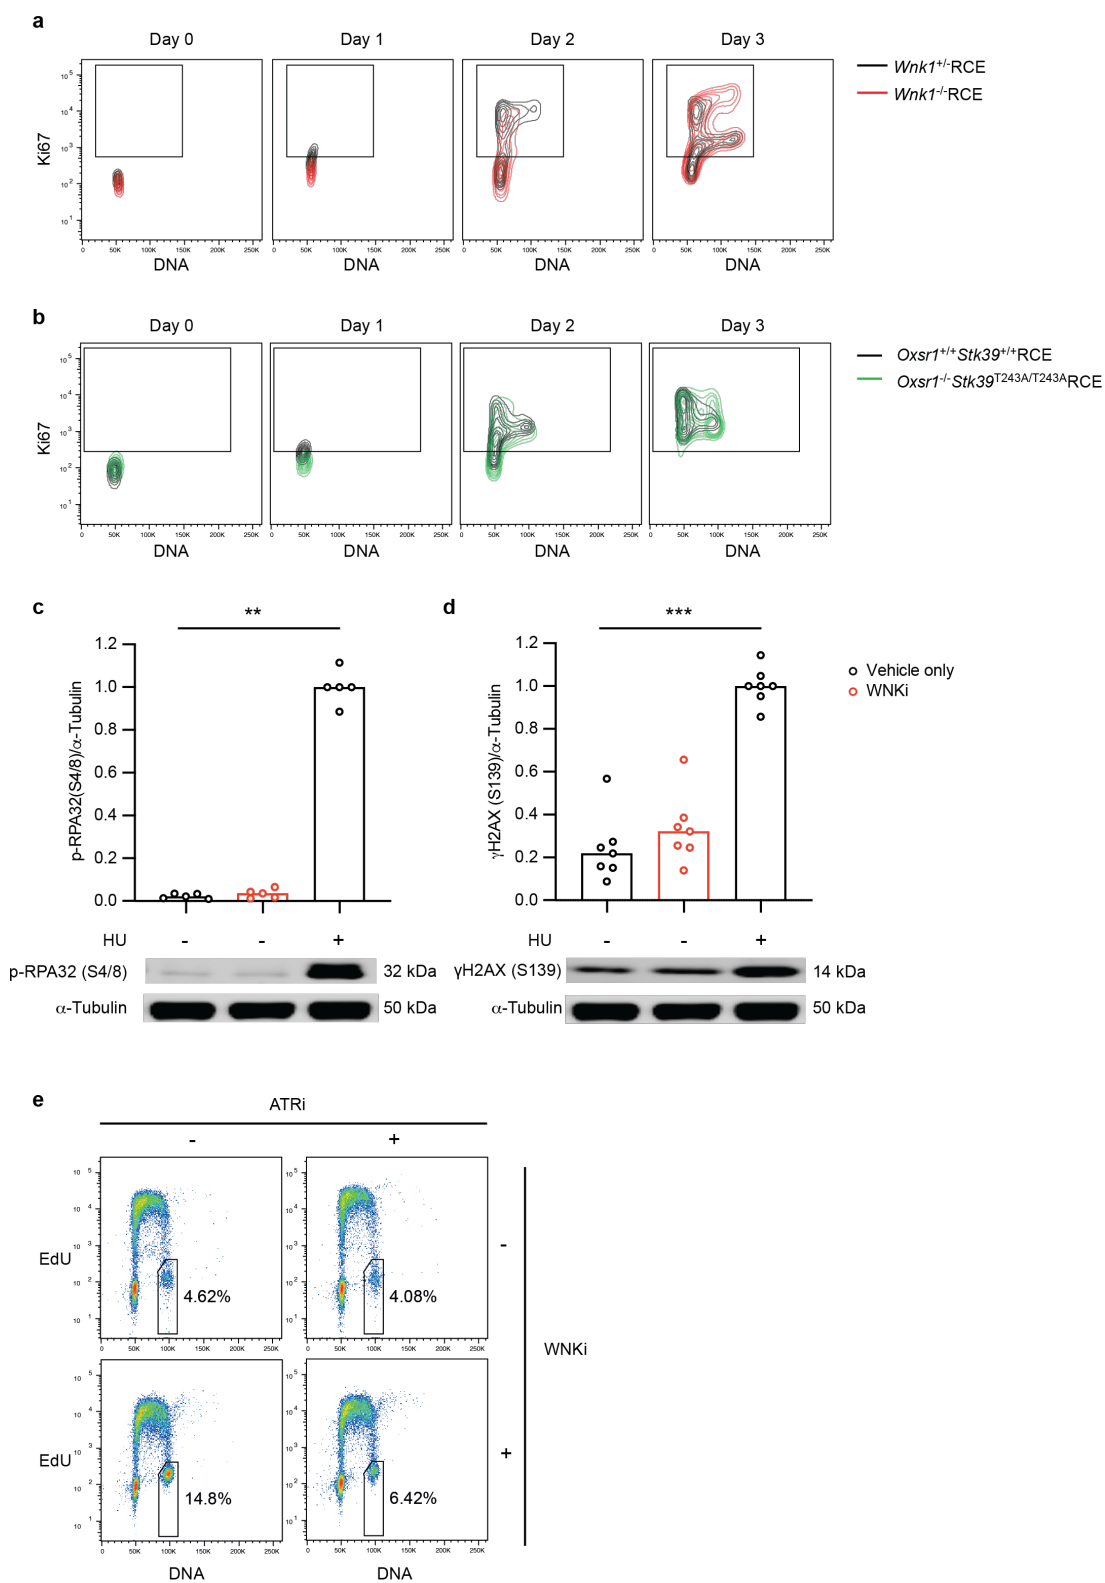

**Supplementary Figure 4. Delayed TCR/CD28-induced entry into G1 in CD4<sup>+</sup> T cells with mutations in *Wnk1*, *Oxsr1* and *Stk39*.**

(a, b) Example flow cytometric density plots of Ki67 expression and DNA content of CD4<sup>+</sup> T cells of the indicated genotypes activated on plate-bound anti-CD3 $\epsilon$  and anti-CD28 antibodies for the indicated times. Gates show Ki67<sup>+</sup> populations used to generate data in Figures 3a, f. (c, d) Graphs showing abundance of p-RPA32 (S4/S8) (c) and  $\gamma$ H2AX (S139) (d) relative to Tubulin in CD4<sup>+</sup> T cells activated on plate-bound anti-CD3 $\epsilon$  and anti-CD28 antibodies for 3 d in the presence of WNKi or vehicle only (c, n=5; d, n=7). Where indicated, 4 mM hydroxyurea (HU) was added for the final 2 h of culture. Amounts of p-RPA32 and  $\gamma$ H2AX were determined by immunoblotting total cell lysates with antibodies to these phosphorylated proteins and to Tubulin and normalizing the resulting pRPA32/tubulin and  $\gamma$ H2AX/tubulin ratios to the median ratio in HU-treated cells which was set to 1. Note the same tubulin loading control is used in both c and d. Columns show median; each point represents a single mouse. Protein sizes in kDa. (e) Representative flow cytometric pseudocolor plots of DNA and EdU content of single, live CD4<sup>+</sup> T cells activated for 72 h on anti-CD3 $\epsilon$ - and anti-CD28-coated cell culture dishes. Cells were treated with WNKi for 72 h or ATRi for 6 h where indicated and pulsed with EdU for the final 30 min of the culture. Gates indicate cells in G2/M used to generate data in Figure 4j, numbers indicate percentage of cells falling into the gate. Data pooled from 3 independent experiments (c, d). Statistical analysis carried out using Mann-Whitney U test. \*\* 0.001 < p < 0.01; \*\*\*0.0001<p<0.001. Source data are provided as a Source Data file.

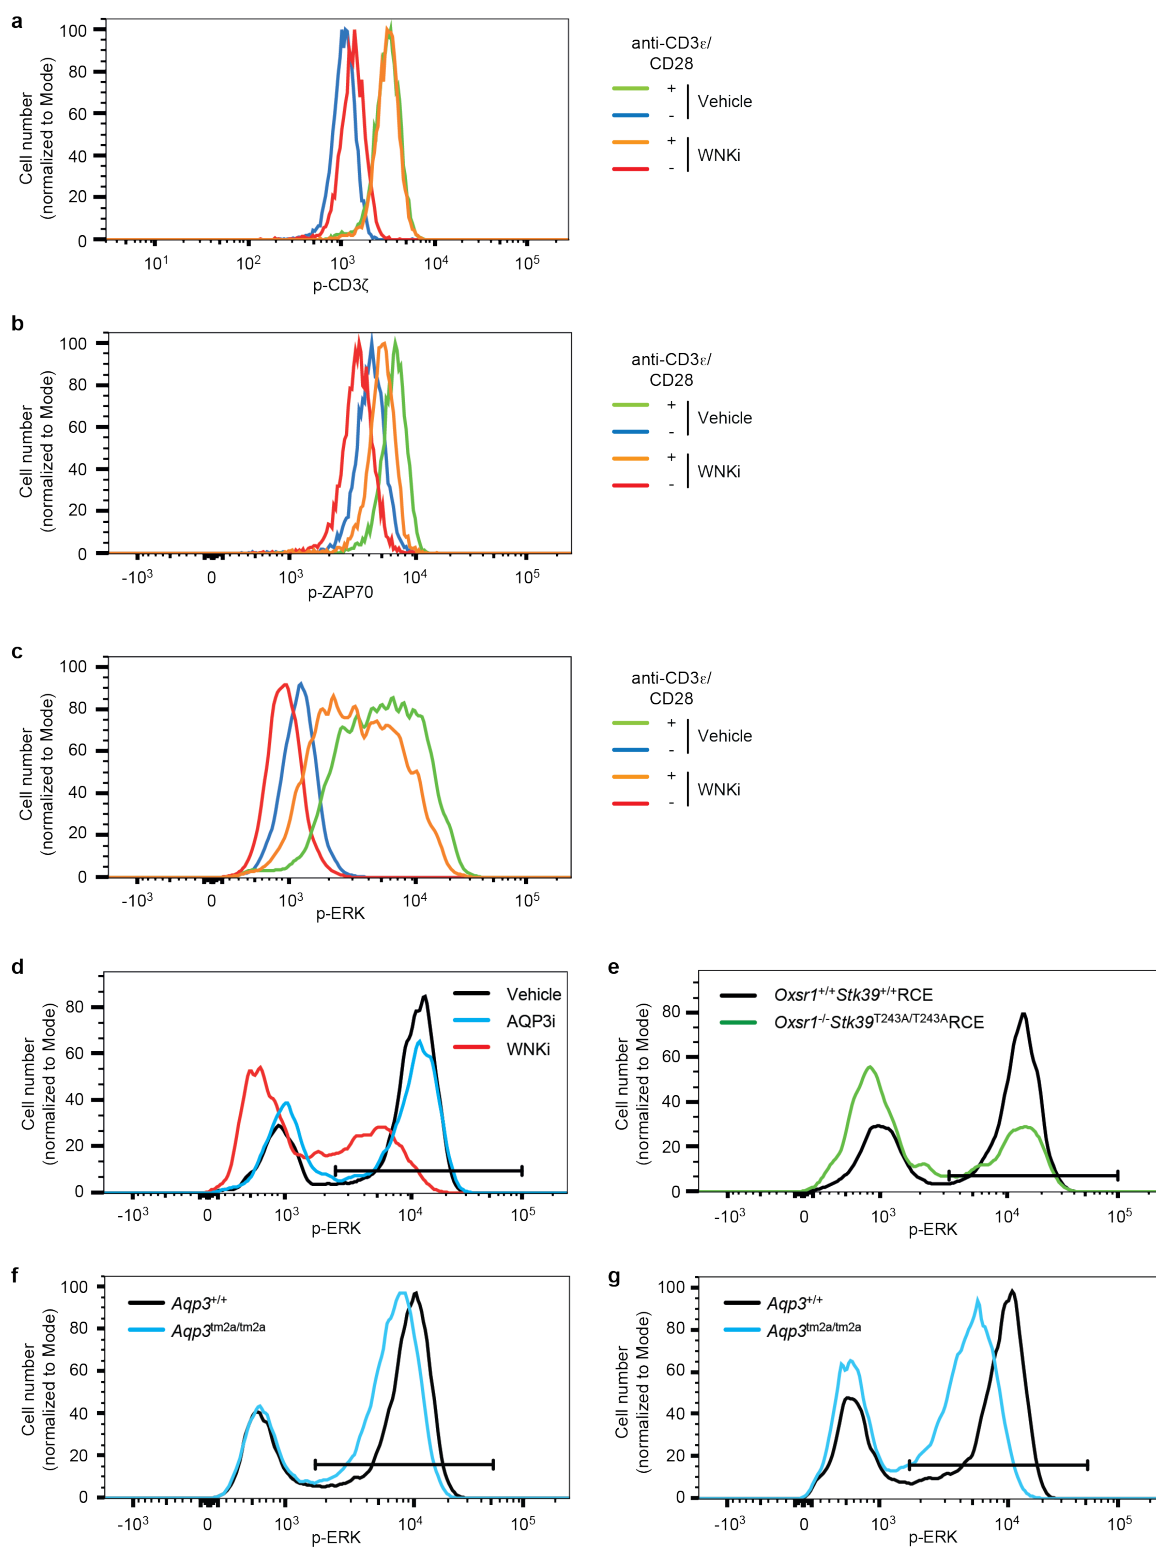

Supplementary Figure 5. Flow cytometric analysis of early TCR signaling.

**(a-g)** Example flow cytometric histograms of intracellular staining with antibodies for p-CD3 $\zeta$  (Y142) (a), p-ZAP70 (Y319) (b), and p-ERK1/2 (T202/Y204) (c-g) of CD4<sup>+</sup> T cells from lymph nodes (a-f) or spleen (g) that had been activated or not with soluble anti-CD3 $\epsilon$  and anti-CD28 antibodies for 2 min (a-c) or with plate-bound antibodies for 1 h (d-g). Cells were treated with inhibitors as indicated. Cells were from C57BL/6J mice (a-d) or were of the indicated genotypes (e-g). Gating for p-ERK high cells is shown (d-g). WNKi, WNK inhibitor (WNK463); AQP3i, AQP3 inhibitor (DFP00173).

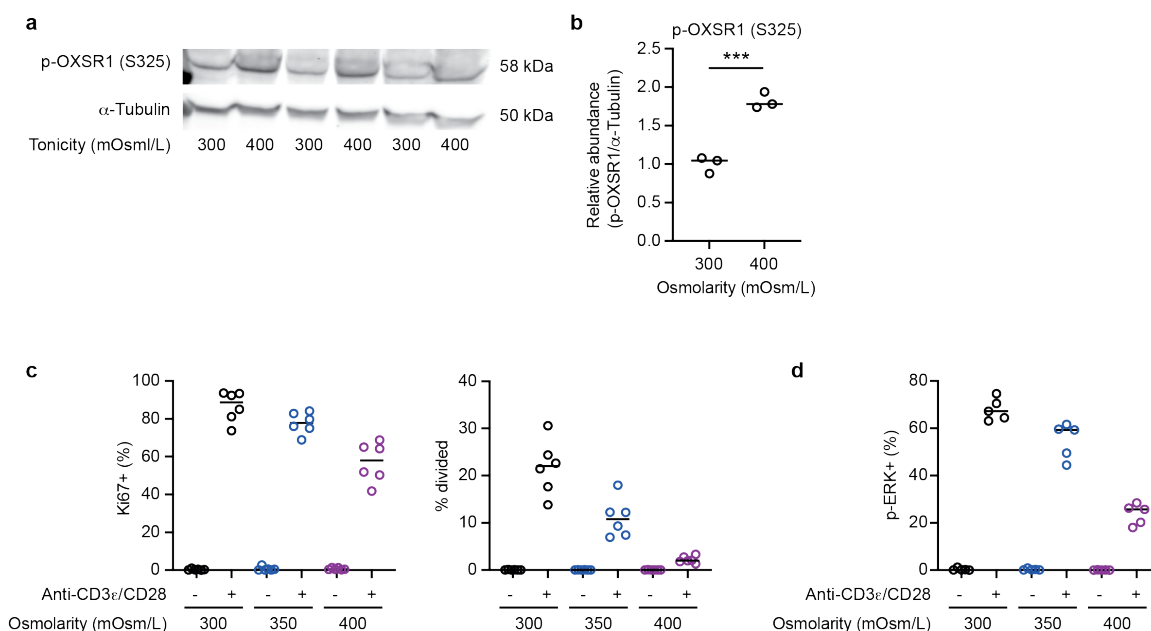

### Supplementary Figure 6. Effect of hypertonicity on T cell activation.

(a, b) Immunoblot of cell lysates from CD4<sup>+</sup> T cells treated with isotonic (300 mOsm/L) or hypertonic (400 mOsm/L) for 5 min and probed with antibodies to p-OXSR1 (S325) and  $\alpha$ -tubulin (a). Protein sizes in kDa. Graph showing abundance of p-OXSR1 (S325) normalized to  $\alpha$ -tubulin and then to the signal in cells in isotonic medium in cells at two different osmolarities quantified from the immunoblot in a (n=3) (b). (c, d) CD4<sup>+</sup> T cells activated with plate-bound anti-CD3 $\epsilon$  and anti-CD28 antibodies in isotonic (300 mOsm/L) or hypertonic (350 or 400 mOsm/L) medium for 2 days (c) or 1 h (d). Graphs show % Ki67<sup>+</sup> cells (n=6), % of cells that have divided (n=6) and % p-ERK<sup>+</sup> cells (n=5). Each dot is an independent biological replicate, lines indicate median. Data is from a single experiment (b) or pooled from 2 experiments (c, d). Statistical analysis carried out using the Mann-Whitney U test; \*\*\* p<0.001. Source data are provided as a Source Data file.

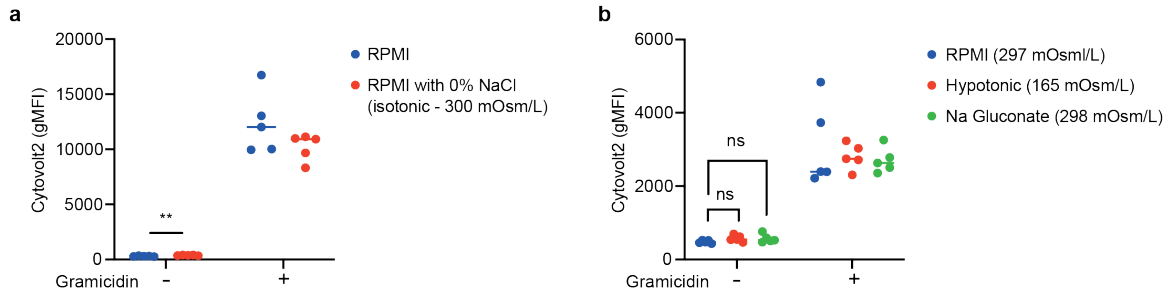

**Supplementary Figure 7. Altered NaCl concentrations and hypotonicity do not affect membrane potential.**

(a, b) Graphs showing geometric MFI (gMFI) of Cytovolt2 dye fluorescence, a measure of membrane potential, in CD4<sup>+</sup> T cells in RPMI or isotonic RPMI with 0% NaCl used in Figure 5b (a) or in cells in RPMI, or in isotonic RPMI in which NaCl had been replaced with Na gluconate or hypotonic medium as used in Figures 5c and 7a, b respectively (b) (n=5). As a positive control, cells were treated with gramicidin to depolarize the membrane. Data is pooled from 2 experiments. Statistical analysis carried out using the Mann-Whitney U test; \*\* 0.001 < p < 0.01; ns, not significant. Source data are provided as a Source Data file.

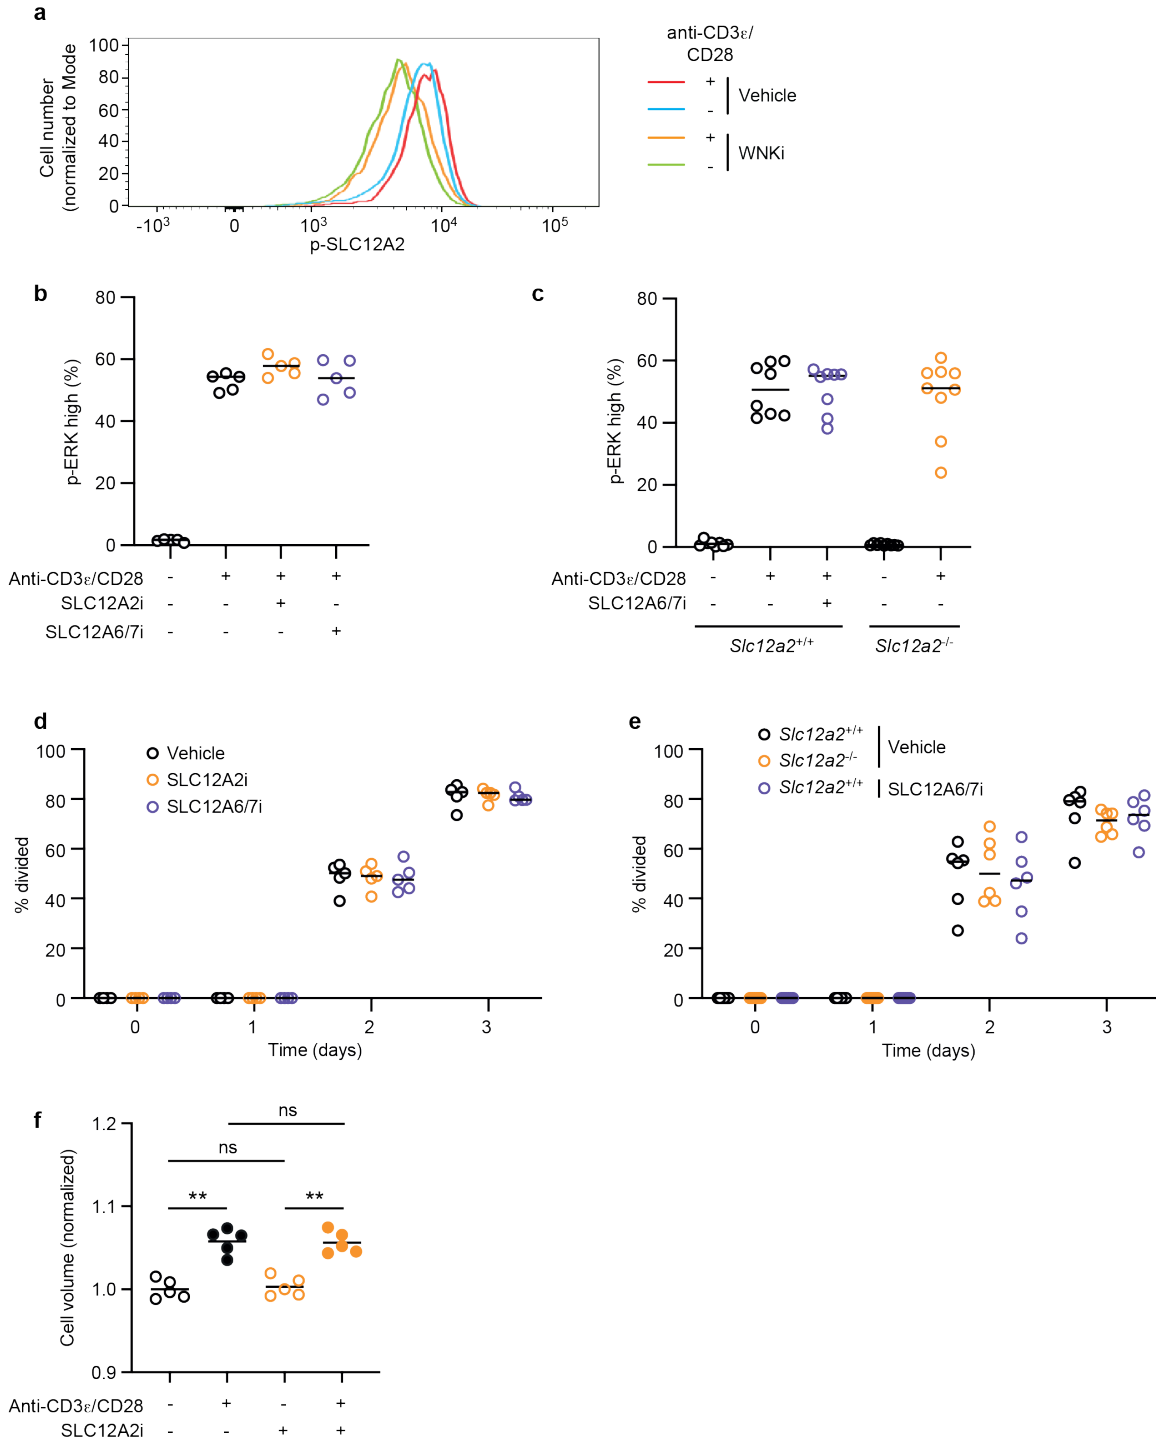

**Supplementary Figure 8. SLC12A2, SLC12A6 and SLC12A7 are not required for TCR-induced activation or proliferation.**

(a) Example flow cytometric histograms of intracellular staining with an antibody for p-SLC12A2 (T203/T207/T212) in CD4<sup>+</sup> T cells that had been activated or not with plate-

bound antibodies for 1 h in the presence or absence of WNKi. **(b-c)** Percentage of p-ERK high CD4<sup>+</sup> T cells that had been activated or not with plate-bound antibodies for 1 h in the presence or absence of inhibitors. Cells were from C57BL/6J mice (b) or of the indicated genotypes (c) (b, n=5; c, *Slc12a2*<sup>+/+</sup> n=8, *Slc12a2*<sup>-/-</sup> n=9). **(d-e)** CTV-labelled CD4<sup>+</sup> T cells were incubated with plate-bound antibodies for the indicated times and CTV dilution was used to determine the percentage of cells that had divided at least once (d, days 0, 1: n=4, days 2, 3: n=5; e, n=6). **(f)** Volume of naïve WT CD4<sup>+</sup> T cells activated for 1 h in the presence of vehicle only or SLC12A2i on plate-bound anti-CD3 $\epsilon$  and anti-CD28 antibodies where indicated, determined using a Casy® cell counter and normalized to the mean volume of cells in the absence of stimulation or inhibitor. Each dot represents the modal volume of  $\geq 200$  cells (n=5). WNKi, WNK inhibitor (WNK463); SLC12A2i, SLC12A2 inhibitor (bumetanide); SLC12A6/7i, SLC12A6 and SLC12A7 inhibitor (DIOA). Dots represent cells from a single mouse, lines indicate median (b-e) or mean (f). Data pooled from 2 (b-e) or 1 (f) independent experiments. Statistical analysis with a Mann-Whitney test showed that SLC12A2i and SLC12A6/7i and the genetic loss of *Slc12a2* had no significant effect on the percentage of p-ERK high cells or the percentage of cells that had divided. \*\* 0.001 < p < 0.01; ns, not significant. Source data are provided as a Source Data file.

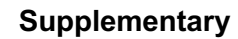

**Figure 9. Extracellular H<sub>2</sub>O<sub>2</sub> is not required for TCR-induced activation.**

**(a)** Representative flow cytometry plot of mouse naïve CD4<sup>+</sup> T cells stained with the reactive oxygen species indicator DCFDA, pre-incubated with catalase at the indicated concentrations. Where indicated, cells were treated with 1 mM H<sub>2</sub>O<sub>2</sub> for 30 min and analyzed using flow cytometry. **(b)** CD4<sup>+</sup> T cells were activated on plate-bound anti-CD3 $\epsilon$  and anti-CD28 antibodies for 1 h, as indicated, in the presence of different concentrations of catalase. Graph shows percentage p-ERK high cells (n=6). Data pooled from 2 experiments (b). Statistical analysis with a Mann-Whitney test showed that catalase had no significant effect (ns) on the percentage of p-ERK high cells. Source data are provided as a Source Data file.

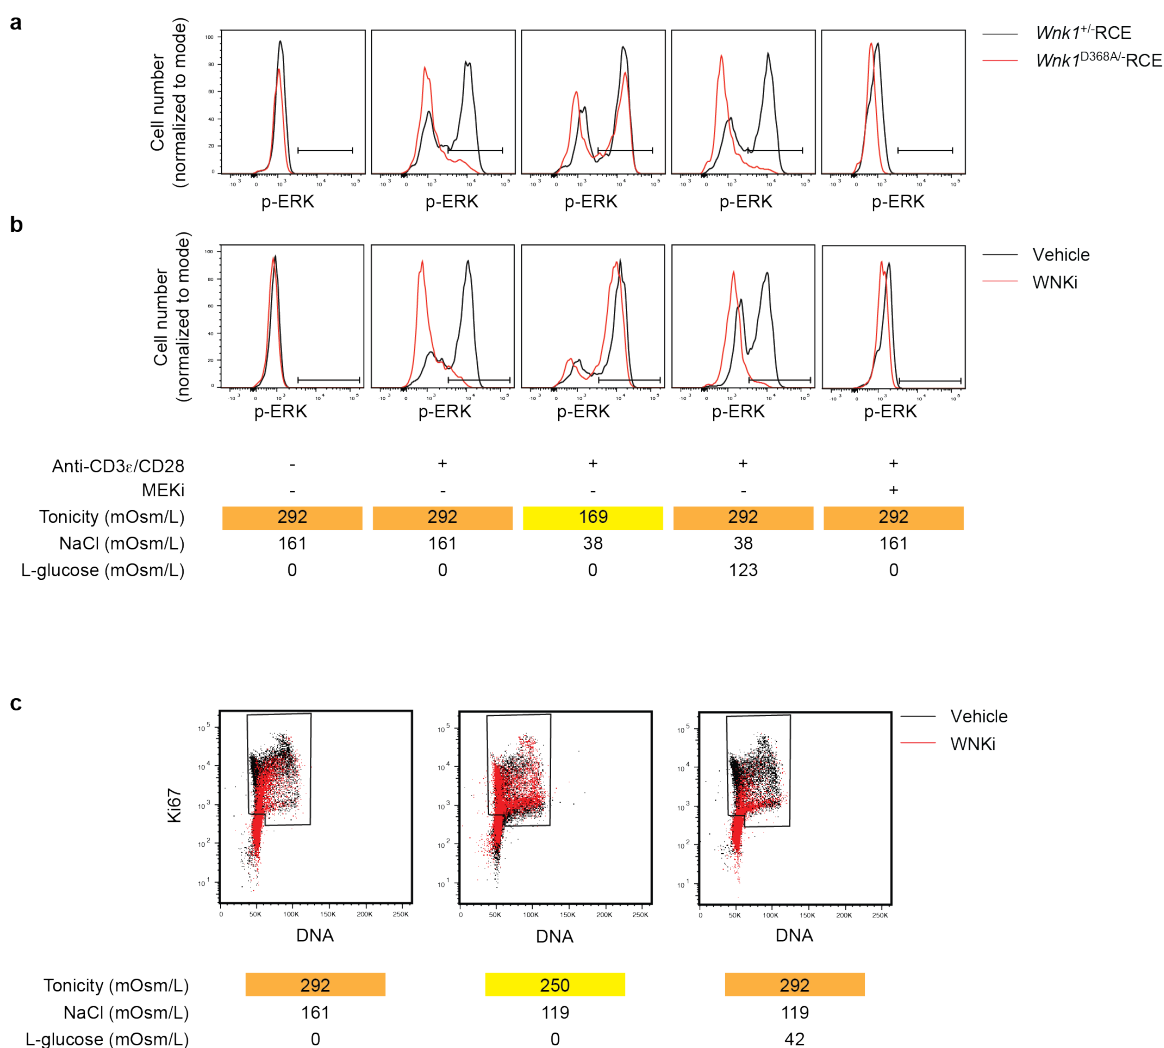

**Supplementary Figure 10. WNK1-dependent water influx is required for TCR signaling and G1 entry.**

(a, b) Histograms of phospho-ERK1/2 (p-ERK, T202/Y204) abundance in CD4<sup>+</sup> T cells activated for 1 h on plates coated with anti-CD3 $\epsilon$  and anti-CD28 antibodies at the tonicities indicated and in the presence of MEKi or vehicle only, measured by flow cytometry. Histograms show a comparison of *Wnk1*<sup>+/+</sup>RCE and *Wnk1*<sup>D368A/-</sup>RCE CD4<sup>+</sup> T cells (a) or WT CD4<sup>+</sup> T cells treated with WNKi or vehicle (b). Gate indicates p-ERK high cells. (c) Example dot plots of Ki67 expression and DNA content of WT CD4<sup>+</sup> T cells activated for 2 d on anti-CD3 $\epsilon$  and anti-CD28 antibodies in the presence of WNKi or vehicle only at the

tonicities indicated, made by altering NaCl and L-glucose concentrations, measured by flow cytometry; gate indicates Ki67<sup>+</sup> cells, excluding Ki67<sup>-</sup> cells in G0. WNKi, WNK inhibitor (WNK463).

**Supplementary Table 1. Antibodies used in this study.**

| <b>Antigen</b>       | <b>Clone</b>                | <b>Supplier</b>                     | <b>Dilution</b>         |
|----------------------|-----------------------------|-------------------------------------|-------------------------|
| ERK                  | 3A7                         | Cell Signaling<br>Technology        | 1:1000<br>(Immunoblot)  |
| OXS1                 | Polyclonal                  | MRC PPU<br>Reagents and<br>services | 1:1000<br>(Immunoblot)  |
| p-CHK1 (S345)        | 133D3                       | Cell Signaling<br>Technology        | 1:1000<br>(Immunoblot)  |
| p-OXS1 (S325)        | Polyclonal                  | MRC PPU<br>Reagents and<br>Services | 1:1000<br>(Immunoblot)  |
| p-RPA32 (S4/8)       | Polyclonal (#A300-<br>245A) | Bethyl Laboratories                 | 1:1000<br>(Immunoblot)  |
| $\alpha$ -Tubulin    | TAT-1                       | Cell Services STP,<br>Crick         | 1:15000<br>(Immunoblot) |
| $\gamma$ H2AX (S139) | JBW301                      | Merck Millipore                     | 1:10000<br>(Immunoblot) |
| Mouse IgG            | IRDye <sup>®</sup> 800CW    | LI-COR<br>Biosciences               | 1:4000<br>(Immunoblot)  |
| Mouse IgG            | Alexa Fluor 680             | ThermoFisher<br>Scientific          | 1:4000<br>(Immunoblot)  |
| Rabbit IgG           | IRDye <sup>®</sup> 800CW    | LI-COR<br>Biosciences               | 1:4000<br>(Immunoblot)  |
| Rabbit IgG           | Alexa Fluor 680             | ThermoFisher                        | 1:4000                  |

|                         |                          |                           |                                                                |
|-------------------------|--------------------------|---------------------------|----------------------------------------------------------------|
|                         |                          | Scientific                | (Immunoblot)                                                   |
| Sheep IgG               | Alexa Fluor 680          | ThermoFisher Scientific   | 1:4000<br>(Immunoblot)                                         |
| CD3 $\epsilon$          | 145-2C11                 | Tonbo Biosciences         | 1:125 (plate-bound stimulation)<br>1:50 (soluble stimulation)  |
| CD28                    | 37.51                    | Biolegend                 | 1:250 (plate-bound stimulation)<br>1:100 (soluble stimulation) |
| Hamster IgG (H&L chain) | Polyclonal (#ABIN101378) | Antibodies-online.com     | 1:25 (soluble stimulation)                                     |
| CD4                     | GK1.5                    | ThermoFisher Scientific   | 1:200 (FACS)                                                   |
| CD45.1                  | A20                      | ThermoFisher Scientific   | 1:100 (FACS)                                                   |
| CD45.2                  | 104                      | Biolegend                 | 1:100 (FACS)                                                   |
| CXCR5                   | 2G8                      | BD Biosciences            | 1:100 (FACS)                                                   |
| Ki67                    | SolA15                   | ThermoFisher Scientific   | 1:100 (FACS)                                                   |
| p-CD3 $\xi$ (Y142)      | K25-407.69               | BD Biosciences            | 1:400 (1.25 $\mu$ g/mL)<br>(FACS)                              |
| p-ERK1 (T202/Y204)      | Polyclonal (#9101)       | Cell Signaling Technology | 1:50 (FACS)                                                    |

|                               |                                                          |                              |              |
|-------------------------------|----------------------------------------------------------|------------------------------|--------------|
| p-ERK2<br>(T185/Y187)         | Polyclonal<br>(#9101)                                    | Cell Signaling<br>Technology | 1:50 (FACS)  |
| p-MPM2 (S/TP<br>motif)        | MPM-2                                                    | Merck Millipore              | 1:100 (FACS) |
| p-ZAP-70 (Y319)               | 65E4                                                     | Cell Signaling<br>Technology | 1:400 (FACS) |
| p-SLC12A2<br>(T203/T207/T212) | Polyclonal                                               | MRC PPU                      | 1:200 (FACS) |
| PD-1                          | 29F.1A12                                                 | Biolegend                    | 1:100 (FACS) |
| Mouse IgG<br>(H&L chain)      | Donkey polyclonal<br>(highly cross-<br>adsorbed) – AF488 | ThermoFisher<br>Scientific   | 1:500 (FACS) |
| Rabbit IgG<br>(H&L chain)     | Goat polyclonal<br>(highly cross-<br>adsorbed) – AF647   | ThermoFisher<br>Scientific   | 1:500 (FACS) |
| Sheep IgG                     | Donkey Polyclonal<br>(highly cross-<br>adsorbed) – CF647 | Biotium                      | 1:500 (FACS) |
| Streptavidin                  | APC                                                      | ThermoFisher<br>Scientific   | 1:500 (FACS) |

**Supplementary Data 1. RNAseq data for WNK1-deficient and control CD4<sup>+</sup> T cells.**

# Supplementary material for: WNK1-dependent water influx is required for CD4+ T cell activation and T cell-dependent antibody responses
**Source:** Nat Commun. 2025 Feb 21;16:1857. doi: 10.1038/s41467-025-56778-x
**Supplement:** Supplementary file 2 — Description of Additional Supplementary Files

### **Description of Additional Supplementary Files**

#### **Supplementary Data 1. RNAseq data for WNK1-deficient and control CD4<sup>+</sup> T cells.**

Excel file containing expression of genes (in transcripts per million, tpm) determined using RNAseq in 12 samples of CD4<sup>+</sup> T cells: 6 *Wnk1*<sup>+/-</sup>RCE and 6 *Wnk1*<sup>-/-</sup>RCE.

# Supplementary material for: WNK1-dependent water influx is required for CD4+ T cell activation and T cell-dependent antibody responses
**Source:** Nat Commun. 2025 Feb 21;16:1857. doi: 10.1038/s41467-025-56778-x
**Supplement:** Supplementary file 4 — Reporting Summary

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- |                                     |                                     |                                                                                                                                                                                                                                                            |
|-------------------------------------|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | A description of all covariates tested                                                                                                                                                                                                                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | For null hypothesis testing, the test statistic (e.g. $F$ , $t$ , $r$ ) with confidence intervals, effect sizes, degrees of freedom and $P$ value noted<br><i>Give <math>P</math> values as exact values whenever suitable.</i>                            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | Estimates of effect sizes (e.g. Cohen's $d$ , Pearson's $r$ ), indicating how they were calculated                                                                                                                                                         |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

### Software and code

Policy information about [availability of computer code](#)

Data collection

Flow cytometry data was collected using BD FACSDiva. Western blot data was collected using Image Studio.

Data analysis

Flow cytometry was analyzed using FlowJo (BD) versions 9 and 10. Statistical analysis and data visualization were performed using GraphPad Prism version 8 and Adobe Illustrator.

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

The data that support the findings of this study are provided in a Source Data file.

## Human research participants

Policy information about [studies involving human research participants and Sex and Gender in Research.](#)

### Reporting on sex and gender

Use the terms sex (biological attribute) and gender (shaped by social and cultural circumstances) carefully in order to avoid confusing both terms. Indicate if findings apply to only one sex or gender; describe whether sex and gender were considered in study design whether sex and/or gender was determined based on self-reporting or assigned and methods used. Provide in the source data disaggregated sex and gender data where this information has been collected, and consent has been obtained for sharing of individual-level data; provide overall numbers in this Reporting Summary. Please state if this information has not been collected. Report sex- and gender-based analyses where performed, justify reasons for lack of sex- and gender-based analysis.

### Population characteristics

Describe the covariate-relevant population characteristics of the human research participants (e.g. age, genotypic information, past and current diagnosis and treatment categories). If you filled out the behavioural & social sciences study design questions and have nothing to add here, write "See above."

### Recruitment

Describe how participants were recruited. Outline any potential self-selection bias or other biases that may be present and how these are likely to impact results.

### Ethics oversight

Identify the organization(s) that approved the study protocol.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

### Sample size

No statistical method was used to predetermine sample size. In vitro and in vivo experiments provide multiple cells from multiple mice for robust analysis.

### Data exclusions

For cell cycle and proliferation experiments, dead cells (as determined by LIVE/DEAD Near-IR cell viability dye uptake) were removed.

### Replication

All experiments were performed multiple times, and all replication attempts were successful.

### Randomization

Experimental animals were not randomized.

### Blinding

No blinding was performed.

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |

### Methods

| n/a                                 | Involved in the study                              |
|-------------------------------------|----------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                      |
|-----------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | See table S1.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                        |
| Validation      | <p>ERK 3A7: p44/42 MAPK (Erk1/2) (3A7) Mouse mAb detects endogenous levels of total p44/42 MAP kinase (Erk1/2). It does not cross-react with either JNK/SAPK or p38 MAP kinase. It has been cited in 586 publications.</p> <p>OXSRI: polyclonal antibody, has been verified using Western blotting for the correct size. It has been cited in 1 publication.</p> <p>p-CHK1 (133D3): Phospho-Chk1 (Ser345) (133D3) Rabbit mAb detects endogenous levels of Chk1 only when phosphorylated at serine 345, validated by Western blotting. It has been cited in 708 publications.</p> <p>p-OXSRI: polyclonal antibody, has been verified using Western blotting for correct size, and band intensity is dependent on WNK1 activity. It has been cited in 3 publications.</p> <p>pRPA32 (A300-245A): polyclonal antibody. It has been validated by Fortis Life Sciences according to their standard procedures. It has been cited in 106 publications.</p> <p>a-Tubulin (TAT-1): produced in-house at the Francis Crick Institute, derived from commercially available hybridoma cell lines.</p> <p>gH2AX (S139): Recognizes Histone H2A.X phosphorylated at Ser139. It has been cited in 2466 publications.</p> <p>CD4 (GK1.5) This antibody was verified by Relative expression to ensure that the antibody binds to the antigen stated. It has been cited in 30 publications.</p> <p>CD45.1 (A20): This antibody was verified by Cell treatment to ensure that the antibody binds to the antigen stated. It has been cited in 38 publications.</p> <p>CD45.2 (104): This antibody has been reported for use in flow cytometric analysis, immunoprecipitation, and immunohistochemical staining of frozen tissue sections. The 104 antibody does not react with mouse cells expressing the CD45.1 alloantigen. It has been cited in 117 publications.</p> <p>CXCR5 (2G8): This antibody has been shown to be reactive to mouse epitopes using QC testing. It has been cited in 7 publications.</p> <p>Ki67 (SolA15): This antibody was verified by Cell treatment to ensure that the antibody binds to the antigen stated. It has been cited in 266 publications.</p> <p>p-CD3x (Y142) (K25-407.69): This antibody has been cited in 14 publications.</p> <p>p-ERK1/p-ERK2 (9101): Phospho-p44/42 MAPK (Erk1/2) (Thr202/Tyr204) Antibody detects endogenous levels of p44 and p42 MAP Kinase (Erk1 and Erk2) when phosphorylated either individually or dually at Thr202 and Tyr204 of Erk1 (Thr185 and Tyr187 of Erk2). The antibody does not cross-react with the corresponding phosphorylated residues of either JNK/SAPK or p38 MAP Kinase, and does not cross-react with non-phosphorylated Erk1/2. This antibody has been cited in 7108 publications.</p> <p>p-MPM2 (MPM-2): Anti-phospho-Ser/Thr-Pro MPM-2 Antibody is a Mouse Monoclonal Antibody for detection of phospho-Ser/Thr-Pro and has been tested in ELISA, IHC, IP &amp; WB. This antibody has been cited in 195 publications.</p> <p>p-ZAP-70 (Y319) (65E4): Phospho-Zap-70 (Tyr319)/Syk (Tyr352) (65E4) Rabbit mAb detects endogenous levels of Zap-70 only when phosphorylated at Tyr319. This antibody has been cited in 66 publications.</p> <p>PD-1 (29F.1A12): This antibody has been verified to react to mouse PD-1, and demonstrated functionally in vivo by blocking of PD-1/PD-L signaling, and in vitro by PD-1 neutralization. It has been cited in 31 publications.</p> |

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

|                         |                                                                                                                                                                                               |
|-------------------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | Mice                                                                                                                                                                                          |
| Wild animals            | None                                                                                                                                                                                          |
| Reporting on sex        | Mice were sex-matched within an experiment. Both male and female mice were used; sex-based analysis was not performed.                                                                        |
| Field-collected samples | Not applicable                                                                                                                                                                                |
| Ethics oversight        | All experiments were approved by the Francis Crick Institute Animal Welfare Ethical Review Board and were carried out under the authority of a Project Licence granted by the UK Home Office. |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

Sample preparation

Mouse T cells were isolated as described in the Methods section.

Instrument

LSR Fortessa (BD)

Software

FACSDiva for acquisition, FLOWJo for analysis and data visualisation

Cell population abundance

No cells were sorted. Routine cell purity exceeded 90% CD4+ T cells following bead-based negative selection.

Gating strategy

All experiments were performed on purified naive CD4+ T cells. Lymphocytes were gated using FSC/SSC, and live cells were selected using LIVE/DEAD near-IR dye. CD4+ T cells were next gated on CD4 levels and further analyzed.

- ☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

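The values came from the table of normalized counts that the authors deposited, with 48795 genes and 72 RNA sequencing libraries of CD4+ T cells. The labels gave each library a genotype, *Wnk1*+/-RCE or *Wnk1*-/-RCE, and a time of stimulation on plate-bound antibodies to CD3 and CD28 (0, 1, 3, 6, 12 or 24 h), with 6 libraries per genotype and time point. The paper reports on the 12 libraries at 0 h. The labels describe naive cells that were sorted by flow cytometry from chimeras of female mice, whereas the paper's reporting summary states that no cells were sorted, that selection was by beads and that mice of both sexes were used. *Xist* was between 8847 and 24852 normalized counts in all 72 libraries. The lane named in a library's label was the same for all libraries of a time point, so that lane and time point cannot be told apart, while the genotypes of a time point shared a lane.

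According to the labels and the methods, single-end reads of 75 bases were trimmed with Trimmomatic, aligned to GRCm38 with STAR, counted per gene with RSEM and normalized with DESeq2. The paper's text and the labels do not state the annotation release or whether the counting used strand. The deposited signal values are thus gene counts that the authors divided by a size factor for each library. The values above 0 in 71 libraries were whole multiples of a step for each library, which was checked on 1261392 values, and reads were recovered by division by that step. In the remaining library, of *Wnk1*+/-RCE cells at 6 h, the step was too near 1 to tell whole reads from rounded values. That library was left out of the tests that need reads and was kept in all others. The recovered libraries held between 10454019 and 26653459 reads on genes, with a median of 18697345. The precision of a count follows from these reads, and a limit of 3 reads was used for a count of 0. Gene names, coordinates and exons were taken from the GENCODE annotation of GRCm38 (release M21), which held 48349 of the 48795 identifiers. Normalized counts per kilobase used the length of all exons of a gene joined. The copy of Supplementary Data 1 that was read held 1999 rows of TPM and did not hold the *Aqp* genes in *Wnk1*-/-RCE cells, so that the paper's change of these genes was not compared.

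For the *Wnk*, *Oxsr1*, *Stk39*, *Slc12a* and *Aqp* genes, the genotypes at 0 h were compared by an exact two-sided permutation test of the difference in mean log2(normalized count + 1). For all genes with a mean of at least 10 normalized counts, limma 3.58.1 with a trend of variance with mean was fitted to the same log2 values in R 4.3.3, once for each time point on its 12 libraries. Interaction terms of genotype and time were fitted on the 24 libraries of 0 h and 1 later time point. Genes were counted as different at a Benjamini-Hochberg adjusted p-value under 0.05. On simulated data with 200 changed genes, the limma comparison recovered 97% of them, and 3.96% of its calls were false. The interaction term recovered 91%, with 4.71% false. The simulation took its means and spread from the libraries at 0 h and changed far fewer genes than the real comparisons called. These rates thus need not hold for the real comparisons or for later time points. *Slc12a* and *Aqp* genes were counted as expressed with at least 10 normalized counts in each of the 6 *Wnk1*+/-RCE libraries at 0 h.

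Gene lists fixed in advance were scored as the mean log2(normalized count + 1) of their genes. They were an ERK immediate-early list of 17 genes, a TCR activation list of 16, a G1/S list of 18, a G2/M list of 16 and an osmotic stress list of 8. Each was compared between genotypes at each time point by the exact permutation test, with adjustment over the 30 pairs of list and time point. Marker lists of B cells (8 genes), CD8 T cells (2), myeloid cells (7), effector or memory T cells (10), regulatory T cells (3) and sex (5) were compared at 0 h. An activation axis ran from the mean of *Wnk1*+/-RCE cells at 0 h to their mean at 24 h over 12578 genes, and each library was given its position on it. Genes were named by rule: the genes of the paper, and the genes with the largest rises and falls among those past the adjusted threshold, with a mean of at least 50 normalized counts and no overlap between genotypes (5 in each direction at 0 h and 3 in each direction at later times). Neighbours of *Wnk1* were compared with other genes by Fisher's exact test. Results of some genes of the paper are not reported here.

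The alternatives were pseudocounts of 0.1 and 10, other minimum counts, scaling of each library to the same total, quantile normalization, limma without the trend, edgeR 4.0.16 and DESeq2 1.42.0 on the recovered reads, a minimum change of 2-fold, all 72 libraries in a single fit, and each library left out in turn. A block by the order of the labels was added for the genotype comparisons, the interaction terms and the gene lists. For the gene lists, the median in place of the mean and limma's camera and fry were also tried. Counts of different genes were compared with those from 100 divisions of the same libraries. Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1 were used for the remaining steps.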

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

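Some tests of this part were chosen only after the result was seen. They include the tests of the genes changed at least 2-fold at 0 h against marker lists and against the B cell marker score. They also include the sign-flip test by the order of the labels and the list tests without a library far from its group. The other tests of this part were chosen before.

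The paper does not report a comparison of the genotypes over all genes. At 0 h, 7785 of 12350 genes differed between *Wnk1*-/-RCE and *Wnk1*+/-RCE cells by limma, 3719 higher and 4066 lower. After stimulation, 7104 genes differed at 1 h, 7384 at 3 h, 3319 at 6 h, 5632 at 12 h and 4376 at 24 h. At each of the 6 time points, 1 of 100 divisions of the 12 libraries into 6 and 6, the real one, gave as many genes. After each library's trends with GC content and exon length were removed, 7825 genes differed at 0 h, 6893 at 1 h, 7432 at 3 h, 3515 at 6 h, 5913 at 12 h and 4644 at 24 h, which argues against such trends as the whole cause. With the reads of each time point's libraries thinned to the same number, 7715, 6999, 7334, 2683, 5487 and 4104 genes differed, which argues against unequal library size.

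The difference between genotypes changed with stimulation. By the interaction term, the difference at 1 h was unlike that at 0 h for 3590 genes, that at 3 h for 4954, that at 6 h for 1381, that at 12 h for 3368 and that at 24 h for 2074. As many genes were found in 2 of 100 divisions for 1 h, the real one included, and in 1 of 100, the real one, for each of the other time points. Lane and time point were the same grouping, so a change between time points and a difference between lanes cannot be told apart; the genotypes shared a lane at each time point.

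Other explanations of the genes that differed at 0 h were tested. Of these genes, 1.19% lay within 10 Mb of *Wnk1*, where 64.1% of the tested genes differed, against 63% elsewhere (odds ratio 1.05, Fisher's exact p = 0.863). Local effects of sequence within 10 Mb of *Wnk1* thus leave most of the genes unexplained. Effects of such sequence on genes elsewhere, and segments farther from *Wnk1*, were not tested, so sequence carried with the targeted alleles stays open for them. The highest count of a listed Y-linked gene in any library was 5.05, which argues against a difference in the sex of the mice. The 10 most abundant genes held 7.30% of the counts in *Wnk1*+/-RCE cells and 7.69% in *Wnk1*-/-RCE cells (exact permutation test, p = 0.162), and 8156 genes differed with each library scaled to the same total. The B cell markers were lower in *Wnk1*-/-RCE cells, by a log2 difference of -1.75 (exact permutation test, adjusted p = 0.0260), which bears on B cells only, so cells of another type in one genotype's libraries and the genotype cannot be told apart by it as a source of these differences. Whether *Wnk1*-/-RCE cells at 0 h resembled activated cells stayed open: across genes, which are not independent replicates, the genotype difference and the change of *Wnk1*+/-RCE cells from 1 h to 24 h had r = 0.167 (rho = 0.154), and 7 of 100 divisions gave an r as large. The loss of WNK1 stays among the open explanations, as untested apart from the genotypes themselves.

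Of the 895 genes changed at least 2-fold at 0 h, 549 were higher in *Wnk1*-/-RCE cells. The B cell markers (-1.75) and the CD8 T cell markers (-1.21, adjusted p = 0.0260 for both, exact permutation tests) were lower in *Wnk1*-/-RCE cells, which argues against B cells or CD8 T cells in the *Wnk1*-/-RCE libraries as the cause of the rises. The myeloid markers differed by 0.0219 (adjusted p = 0.957, exact permutation test) over genes that went both ways, most of them with few reads, so myeloid cells in the *Wnk1*-/-RCE libraries and the genotype cannot be told apart. The effector or memory T cell markers differed by -0.34 (adjusted p = 0.159, exact permutation test). The regulatory T cell markers differed by -0.25 (adjusted p = 0.182, exact permutation test). Neither passed the threshold, and each list held genes that went both ways. Such cells in the *Wnk1*-/-RCE libraries and the genotype thus cannot be told apart. Cell types without a marker list were not tested. The other 346 genes were lower, and B cells in the *Wnk1*+/-RCE libraries could account for some of them. Outside the marker list, 12 of 342 such genes (3.51%) had r over 0.7 with the B cell marker score within groups, against 1.60% of the other genes. With the score permuted within groups, a median of 2 of the 342 genes did so (permutation test, p = 0.0011, 10000 permutations). The other genes were not part of that test. These 12 genes leave most of the falls without such a relation, but a score over 6 libraries per group is noisy, so that B cells and genotype cannot be told apart for these genes. *Cd74* of the B cell list rose from 301 ± 139 to 648 ± 139 normalized counts (SD, n = 6 each). The most abundant marker, *Ighm*, was at 6728 ± 374 and 5093 ± 400 normalized counts (SD, n = 6 each), and *Cd79a* was at 34.9 ± 18.0 and 6.65 ± 3.52 (SD, n = 6 each).

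The scores of the gene lists differed between genotypes at several time points, which the paper does not report. Log2 differences are given as *Wnk1*-/-RCE less *Wnk1*+/-RCE cells, and adjusted p-values are from the exact permutation test over the 30 pairs. The ERK immediate-early list was higher by 0.65 at 1 h, 0.49 at 3 h, 0.46 at 6 h, 0.31 at 12 h and 0.62 at 24 h, with all 6 *Wnk1*-/-RCE libraries above every control at 1, 3 and 12 h and 5 of 6 at 6 and 24 h. The TCR activation list was higher by 0.70 at 0 h, 0.58 at 1 h, 0.67 at 12 h and 1.26 at 24 h, in 6 of 6 libraries at 0 and 1 h and 5 of 6 at 12 and 24 h. The G1/S list was higher by 0.32 at 0 h, 0.23 at 1 h and 0.60 at 3 h, and the G2/M list by 0.43 at 3 h, in 6 of 6 libraries each. The osmotic stress list was higher by 0.28 at 0 h, 0.31 at 1 h, 0.39 at 3 h, 0.34 at 12 h and 0.44 at 24 h, in 6 of 6 libraries except at 1 h, with 5 of 6. The adjusted p-values of these 18 differences ranged from 0.00500 to 0.0361. Limma's camera called 12 of the 30 pairs and fry 20, and the calls of camera held under fry except for TCR activation at 6 h. The other 12 pairs did not pass the threshold: ERK immediate-early at 0 h (0.22), TCR activation at 3 h (0.19) and 6 h (0.81, adjusted p = 0.0547; 0.0493 by an exact sign-flip test of libraries at the same place in the order of the labels), G1/S at 6 h (0.25), 12 h (0.08) and 24 h (-0.48), G2/M at 0 h (-0.14), 1 h (0.06), 6 h (0.20), 12 h (0.08) and 24 h (-0.89), and osmotic stress at 6 h (0.24). Calls of the ERK immediate-early and osmotic stress lists depended on the mean as summary: with the median, the former was lower in *Wnk1*-/-RCE cells at 12 h (-0.51, adjusted p = 0.00722) and the latter at 0 h (-0.22, adjusted p = 0.0236, exact permutation tests), the opposite of the rises given above, so that no direction is drawn for these pairs. Whether a list's difference changed between time points was not tested. No list shared a gene with another, and *Ier3* of the ERK immediate-early list was also among the genes with the largest rises. By limma, the log2 difference of *Ier3* was 4.04 at 6 h, 4.83 at 12 h and 5.52 at 24 h. The list's mean over 17 genes at these times thus rests in part on this gene. Of the 17 genes, 11 were higher and 6 lower at 6 h, 8 and 9 at 12 h, and 12 and 5 at 24 h. A trend with GC content or exon length, or unequal library size, was tested on the counts of genes and not on the lists. No biological explanation other than genotype was tested.

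On the axis from *Wnk1*+/-RCE cells at 0 h (position 0) to *Wnk1*+/-RCE cells at 24 h (position 1), *Wnk1*-/-RCE libraries were ahead by 0.103 at 1 h (exact permutation test, p = 0.00216), with all 6 above every control. At 0 h, which was not tested because it defines the axis, they were already ahead by 0.176, so the gap had narrowed at 1 h: *Wnk1*+/-RCE cells had moved by 0.305 from their position at 0 h and *Wnk1*-/-RCE cells by 0.232. Without the genes that differed at 0 h, the gap was 0.0880 at 0 h and 0.0521 at 1 h. The position at 1 h thus carries the difference at 0 h, and a slower and a faster course after stimulation cannot be told apart by it; the narrowing was not tested. The differences of 0.0410 at 3 h (p = 0.0519), 0.109 at 6 h (p = 0.0823) and 0.0525 at 12 h (p = 0.0909, exact permutation tests) did not pass the threshold, and at these times a lag and no lag cannot be told apart by this test with 6 libraries per genotype.

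In 21 of 163 groups of 6 libraries, a single library lay far from the other 5, where chance gives 8.15. At 0 h, these were *H2-Ob* in *Wnk1*+/-RCE cells (660.7 normalized counts, others 606.8 to 625.5), the G1/S list in *Wnk1*+/-RCE cells (7.42, others 7.50 to 7.53), and in *Wnk1*-/-RCE cells *Aqp11* (20.47 normalized counts, others 15.3 to 17.2), *Lgals1* (69.4, others 32.8 to 45.8), *Mirt1* (81.9, others 51.5 to 59.1) and *Ahnak* (348, others 198 to 234). At 1 h, a single *Wnk1*-/-RCE library, A19, was above the others in the ERK immediate-early list (11.6), the TCR activation list (10.9) and the G1/S list (8.66). At 3 h, *Gm15675* was 387 normalized counts in a *Wnk1*+/-RCE library (others 178 to 230) and *Adgrg5* was 201 in a *Wnk1*-/-RCE library (others 105 to 139). At 6 h, *Ier3* was 77.2 in a *Wnk1*+/-RCE library (others 9.20 to 20.7) and *Gm9855* was 18.0 in a *Wnk1*-/-RCE library (others 0 to 3.48). The *Wnk1*-/-RCE library A43 at 6 h was lower in the ERK immediate-early list (10.6) and the TCR activation list (10.7) and higher in the G2/M list (6.74), and library A47 was higher in the osmotic stress list (12.2). At 12 h, a *Wnk1*+/-RCE library was lower in the ERK immediate-early list (9.995) and a *Wnk1*-/-RCE library, A55, in the TCR activation list (10.7). At 24 h, *Ier3* was 16.3 in a *Wnk1*+/-RCE library (others 3.18 to 7.77) and the *Wnk1*-/-RCE library A67 was lower in the TCR activation list (9.90). Without A43, the TCR activation list at 6 h differed by 1.05 (adjusted p = 0.00866, exact permutation test) in place of 0.81 (adjusted p = 0.0547), and the G2/M list at 6 h changed direction, to -0.13. Without the library named, the other 9 list differences kept their direction and their side of the threshold. A19 and A43 account for 6 of the 21, and lists scored in the same library are not independent. For the single genes, neither a technical nor a biological explanation was tested. A43, A55 and A67 each came first among the *Wnk1*-/-RCE libraries of their time point in the order of the labels. A19 was also first, at 1 h, but lay above the others, as did the first *Wnk1*-/-RCE library at 3 h, A31, in the TCR activation list (13.1, others 12.4 to 12.7), so the first library was not lower at all times. The spread at 6, 12 and 24 h is weighed with the other observations.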

How the results depend on the processing

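The tests by the order of the labels were chosen only after the result was seen. The length of the longest transcript, the omission of the libraries far from their group and the blocks by the order of the labels were alternatives chosen after seeing the data; all others were set before the data were examined. The labels give each library its own number, from A1 to A72, and no replicate number shared between genotypes or time points, so no pairing was set before. Within a genotype, libraries at the same place in the order of the labels were related at 6, 12 and 24 h. Between 0 h and later time points, their deviations from the group means had r from -0.134 to 0.194 over all genes. Between 0 h and 1 or 3 h, this r was positive at every place in both genotypes, from 0.0285 to 0.194. Libraries at different places then had a mean r from -0.0215 to -0.0119. Between 0 h and 6, 12 or 24 h, the r of libraries at the same place went both ways, from -0.134 to 0.173. With that place as a replicate block, the interaction terms gave 3634 genes at 1 h, 4903 at 3 h, 997 at 6 h, 3012 at 12 h and 1666 at 24 h, within 1.5 times the counts without it. Between genotypes, libraries at the same place had r from -0.276 to 0.567 over all genes, not over 0.1 in every pair at any time point. Their scores on the main component of the differences within groups had r = 0.77 at 6 h, 0.682 at 12 h and 0.808 at 24 h. At 0, 1 and 3 h, this r was 0.1, -0.0895 and 0.346. These libraries thus share a place and are not shown to be pairs, but pairing at 6, 12 and 24 h stays open. With the place as a replicate block, 7545 genes differed at 0 h, 7118 at 1 h, 7597 at 3 h, 4665 at 6 h, 6239 at 12 h and 6003 at 24 h, within 1.5 times the counts without it. For the lists, an exact sign-flip test of these 6 pairs (smallest p = 0.0313) gave TCR activation at 6 h a call (0.81, adjusted p = 0.0493) and changed no other call. The cause was not tested for any of the changes given below, except where the construction of the alternative shows it.

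The 40 differences named by rule kept their direction and their side of the threshold under all 960 combinations with an alternative. Of the other alternatives, the requirement of a 2-fold change left 895 genes at 0 h, 923 at 1 h, 1166 at 3 h, 758 at 6 h, 1037 at 12 h and 1185 at 24 h, and 188, 622, 304, 597 and 562 genes for the interactions from 1 h to 24 h, by its construction. A single fit of all 72 libraries gave 4846 genes at 0 h and 5122 at 6 h. With each library left out in turn, the counts ranged from 7500 to 7682 at 0 h, 6648 to 7119 at 1 h, 6998 to 7744 at 3 h, 2745 to 4070 at 6 h, 5091 to 6088 at 12 h and 3718 to 5300 at 24 h; the highest counts at 6 h and 24 h were those without A43 and A67. All other alternatives gave counts within 1.5 times. The share of higher genes moved more than the counts. Under scaling to the same total it went from 47.8% to 68% at 0 h, 46.2% to 62.6% at 1 h, 48.6% to 61.0% at 3 h and 48.0% to 59.4% at 12 h, and in the interactions from 45.6% to 19.2% at 6 h, 44.3% to 32.3% at 12 h and 45.4% to 27.4% at 24 h. This scaling moved the median log2 difference at 0 h from -0.01 to 0.10. With a 2-fold change it was 61.3% at 0 h, 67.9% at 1 h, 81.8% at 3 h, 61.0% at 6 h (from 48.2%) and 78% in the interaction at 3 h (from 50.1%).

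Among the family genes, *Wnk2* passed the threshold under scaling to the same total (0.97) and ranged from 0.80 to 1.16 with each library left out. *Wnk4* (0.79) and *Oxsr1* (0.13) did not pass it in the fit of all 72 libraries. *Slc12a8* and *Slc12a9* changed sign under quantile normalization (-0.000698 and -0.0234) and, with *Aqp1*, when single libraries were left out, with ranges of -0.0428 to 0.34, -0.0283 to 0.0441 and -0.0577 to 0.34. *Slc12a3* passed the threshold without 1 library. With other minimum counts, 8 *Slc12a* genes were above 0 in at least 1 library, and 1 or 5 *Aqp* genes were counted in place of 3, with at least 50 normalized counts or any above 0. With the longest transcript as length, *Aqp3* was 6.86 times *Aqp9*. At 0 h, a count of at most 3 reads limits what can be said of *Wnk2*, *Wnk3*, *Slc12a5*, *Aqp1*, *Aqp5* and *Aqp7* in *Wnk1*+/-RCE cells.

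The list scores depended on the summary. With the median of the list's genes, the ERK immediate-early list reversed at 0 h (-0.43), 3 h (-0.0908), 12 h (-0.51, past the threshold in the other direction, adjusted p = 0.00722) and 24 h (-0.17) and lost its call at 1 h (0.30); the osmotic stress list reversed at 0 h (-0.22, past the threshold in the other direction, adjusted p = 0.0236, exact permutation tests) and 1 h (-0.16) and lost its calls at 3 h (0.0756) and 12 h (0.13); G1/S reversed at 12 h (-0.20), lost its call at 0 h (0.0404) and gained one at 6 h (0.29); G2/M lost its call at 3 h (0.49); and TCR activation gained one at 3 h (0.27). Scaling to the same total gave calls to TCR activation at 3 h (0.27) and 6 h (0.81). Quantile normalization gave one to TCR activation at 3 h (0.24), took that of G2/M at 3 h (0.10) and reversed G2/M at 1 h (-0.12) and 12 h (-0.00564). Camera's adjusted p-values did not pass for the ERK immediate-early list at 3 h (0.195), 6 h (0.246) and 12 h (0.724), for G1/S at 1 h (0.269) and for osmotic stress at 0 h (0.134), 1 h (0.0847) and 24 h (0.0701), and passed for TCR activation at 6 h (0.0220). Fry's did not pass for the ERK immediate-early list at 6 h (0.152) and 12 h (0.190) and for G1/S at 1 h (0.0654), and passed for the ERK immediate-early list at 0 h (0.000111), G1/S at 6 h (0.0263), G2/M at 12 h (0.0144) and osmotic stress at 6 h (0.0202). G2/M at 0 h was higher under camera (0.600) and fry (0.0434). Without A43, TCR activation at 6 h was 1.05 and G2/M at 6 h -0.13.

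The myeloid markers at 0 h fell with genes of at least 10 normalized counts (-1.21, which left *Itgam* alone) and with a pseudocount of 10 (-0.11). Under the same alternatives, the effector or memory markers (-0.41 and -0.23) and the sex markers (-0.35 and -0.10) passed the threshold. With all their genes, the differences were 0.02 for myeloid (adjusted p = 0.957), -0.34 for effector or memory (0.159), -0.25 for regulatory T cell (0.182), -0.21 for sex (0.159) and -1.21 for CD8 T cell markers (adjusted p = 0.0260, exact permutation tests). On the activation axis, scaling to the same total passed the threshold at 3 h (0.0539) and 12 h (0.0591). For neighbours of *Wnk1* within 2 Mb, the odds ratio was 0.733. The other results not named here kept their direction and their side of the threshold or moved by less than their spread under their alternatives.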

Differences from the paper's values

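No tests of this part were chosen only after the result was seen. The paper's values are log2 ratios of mean TPM from Supplementary Data 1, and the values set against them are differences in mean log2(normalized count + 1), both of *Wnk1*-/-RCE to *Wnk1*+/-RCE cells at 0 h. For *Wnk1* the difference was -0.56 and the paper's value is -0.0528. None of the alternatives set before the data were examined closed the gap; scaling to the same total gave -0.44 and quantile normalization -0.36. For *Wnk4* it was 0.79 against the paper's 1.31, and no such alternative closed the gap. For *Oxsr1* it was 0.13 against the paper's 0.28, for *Stk39* 0.71 against the paper's 0.88 and for *Slc12a4* 0.54 against the paper's 0.74. Scaling to the same total brought these within the spread between libraries (0.25, 0.83 and 0.65), and no other alternative did. For *Slc12a2* it was 1.13 against the paper's 1.32; scaling to the same total (1.25) and leaving out A1, A4, A10 or A11 (1.15 to 1.18) brought it within the spread between libraries, and the other alternatives did not move it nearer by as much; quantile normalization left it at 1.13, with a larger spread. For *Slc12a7* it was -0.36 against the paper's -0.18; scaling to the same total (-0.24) and quantile normalization (-0.24) closed the gap, and the others did not.

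The paper states that *Wnk2*, *Wnk3* and *Wnk4* showed no compensatory increase when WNK1 was lost. In the counts, *Wnk3* was at least 4.54-fold higher and *Wnk4* rose by a log2 difference of 0.79 (exact permutation test, adjusted p = 0.00394 for both), while *Wnk2* did not pass the threshold (0.94, adjusted p = 0.0633, exact permutation test) except under scaling to the same total and without A6 or A7. Limma called *Wnk4* on the 12 libraries at 0 h (adjusted p = 0.00104), and its fit of all 72 libraries did not. The TPM of Supplementary Data 1 rise as well, from a mean of 0.00667 to 0.270 for *Wnk3* and from 0.00167 to 0.0450 for *Wnk2*. The counts thus do not differ in direction from the paper's values. *Wnk1* had a mean of 204 TPM in *Wnk1*-/-RCE cells. Whether rises at so low a level are compensatory was not tested, so they do not contradict the paper's statement. The overlap of *Wnk3* with A230072E10Rik on the opposite strand also limits its count. The paper's legend states that the total amount of *Wnk1* mRNA is not lower in *Wnk1*-/-RCE cells; the counts of *Wnk1* were lower in all 6 *Wnk1*-/-RCE libraries than in every control.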

Other observations

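The tests of the transcript length of *Wnk1* and of the spread between libraries were chosen only after the result was seen.

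In 7 genes, the mean normalized count at 0 h was divided by the mean of the paper's TPM. For *Wnk1* this ratio changed by -0.508 on the log2 scale from *Wnk1*+/-RCE to *Wnk1*-/-RCE cells, against -0.20 to -0.05 for the other 6 genes. By arithmetic, this is the difference in counts less the difference in TPM, so it restates the gap and does not test its cause. A ratio of count to TPM follows the transcript length used for the TPM, but transcript lengths were not in the files, so a shift in the transcript lengths of *Wnk1* and other causes of the gap cannot be told apart. Only group means were compared.

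*Wnk1* was lower in *Wnk1*-/-RCE cells at each later time point. It was at 15585 ± 900 and 11622 ± 1440 normalized counts at 1 h, 38423 ± 3223 and 25596 ± 2328 at 3 h, 14655 ± 458 and 11969 ± 1108 at 6 h, 8840 ± 571 and 6246 ± 480 at 12 h and 8649 ± 617 and 6035 ± 270.2 at 24 h (SD, n = 6 each; exact permutation test, p = 0.00216 at each). Of the other genes the paper studies, *Mki67* was at 137 ± 40.7 and 52.8 ± 11.8 normalized counts at 0 h (SD, n = 6 each; log2 difference -1.33, exact permutation test, p = 0.00216) and at 1249 ± 1060 and 269.6 ± 228 at 24 h (SD, n = 6 each). Its log2 differences after stimulation were -0.90 at 1 h (p = 0.00433), -0.38 at 3 h (p = 0.113), -0.83 at 6 h (p = 0.123), -1.30 at 12 h (p = 0.0216) and -2.25 at 24 h (p = 0.104, exact permutation tests). At 0 h, the log2 differences were 0.02 for *Zap70*, -0.16 for *Mapk3*, -0.28 for *Atr* and 0.72 for *Chek1*. At 3 h, *Zap70* was at -0.49 (p = 0.00216) and *Mapk3* at -0.38 (p = 0.00649, exact permutation tests). *Atr* was then at -0.53 (p = 0.00216) and *Chek1* at 0.93 (p = 0.0108, exact permutation tests). At 24 h, *Zap70* was at -0.16 (p = 0.0498) and *Mapk3* at -0.19 (p = 0.498, exact permutation tests). *Atr* was then at -0.44 (p = 0.00216) and *Chek1* at -0.63 (p = 0.422, exact permutation tests). These p-values were not adjusted.

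The genes named by rule at 0 h came from 4556 genes that passed every criterion, and chance gives the separation of the groups in a share of 0.00216 of relabelings. *Ifi204* rose from 1.75 to 436 normalized counts, *Capn11* from 1.06 to 158, *Tgm2* from 17.9 to 841, *Adamtsl2* from 5.08 to 96.7 and *Adgrg5* from 33.4 to 514. *H2-Ob* fell from 625 to 33.6, *Lgals1* from 373 to 46.0, *Mirt1* from 421 to 60.3, A530021J07Rik from 106 to 15.2 and *Ahnak* from 1507 to 238. *Ifi204* belongs to a gene family, and reads shared between its members were not examined; *Tgm2* overlaps *Rprd1b* on the opposite strand. At 1 h, *Ifi204* was at least 88.1-fold and *Capn11* at least 30.2-fold higher and *Tgm2* rose (log2 difference 5.37), while *H2-Ob* (-3.76), *Tbc1d4* (-3.23) and *Cd55* (-2.86) fell. At 3 h, *Capn11* was at least 29.5-fold higher, *Adgrg5* (4.67) and *Scin* (4.17) rose, and *H2-Ob* (-3.62), *Gm15675* (-3.01) and *Cd55* (-2.95) fell. At 6 h, *Ier3* (4.04), *Kit* (3.64) and *Sytl3* (3.57) rose, *Magi1* was at least 76.8-fold lower, and *Gm9855* (-7.36) and *H2-Ob* (-3.69) fell. *Sytl3* overlaps *Ezr* on the opposite strand, which was at 8371 normalized counts at 0 h. At 12 h, *Mt2* (4.85), *Ier3* (4.83) and *Hspa2* (3.77) rose, *Magi1* was at least 59.1-fold and the pseudogene *Tdg-ps* at least 36.7-fold lower, and *Gm9855* (-7.18) fell. At 24 h, *Fscn1* (5.71), *Oaf* (5.60) and *Ier3* (5.52) rose, *Gm9855* was at least 74.8-fold lower, and *Magi1* (-6.20) and *H2-Ob* (-4.66) fell. Log2 differences and their adjusted p-values, up to 0.000154, are from limma.

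Libraries of a group differed from each other more at 6, 12 and 24 h than earlier. The main component of the differences within groups held 20.6% of their variance, with an SD of 3.63 at 0, 1 and 3 h and 26.0 at 6, 12 and 24 h. Over the 36 libraries at 6, 12 and 24 h, it had r = 0.978 and rho = 0.952 with the TCR activation list within groups (p = 3e-05 and adjusted p = 6e-05 by 100000 permutations that moved the libraries at the same place in the order of the labels together), 0.973 without the 2 libraries farthest from the median, and 0.970 to 0.998 in the 6 groups. This is consistent with libraries that went less far in activation than others of their group, as a hypothesis. The component had r = 0.539 with the number of reads over 35 libraries (p = 0.00984, adjusted p = 0.00984, by the same permutations). After thinning of these libraries to 10454019 reads, it had r = 0.999 with the component of the full reads, which argues against counting noise as its cause. Thinning keeps each library's proportions of genes, so it cannot exclude a cause that went together with the number of reads. Libraries at the same place in the order of the labels went together: within a genotype, their scores had a mean r of 0.926 between 6, 12 and 24 h, from 0.869 to 0.995 (permutation p = 1e-05, the smallest that 100000 permutations can give), and a mean rank correlation of 0.790 (permutation p = 1e-05). The first library in that order was the lowest of its group in both genotypes at each of these times, but the first *Wnk1*-/-RCE library was the highest of its group in the TCR activation list at 1 h (10.9) and 3 h (13.1), so a lower activation of these libraries is not drawn for earlier times. This is consistent with a source shared across time points, such as the mouse or the handling, as a hypothesis. The labels do not state what the order stands for, and whether cultures differed in stimulation or in the cells put into them stays open.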
